# Chronic isoprenaline/phenylephrine vs. exclusive isoprenaline stimulation in mice: critical contribution of alpha_1_-adrenoceptors to early cardiac stress responses

**DOI:** 10.1007/s00395-022-00920-z

**Published:** 2022-03-14

**Authors:** Matthias Dewenter, Jianyuan Pan, Laura Knödler, Niklas Tzschöckel, Julian Henrich, Julio Cordero, Gergana Dobreva, Susanne Lutz, Johannes Backs, Thomas Wieland, Christiane Vettel

**Keywords:** Neurohumoral models of cardiac remodeling, Isoprenaline, Phenylephrine, α_1_- and β-adrenoceptors, α_1_-adrenergic inotropy, Cardiac fibroblast activation

## Abstract

Hyperactivity of the sympathetic nervous system is a major driver of cardiac remodeling, exerting its effects through both α-, and β-adrenoceptors (α-, β-ARs). As the relative contribution of subtype α_1_-AR to cardiac stress responses remains poorly investigated, we subjected mice to either subcutaneous perfusion with the β-AR agonist isoprenaline (ISO, 30 mg/kg × day) or to a combination of ISO and the stable α_1_-AR agonist phenylephrine (ISO/PE, 30 mg/kg × day each). Telemetry analysis revealed similar hemodynamic responses under both ISO and ISO/PE treatment i.e., permanently increased heart rates and only transient decreases in mean blood pressure during the first 24 h. Echocardiography and single cell analysis after 1 week of exposure showed that ISO/PE-, but not ISO-treated animals established α_1_-AR-mediated inotropic responsiveness to acute adrenergic stimulation. Morphologically, additional PE perfusion limited concentric cardiomyocyte growth and enhanced cardiac collagen deposition during 7 days of treatment. Time-course analysis demonstrated a diverging development in transcriptional patterns at day 4 of treatment i.e., increased expression of selected marker genes *Xirp2, Nppa, Tgfb1, Col1a1, Postn* under chronic ISO/PE treatment which was either less pronounced or absent in the ISO group. Transcriptome analyses at day 4 via RNA sequencing demonstrated that additional PE treatment caused a marked upregulation of genes allocated to extracellular matrix and fiber organization along with a more pronounced downregulation of genes involved in metabolic processes, muscle adaptation and cardiac electrophysiology. Consistently, transcriptome changes under ISO/PE challenge more effectively recapitulated early transcriptional alterations in pressure overload-induced experimental heart failure and in human hypertrophic cardiomyopathy.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00395-022-00920-z.

## Introduction

Hyperactivity of the sympathetic nervous system (SNS) is a central feature of heart failure (HF). The SNS-mediated increase in contraction force and heart rate is exerted through the release of the α/β-adrenoceptor (AR) agonists noradrenaline and adrenaline from sympathetic neurons and the adrenal glands. Its activation is a compensatory mechanism that temporarily maintains cardiac output and thus sufficient organ perfusion and tissue oxygen supply. However, persistent AR stimulation promotes molecular and structural changes including pathological hypertrophy [69], cardiac fibrosis [2], electrophysiological and metabolic alterations [7, 19], and inflammation [45] with deteriorating effects on cardiac function. In addition, SNS hyperactivity evokes neurohumoral responses such as the activation of the renin angiotensin aldosterone system (RAAS), another critical contributor to pathological remodeling processes inflicted on the heart [23].

α-ARs and β-ARs are expressed in several subtypes throughout the cardiovascular system. In the heart, the most prominent AR is the subtype β_1_. It is exclusively expressed in cardiomyocytes and the main mediator of the cardiac response to changes in the sympathetic tone. During chronic adrenergic stress, β_1_-AR signaling is subject to different desensitization mechanisms, which involve not only receptor downregulation, but also intracellular adaptations regarding abundance and activity of effectors and regulators within the β_1_-AR signaling cascades [14, 48]. In contrast, the β_2_-AR subtype is expressed in both cardiomyocytes and non-cardiomyocytes [46]. In cardiac fibroblasts, β_2_-AR signaling promotes proliferation and interleukin-6 release [65], the latter a well-known mediator of the fibroblast/cardiomyocyte crosstalk involved in cardiac hypertrophy [37]. However, β_2_-ARs and especially their downstream effector cAMP were also reported to block fibroblasts to myofibroblast transition in cell culture models e.g., by downregulating the expression of α-smooth muscle actin, collagen, and connective tissue growth factor [10, 61, 71]. Finally, the third subtype of β-ARs, β_3_-AR, has been found expressed at low levels in cardiomyocytes and in cardiac endothelial cells, where it is involved in the production of nitric oxide. Its enhanced activity during HF is therefore viewed as cardioprotective [42].

Cardiac α_1_-AR receptors are expressed in three subtypes, α_1A_, α_1B_, and α_1D_, with α_1A_ restricted to a subpopulation of cardiomyocytes [46], and α_1D_ to smooth muscle cells along with postsynaptic α_2_-ARs [25, 26, 29]. In contrast to β_1_-ARs, substantial evidence points to a protective role of at least the α_1A_-subtype in cardiac diseases [12, 13, 78]. α_1_-ARs have been described as mediators of physiological hypertrophy [51], although their involvement remains controversial [31], and as an essential component of cardiac contractility especially during β_1_-AR desensitization [28, 58]. However, α_1_-ARs are G_q_-protein-coupled receptors and therefore associated with the activation of transcriptional pathways shared by other GPCRs like the angiotensin II type 1 receptor (AT_1_R) and endothelin-1 receptors [40, 69]. Consistently, α_1_-ARs are potent inducers of hypertrophic growth and fetal gene expression in cell-based systems such as neonatal rat cardiomyocytes or engineered heart tissue and their activation is commonly used to explore the respective stress-related pathways [34].

Apart from smooth muscle cells, there is little evidence of a functional α_1_-AR expression in non-cardiomyocytes, including fibroblasts in the heart [61, 73]. Nonetheless, chronic perfusion with angiotensin II (Ang II) is now increasingly combined with the application of the stable α_1_-AR agonist phenylephrine (PE) to aggravate stress responses and cytokine release in models focusing on pro-fibrotic processes [9, 18, 32]. In preclinical models where heart failure is surgically induced e.g., by coronary vessel ligation or transversal aortic constriction (TAC), endogenous activation of the SNS leads to the stimulation of both α_1_- and β-ARs. However, regarding pharmacologically induced adrenergic stress, the most widely used approach remains either bolus injections or chronic infusion of the β-AR agonist isoprenaline (ISO) [5]. In contrast, combinations of ISO and PE are rarely used as a pharmacological heart failure model and if so, often focused on α_1_-AR/G_q_-dependent impact on crosslinking dynamics during the contraction cycle or on the expression and posttranslational modifications of proteins involved in this process [3, 20, 56]. As the combined perfusion of ISO and PE in mice is assumed to resemble more the pathophysiological situation of sympathetic overdrive in the development of human heart failure, we intended with this explorative study to characterize the ISO/PE model in more detail by directly comparing the outcome on hemodynamics, cardiac performance, cardiac morphology and cardiac gene expression changes to exclusive ISO exposure. Our data show that additional chronic PE stimulation is an essential stimulus to re-establish α_1_-AR-mediated inotropic responsiveness to acute adrenergic stress during β_1_-AR desensitization, and that chronic ISO/PE stimulation compared with exclusive ISO stimulation more effectively recapitulates early transcriptome alterations induced by pressure overload models in mice and most importantly, human hypertrophic cardiomyopathy.

## Experimental procedures

### Animals

All animal experiments were carried out according to the European Community guiding principles of care and use of animals (2010/63/UE, 22 September 2010). Authorizations were obtained from Regierungspräsidium Karlsruhe, Germany (AZ-G47/18). The mice used for this study were on a pure C57/Bl6N background and either bred in the animal facility of Heidelberg University (IBF) or in case of the losartan and IonOptix experiments purchased from Janvier Labs. For the experiments only mice with a C57/Bl6N background at the age of 3–4 months were included and separated into sex and age matched groups.

### Chronic isoprenaline/phenyephrine administration

Isoprenaline and phenyephrine (ISO and PE, Sigma-Aldrich) were delivered to mice by subcutaneously implanted osmotic minipumps (Alzet, model 1007D) that released ISO or ISO and PE dissolved in 0.9% NaCl at a dose of 30 mg/kg × day each. The chosen dose represents a commonly used treatment regarding ISO models [5] and is a validated subcutaneously applied pressor dose of PE [30]. Anesthesia was performed with isoflurane (1.5% v/v) and mice were provided with the analgesic carprofen (CP-Pharma, 4 mg/kg, s.c.) prior to the skin incision. The wound was closed using a non-absorbable surgical threat (Ethicon Prolene). Animals were sacrificed by cervical dislocation at the indicated time points.

### Echocardiography

Echocardiographic analysis was performed after 1 day and 6 days of chronic catecholamine perfusion at basal conditions and after the injection of dobutamine (Fresenius, 10 mg/kg i.p.). Animals were kept under light temperature-, respiration- and ECG-controlled anesthesia (isoflurane, 1–1.5% v/v) during the whole procedure. Echocardiography was performed on a Vevo 2100^®^ System (Visual Sonics Inc.) equipped with a MS400 transducer. B-Mode and M-Mode images were obtained in parasternal long axis and in short axis view at midpapillary muscle level. To determine % fractional shortening, 5 contraction cycles of short axis M-Mode recordings were analyzed with the VevoLab software using the LV trace tool.

### Isolation of adult mouse ventricular myocytes

For the isolation of adult cardiomyocytes, mice were euthanized by cervical dislocation. The heart was carefully removed and transferred into a 6 cm dish containing ice cold perfusion buffer (in mM: NaCl 113, KCl 4.7, KH_2_PO_4_ 0.6, Na_2_HPO_4_ 0.6, MgSO_4_ 1.2, NaHCO_3_ 12, KHCO_3_ 10, HEPES 10, Taurine 30, Glucose 5.5, BDM 10, pH 7.4 adjusted with KOH). The aorta was then clamped to a cannula and fixed with 6–0 surgical silk, followed by perfusion with perfusion buffer at 37 °C for 2 min. For enzymatic dissociation, the heart was perfused with digestion buffer (perfusion buffer with 12.5 µM Ca^2+^, containing liberase (Sigma-Aldrich) and trypsin (Thermo Fisher)) at a flow rate of 3.5 ml/min for 13 min. Then the heart was placed into a dish containing 2.5 ml digestion buffer, cut into small pieces and the tissue was gently pipetted up and down using a fine-tip transfer pipette to disperse the large pieces. 2.5 ml stop buffer 1 (perfusion buffer with 50 µM Ca^2+^ and 1% BSA (Sigma-Aldrich)) were added and ventricular myocytes were filtered through a mesh (200 µm) and allowed to sediment by gravity for 11 min. Thereafter, the supernatant was discarded, 5 ml stop buffer 2 (perfusion buffer with 38 µM Ca^2+^ and 0.5% BSA) were added and the Ca^2+^ concentration was stepwise increased to 1 mM.

### Ca^2+^ measurements and fractional shortening

Isolated cardiomyocytes were seeded on laminin-coated glass-bottomed dishes, and let attach for two hours before incubation with Fura-2 AM (1 μM) in Tyrode’s buffer (in mM: KCl 4, NaCl 140, MgCl_2_ 1, HEPES 5, Glucose 10, and 1 CaCl_2_ 1) for 20 min (37 °C, 5% CO_2_). Thereafter, the cells were carefully washed with fresh Tyrode’s buffer to remove the remaining dye. Ca^2+^ transients and sarcomere shortening were recorded on an IonOptix setup using the IonWizard software according to the manufacturer’s instructions. Cells were paced electrically with 10 V and at a pacing frequency of 1 Hz. Fura-2/Ca^2+^ transients were captured at alternating wavelengths 340/380 nm, and emission was recorded at 510 nm. Sarcomere shortening was analyzed by Fourier transform analysis of the cardiomyocyte striations under phase-contrast microscopy. To differentially stimulate α_1_- and β-adrenoceptors, cardiomyocytes were pre-incubated with either α_1_-adrenergic antagonist prazosin (10 μM, Sigma-Aldrich) or β-adrenergic anatagonist atenolol (1 μM, TCI) for 5 min and then stimulated with the pan-adrenergic agonist dobutamine (2.5 μM). All measurements were carried out at 37 ± 1 °C.

### Histological analysis

Hearts were fixed in 4% (m/v) paraformaldehyde, embedded in paraffin, and sliced into transversal sections (5 µm). To determine the cross-sectional area of cardiomyocytes, the tissue was rehydrated, incubated with Lectin-WGA-TRITC (Sigma-Aldrich) over night (4 °C), and covered with ROTI^®^Mount FluorCare (Carl Roth). To document collagen deposition, slides were rehydrated and incubated for 1 h (RT) with Picro/Sirius Red (Niepötter Labortechnik) solution, and covered with Entellan^®^ (Sigma-Aldrich). Slides were scanned (Axioscan.Z1, Zeiss) and analyzed with ImageJ software. For cross-sectional area determination, 117–675 randomly chosen transversely cut cardiomyocytes per individual were analyzed. To analyze collagen deposition, the Picro/Sirius Red-stained area of whole transversal sections was quantified. Analyses were performed blinded to group allocation.

### ECG and blood pressure telemetry

Mice were anaesthetized with isoflurane (2.5% v/v) via mask ventilation and placed on a warming plate (37 °C). The skin of the anterior neck thoracic region was depilated and disinfected, and a 2.5 cm long median incision of the skin was made. The underlying tissue was prepared for fixation of the electrodes, the submaxillary glands were gently separated, and the left common carotid artery was isolated. The carotid artery was cannulated, and the catheter of the transmitter (HD-X11, DSI) was advanced into the carotid artery, so that the tip of the catheter was placed in the aortic arch, and fixed with 3 silk ligatures (Ethicon). The negative electrode of the transmitter was fixed to the right pectoralis fascia and the positive electrode was fixed 1 cm left to the xiphoid. The transmitter body was placed into a subcutaneous pocket along the left flank of the mouse. The wound was closed with using 6–0 Prolene (Ethicon). Carprofen (CP-Pharma, 4 µg/g, s.c.) was applied once before starting the surgical procedure and once daily up to 48 h after the surgical procedure for intra- and postoperative analgesia. Recordings were started after a recovery time of two weeks post subcutaneous implantation of the telemetric transmitter. Recording and analysis parameters were set according to the manufacturer’s instructions using Ponemah P3 Plus software (DSI). Heart rate and blood pressure values are presented as averages of 1 min or of 5 s intervals. Details are specified in the respective figure legends.

### Tail cuff blood pressure measurement and losartan treatment

Non-invasive blood pressure measurements were performed on a Coda2 tail cuff system (Kent Scientific). Mice were placed into rodent holders on a warming platform 10 min prior to obtaining the measurements. At least 5 replicate blood pressure values were measured to calculate a mean for each individual. Losartan was administered via drinking water (600 mg/l) [77]. Treatment was started 1 day before minipump implantation and continued throughout the ISO or ISO/PE perfusion period.

### RNA-isolation

Pulverized right and left ventricular tissue was dissolved in TRIzol^™^ reagent (Thermo Fisher) and RNA extraction was performed according to the manufacturer’s instructions.

### Quantitative PCR

First-strand cDNA synthesis was performed with SuperScript IV VILO Master Mix (Thermo Fisher) and the 1:5 diluted product was added to the TaqMan^™^ Fast Advanced Mastermix (Thermo Fisher) according to the manufacturer’s instructions. The following probes (Thermo Fisher) were applied to quantify gene expression: Acta1 (Mm00808218_g1), Adra1a (Mm00442668_m1), Adra1b (Mm00431685_m1), Adra1d (Mm01328600_m1), Adrb1 (Mm00431701_s1), Adrb2 (Mm02524224_s1), Adrb3 (Mm02601819_g1), Col1a1 (Mm00801666_g1), Myh7 (Mm00600555_m1), Nppa (Mm01255747_g1), Nppb (Mm01255770_g1), Nr4a1 (Mm01300401_m1), Postn (Mm01284919_m1), Ppia (Mm02342430_g1), Rcan1 (Mm01213406_m1), Xirp2 (Mm01335343_m1). Real-time PCR was performed with QuantStudio3 (Thermo Fisher) and analyzed based on ΔΔCT calculations using peptidylprolyl isomerase A (Ppia) as reference gene [41, 44].

### Transcriptome analysis

RNA-Seq reads were mapped to the mm10 reference genome from UCSC using STAR (-alignIntronMin 20 -alignIntronMax 500,000). Samples were quantified using analyzeRepeats.pl (mm10 -count exons -strand both -noadj). Differential expression was quantified and normalized using DESEq2. Reads per kilobase per millions mapped (rpkm) was determined using rpkm.default from EdgeR. The PCA plots in each RNA-Seq dataset were obtained using rowVars and prcomp into a custom R-script. Genes with an FDR adjusted p value (q value) of < 0.05 and a log2fold change of > 0.6 or < − 0.6 were considered significantly regulated (accession number GSE195466). The overlap of regulated genes was visualized with BioVenn [27], and the resulting gene lists were then subjected to enrichment analyses using Metascape limited to the GO domain “biological processes” [81]. For the visualization of heat maps, RPMK values of either manually curated gene lists generated from the indicated enriched pathways or all genes significantly regulated under ISO/PE were hierarchically clustered using Morpheus software (https://software.broadinstitute.org/morpheus) or converted into log2fold changes for the comparison with the TAC data set. RPKM of selected marker genes were visualized with Integrated Genome Viewer (Suppl. Figs. 6, 7) [66].

### Selection of TAC and HCM bulk RNAseq data sets for comparison

The literature was searched for published, accessible, and high-quality data sets obtained from mice and humans with an anticipated similar stage-specific transcriptional profile i.e., early phase post transaortic constriction [49] and patients diagnosed with hypertrophic cardiomyopathy, but not end-stage heart failure [54]. For comparison, the transcriptional background of ISO and ISO/PE samples was adjusted to genes present in the respective human or TAC data set and vice versa.

### Illustrations

Illustrations were generated with Biorender software or downloaded from Smart Servier Medical Art (https://smart.servier.com) and adapted with adobe illustrator version 25.3.1.

### Statistics

Statistical analyses were performed with GraphPad prism 9. Results are presented as mean ± SD or median ± IQR for non-Gaussian distributed data. Data sets were tested for normal distribution (Anderson–Darling, D’Agostino-Pearson omnibus, Shapiro–Wilk, Kolmogorov-Smirnovand), and compared by unpaired *t* test, 1-way ANOVA, 2-way ANOVA, Brown-Forsythe and Welch ANOVA, or Kuskal–Wallis test followed by multiple comparison testing. For each data set the respective statistical test is indicated in the figure legend. *P* values are presented within each figure. Effect sizes were calculated as difference of two means divided by the pooled SD (Cohen’s *d*). Unequal *n* numbers were taken into account for pooled SD calculations.

## Results

### Similar hemodynamic profile and RAAS activation in ISO and ISO/PE-treated mice

To investigate how additional PE stimulation affects hemodynamic parameters, heart rate (HR) and blood pressure (BP) were monitored via implanted telemetry transmitters in mice perfused with either 30 mg/kg × day ISO or 30 mg/kg × day ISO plus 30 mg/kg × day PE (ISO/PE). Both treatments induced a strong increase in HR that reached a maximum > 700 bpm between 6–9 h post minipump implantation and a decrease in mean BP from 100 to 70 mmHg (Fig. 1a, b). Apart from a delayed decrease in mean BP during the first hour post implantation, PE showed no persistent vasoconstrictive or baroreflex effects in the presence of ISO and hence did not antagonize ISO-induced BP and HR regulation even though it was applied in a validated pressor dose [30]. Instead, vasodilation and positive chronotropic effects were the dominating hemodynamic factors in both groups. Similar results were obtained after acute injections of ISO/PE (Suppl. Fig. 1c). In both chronic perfusion models, HR stabilized at 625 bpm after 12–24 h, and thus remained permanently higher than at baseline (Fig. 1a, lower panel). In contrast, mean BP slowly recovered over the first 24 h and returned to pre-treatment levels (Fig. 1b) with a minor elevation at later time points (144–168 h, ΔmeanBP approx. 10 mmHG, Suppl. 2d). Since these results indicated an increase in RAAS activity, effects on BP were analyzed in a follow-up experiment by applying the AT_1_R antagonist losartan. Indeed, AT_1_R blockade prevented BP stabilization in ISO and ISO/PE-treated animals, suggesting an increase in Ang II levels as an additional factor in both models (Fig. 1c).

**Fig. 1:**
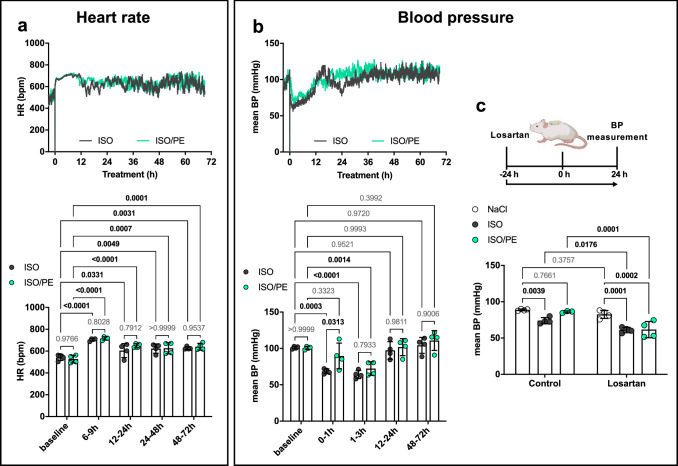
Hemodynamic profile of isoprenaline (ISO) or isoprenaline/phenylephrine (ISO/PE) treated mice before and during the first 72 h after osmotic minipump implantation. **a** Heart rate (HR) and **b** mean blood pressure (BP) were monitored by ECG and blood pressure telemetry in freely moving mice. Calculations of average values for HR and BP at the indicated time points are given in the lower panels including an average of 3 d baseline recordings. Individual data, mean ± SD of n = 4 animals (2 males/2 females per group) are shown. *P* values were determined by repeated measures 2-way ANOVA followed by Dunnett’s multiple comparison test (vs. baseline) or by Sidak`s multiple comparison test (ISO vs. ISO/PE for each time point). **c** Mean blood pressure was measured by tail cuff in restrained mice after 24 h of either NaCl, ISO or ISO/PE treatment, in the presence or absence of AT_1_R antagonist losartan (treatment was started 24 h before minipump implantation). Individual data, mean ± SD of *n* = 4 males per group are shown. *P* values were determined by 2-way ANOVA followed by Dunnett’s multiple comparison test (vs. NaCl) or by Sidak’s multiple comparison test (vs. losartan)

### Chronic α_1_-AR stimulation promotes contractile responsiveness to acute adrenergic stress during β_1_-adrenergic desensitization

Acute α_1_-AR stimulation was shown to contribute to adrenergic driven increase in contractility in isolated cardiac muscle stripes of both rodents and humans [16], and in α_1A_-AR overexpressing transgenic mice [6, 43, 79]. To assess the impact of endogenous α_1_-AR activity on cardiac inotropy and adrenergic desensitization during ISO/PE challenge, mice were subjected to echocardiography on day 1 and day 6 after implantation of the respective osmotic minipumps. Both ISO and ISO/PE-treated mice showed higher basal heart rates at day 1 and 6 compared to the control group. The heart rate elevation reflected the maximal response of control animals under acute adrenergic stimulation with the AR agonist dobutamine (DOBU 10 mg/kg), and no responsiveness to additional DOBU stimulation could be detected in the ISO and ISO/PE groups (Fig. 2a–d). Both ISO and ISO/PE-treated animals showed higher basal contraction force compared to control animals (Fig. 2e, g). Neither ISO nor ISO/PE animals were responsive to acute adrenergic stimulation 1 d after the onset of catecholamine treatment, and thus did not reach the maximal response evoked by DOBU in control animals (Fig. 2e, f). However, after 6 d, ISO/PE-treated mice showed an increase of 10% (effect size *d* = 2.0 vs. ISO) in fractional shortening after challenged with DOBU (Fig. 2g, h). This responsiveness to acute adrenergic stress was absent in ISO-treated animals and independent of transcriptional AR regulation as similar reductions in β_1_-, β_3_-, α_1A_- and α_1B_-AR mRNA were observed under both ISO and ISO/PE stimulation. Notably, the smooth muscle subtype α_1D_-AR was only downregulated under ISO, but not ISO/PE treatment (Fig. 2i–n). Thus, our data suggest that adrenergic responsiveness during β_1_-AR desensitization requires adaptations that are dependent on chronic α_1_-AR stimulation.

**Fig. 2:**
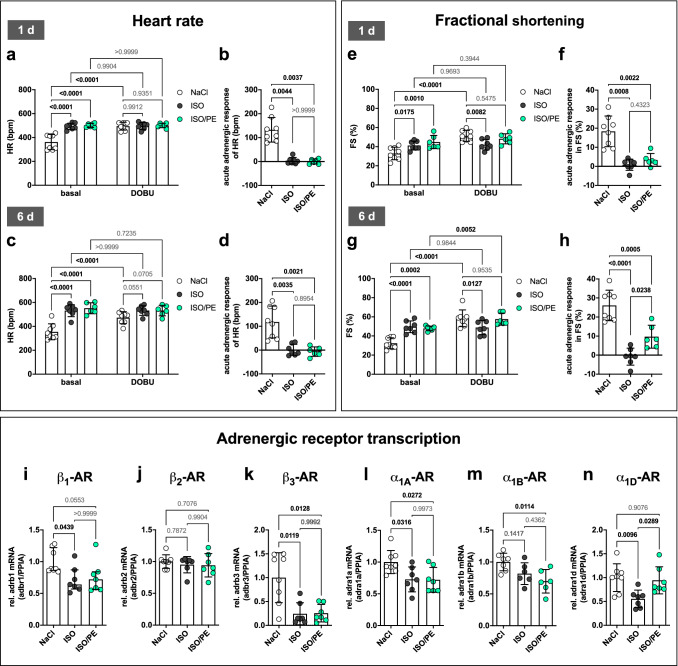
Echocardiography analysis of cardiac function and cardiac adrenoreceptor (AR) expression levels in control (NaCl), isoprenaline (ISO) and isoprenaline/phenylephrine (ISO/PE) treated mice. **a–d** Heart rate (HR), and **e–h** percent fractional shortening (% FS) after 1 d (**a, b, e, f**) or 6 d (**c, d, g, h**) of chronic adrenergic stress. After the assessment of basal parameters, animals were challenged with 10 mg/kg of the pan-adrenergic agonist dobutamine (DOBU, i.p.) to measure acute adrenergic responsiveness. All functional parameters were recorded under anesthesia (1% v/v isoflurane). **i–n** mRNA levels of the different adrenoceptor subtypes (AR) analyzed by qPCR in total heart tissue 7 d after osmotic minipump implantation. Data was normalized to the expression levels of peptidylprolyl isomerase A (Ppia) and are given relative to control (NaCl). **a–n** Individual data, mean ± SD except **b, i** median ± IQR of NaCl *n* = 8 (4 males/4 females), ISO *n* = 7 (4 males/3 females) and ISO/PE *n* = 6–7 (**a–h** 3 males/3 females and **i–n** 4 males/3 females). *P* values were determined by **a c, e, g** repeated measures 2-way ANOVA followed by Dunnett`s multiple comparison test (vs. NaCl) or by Sidak’s multiple comparison test (vs. DOBU), **b, i** Kruskal–Wallis followed by Dunn’s multiple comparisons test, **d, f, k** Brown–Forsythe and Welch ANOVA Dunnett T3 Multiple Comparison, **h–j, l–n** ordinary 1-way ANOVA followed by Tukey’s multiple comparison test

### Acute adrenergic responsiveness is mediated by α_1_-AR activation in ISO/PE-treated animals

The adrenergic agonist DOBU, if used as a racemate, shows affinity to both α_1_-AR and β-ARs [75]. Therefore, we analyzed the origin of the responsiveness to DOBU-mediated Ca^2+^ release and sarcomere shortening in isolated cardiomyocytes in the presence of the β-AR antagonist atenolol and the α_1_-AR antagonist prazosin. To ensure effective receptor binding of the competitive antagonists, we used a concentration of the agonist DOBU in the range of its described EC_50_ (2.5 µM) [59] to document α_1_-AR vs. β-AR dependency of the inotropic response. In line with the in vivo results, cardiomyocytes from animals chronically treated with ISO remained unresponsive to DOBU, whereas cardiomyocytes isolated from the ISO/PE group showed higher Ca^2+^-amplitudes (Fig. 3a, b) and increased sarcomere shortening after DOBU challenge (Fig. 3c, d). In contrast to control animals, the effect was abolished in the presence of prazosin but not atenolol. These results are in line with earlier observations of an increased α_1_-AR-mediated inotropy during β_1_-AR desensitization demonstrated in a rat model of congestive HF [58]. However, our results additionally indicate that an efficient compensation requires structural and/or molecular changes that are mediated by chronic α_1_-AR stimulation.

**Fig. 3:**
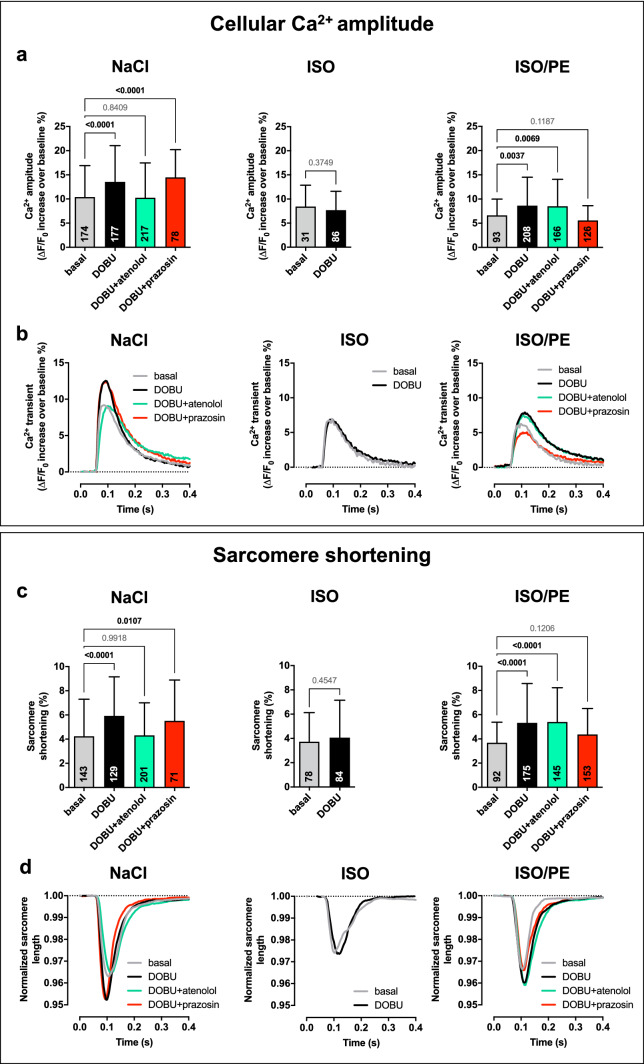
Measurement of Ca^2+^-transients and sarcomere shortening of ventricular cardiomyocytes isolated 6 d after osmotic minipump implantation from either control (NaCl), isoprenaline (ISO) or isoprenaline/phenylephrine (ISO/PE) treated mice. Cells were loaded with Fura-2 and stimulated at a frequency of 1 Hz in the absence or presence of 2.5 µM dobutamine (DOBU), and if indicated β-adrenoceptor antagonist atenolol (1 µM) or α_1_-adrenoceptor antagonist prazosin (10 µM). Sarcomere length and Fura-2 ratios were recorded using an IonOptix System. **a** Peak height, and **b** average of Ca^2+^- amplitudes given as percent increase over diastolic Fura-2 ratios. **c** Maximal sarcomere shortening, and **d** average of sarcomere lengths during contraction given relative to resting state. **a, c** Mean ± SD of NaCl *n* = 2–3 males, ISO *n* = 2 males, and ISO/PE *n* = 3 males, measured cell numbers per condition are indicated in the respective bar graph. *P* values were determined by ordinary 1-way ANOVA followed by Dunnett’s multiple comparison test vs. basal (NaCl and ISO/PE) or by unpaired *t* test vs. basal (ISO)

### Limited concentric growth and enhanced collagen deposition in hearts of ISO/PE-treated animals

Next, we analyzed cardiac morphology in the different treatment groups. α_1_-AR activity has been reported to limit hypertrophy and cardiac dysfunction after myocardial infarction and pressure overload in α_1A_-AR overexpressing transgenic mice [12, 13]. To document the dynamics of hypertrophic growth, heart weight (HW) and tibia length (TL) were monitored between 0 and 4 d and at 7 d (Fig. 4a, b). Animals from both groups showed a similar progressive increase in HW/TL ratios during the first 4 days of adrenergic perfusion. After 4 days, hypertrophic growth appeared to be terminated in ISO/PE animals, whereas the heart weights of the ISO-treated group were still moderately increasing until day 7. The limited hypertrophic growth in the ISO/PE model was reflected in HW/TL ratios (effect size *d* = 1.3 vs. ISO), and LV mass (effect size *d* = 1.4 vs. ISO) and anterior wall thickness measured by echocardiography (effect size *d* = 1.1 vs. ISO; Fig. 4c, d). Histological analysis revealed that concentric growth of cardiomyocytes assessed as the average cross-sectional area was indeed markedly lower in ISO/PE-treated animals (effect size *d* = 2.2 vs. ISO; Fig. 4e). However, this limiting effect on cardiomyocyte growth was accompanied by a more prominent collagen deposition at day 7 (effect size *d* = 3.8 vs. ISO), indicating the increased presence of activated fibroblasts (Fig. 4f). Taken together, the morphological data suggest that myocardial stress response started to diverge at around 4 days after drug application and resulted in enhanced cardiomyocyte hypertrophy in the ISO model and early signs of fibrosis in the ISO/PE model.

**Fig. 4:**
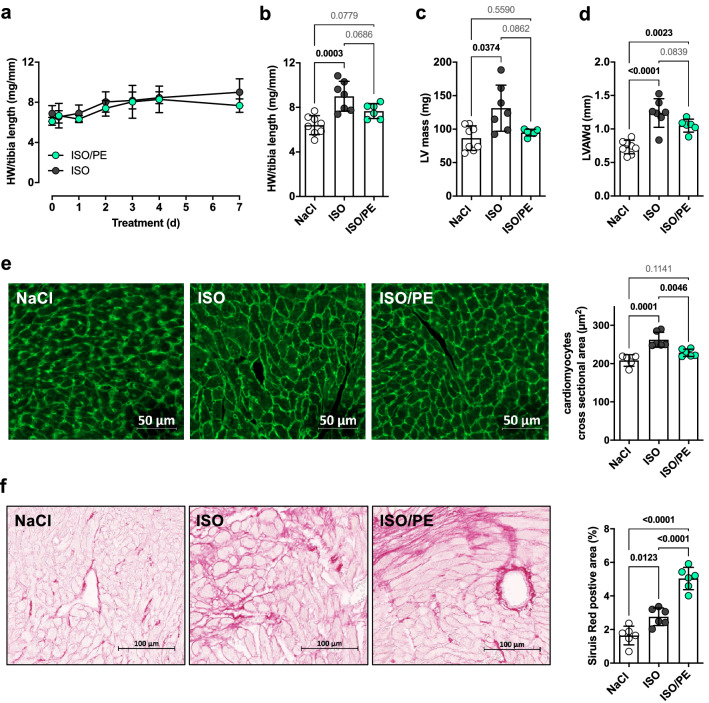
Assessment of cardiac hypertrophic growth and cardiac collagen deposition in either control (NaCl), isoprenaline (ISO) or isoprenaline/phenylephrine (ISO/PE) treated mice. **a, b** Ratio of heart weight to tibia length taken at the indicated time points. Mean ± SD of 0–4 d *n* = 2 males/2 females per time point and treatment, and 7 d *n* = 4 males/4 females (NaCl), 4 males/3 females (ISO), and 3 males/3 females (ISO/PE). **c, d** Left ventricular mass (LVM) and left ventricular diastolic anterior wall thickness (LVAWd) measured by echocardiography after 6 d of treatment *n* = 4 males/4 females (NaCl), 4 males/3 females (ISO), and 3 males/3 females (ISO/PE). **e** Representative images of WGA-stained cross sections from paraffin-embedded ventricular heart tissue taken 7 d after osmotic minipump implantation and quantification of cardiomyocyte cross-sectional area given as average of 117–675 cells per individual. Individual data, mean ± SD of *n* = 3 males/2 females (NaCl), and 3 males/3 females (ISO and ISO/PE). **f** Representative Sirius Red-stained cross sections from paraffin-embedded ventricular heart tissue taken 7 d after osmotic minipump implantation to indicate collagen deposition. Individual data, mean ± SD of *n* = 3 males/3 females per group. Values are given as percentage of total ventricle area. **b, d, e, f** *P* values were determined by one-way ANOVA followed by Tukey’s multiple comparison test or **c** Brown-Forsythe and Welch ANOVA Dunnett T3 Multiple Comparison

### 4 d—a critical time point in α1-AR-mediated transcriptional effects

To analyze the transcriptional dynamics preceding the morphological changes, we monitored ventricular mRNA levels of selected marker genes over the course of the first 7 days. Target genes of key transcriptional factors such as MEF2 (*Nr4a1*, *Xirp2*) [38, 67], and NFAT (*Rcan1*) [70] (Fig. 5a) were included as well as the natriuretic peptides *Nppa* (ANP) and *Nppb* (BNP, Fig. 5b), genes associated with fibroblast activation (*Col1a1*, *Tgfb1*, *Postn,* Fig. 5c), and fetal structural genes such as *Acta1* and *Myh7* (Fig. 5d). All genes were normalized to the reference gene *Ppia,* of which the stable expression during the time course experiments is demonstrated in Suppl. Fig. 3. With the exception of *Nr4a1*, which is known to be sensitive to β-AR stimulation [47], the upregulation of all other analyzed genes was either more pronounced under ISO/PE (*Rcan1*, *Nppb*, *Postn, Col1a1*) including the pro-fibrotic cytokine *Tgfb1* [36] (effect sizes for peak expression *d* = 2.1, 2.6, 1.5, 2.4, 4.1 vs. ISO, respectively), or completely dependent on additional PE stimulation (*Xirp2*, *Nppa*, *Acta1*, *Myh7*, effect sizes for peak expression *d* = 3.5, 2.6, 1.3, 2.4 vs. ISO, respectively). Of note, most of the genes analyzed showed a transient upregulation with a peak expression at 4 d under ISO/PE conditions (*Xirp2, Nppa, Tgfb1, Col1a1, Postn*). In contrast, differential expression of structural genes such as *Acta1* and *Myh7* was observed later at 7 d. Collectively the data on both gene regulation and hypertrophic growth suggest that 4 d is a critical turning point for differential morphological and transcriptional responses in the ISO vs. ISO/PE model. Hence, this time point was chosen for a subsequent transcriptome analysis.

**Fig. 5:**
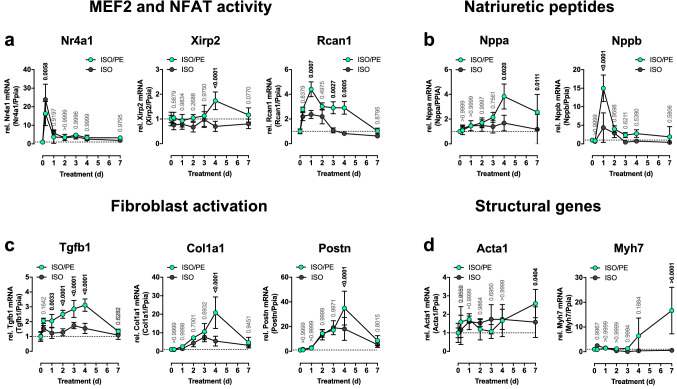
Transcriptional dynamics in cardiac tissue of the indicated marker genes during the first 7 d after isoprenaline (ISO) or isoprenaline/phenylephrine (ISO/PE) application. Values were normalized to the expression levels of peptidylprolyl isomerase A (Ppia) and are given relative to control (0 d or NaCl for 7 d). Mean ± SD, from *n* = 2 males/2 females per group and time point (0–4 d), and 4 males/3 females (7d). *P* values were determined by 2-way ANOVA followed by Sidak’s multiple comparison test (ISO vs. ISO/PE)

### ISO/PE promotes the upregulation of genes associated with ECM organization and interaction

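Whole-ventricle RNA from 9 mice was sequenced, 3 in each of 3 groups. Control hearts (Ctr, 2 females and 1 male) came from mice without pumps at 0 d. ISO hearts (1 female and 2 males) came from mice given isoprenaline, an agonist of beta-adrenoceptors, at 30 mg/kg/day for 4 d (96 h) by osmotic minipump. ISO/PE hearts (1 female and 2 males) came from mice given the same dose of isoprenaline together with phenylephrine, an agonist of alpha1-adrenoceptors, at 30 mg/kg/day for the same time. Each comparison with Ctr therefore spans the drug, the pump surgery and the 4 d between them, whereas ISO/PE and ISO hearts differ by design in phenylephrine alone. The paper gives an age of 3 to 4 months, and the labels of the libraries give 2 to 3 months.
The reads were aligned to mm10 with STAR and counted per RefSeq transcript without regard to strand, with analyzeRepeats.pl according to the paper and with featureCounts according to the labels. The authors tested differences with DESeq2, and the versions of these tools are not given in the sources used here. The counts come from a pair of tables, one of ISO/PE and ISO hearts and one of ISO and Ctr hearts, and the 3 ISO libraries have equal counts in both. Transcripts of one gene share reads, so 1 transcript per gene was kept, the one with the highest total count. The 29889 transcripts in both tables gave 15149 genes. The lowest sum of a transcript over the 6 hearts of a table was 21 counts in either table.
Total counts over these genes were 11051600, 11205228 and 10172248 in Ctr female1, female2 and male1. They were 13182114, 11968658 and 12446026 in ISO female2, male1 and male2, and 14477054, 12859175 and 13341815 in ISO/PE female2, male1 and male2. After the filter on low counts in edgeR, 14426 genes were tested in 1 quasi-likelihood fit over the 9 libraries with TMM normalization. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change above 0.6, the thresholds in the legend of Suppl. Fig. 5. Levels are CPM from edgeR on the normalized library sizes, given as mean ± SD of 3 hearts. In counts simulated at this depth and spread, the test called 58, 59 and 55 of 100 genes changed by 0.8 on the log2 scale for ISO/PE vs. Ctr, ISO vs. Ctr and ISO/PE vs. ISO. It called 93, 91 and 92 of 100 genes changed by 1.5, with 7, 6 and 5 false calls.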

For ventricular transcriptome analysis, the RNAseq data sets were divided into 3 groups: genes that were significantly (*q* value < 0.05) regulated under ISO/PE vs. Ctr, ISO vs. Ctr, and ISO/PE vs. ISO. The samples were subjected to principle component analysis (PCA) to confirm correlation within the respective experimental setting (Suppl. Fig. 4), and the groups were compared via BioVenn [27] to visualize overlaps and distinctions. 

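Hearts of the 3 groups lay apart on the first component of an analysis of the 1000 genes with the highest variance of log2 CPM. This component held 77.6% of the variance and the next one 7.12%. Ctr hearts had scores from -46.0 to -42.0 on it, and ISO/PE hearts from 27.6 to 36.5. The 2 ISO males lay between them at 15.7 and 19.1, and ISO female2 was nearer to the Ctr hearts at -0.418. Across the genes tested, which are not independent replicates, the correlation of log2 CPM between 2 hearts of one group was 0.983 to 0.991.

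**Figure D1:**
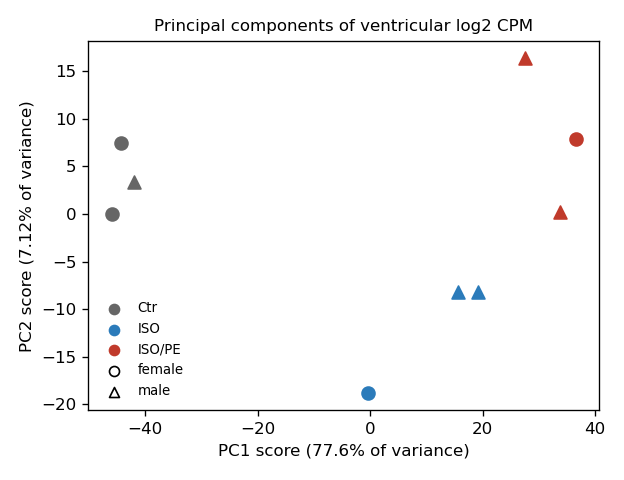
Scores of the 9 hearts on the first 2 principal components of log2 CPM (1000 genes with the highest variance), with the share of the variance on each axis. Colours mark the groups and marker shapes the sex. ISO female2 lies at -0.418 on the first component, between the 3 Ctr hearts and the other 2 ISO hearts.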

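Among the genes with the largest increases under ISO/PE were the keratinocyte envelope gene Sprr1a, the integrin ligand gene Spp1 (18.8% of its exon bases lie in another gene) and the collagen-modifying enzyme gene P4ha3, and under ISO the secreted matrix protein genes Cthrc1 and C1qtnf3. Sprr1a, on chromosome 3 of mm10 from 92483954 to 92485881, was at 0.578 ± 0.469 CPM in Ctr, 16.5 ± 12.0 in ISO and 243 ± 105 in ISO/PE hearts (SD, n = 3), a log2 fold change of 8.69 for ISO/PE vs. Ctr (standard error 0.84, adjusted p = 1.52e-05 from edgeR). P4ha3 rose by 5.83 (standard error 0.50, adjusted p = 7.60e-06). Cthrc1 rose by 5.88 under ISO (standard error 0.61, adjusted p = 9.75e-05) and C1qtnf3 by 5.43 (standard error 0.62, adjusted p = 1.64e-04). In the direct comparison of the treatments, the protease inhibitor gene Serpinb1a differed by 2.53 (standard error 0.35, adjusted p = 0.00277) and the nicotinamide riboside kinase gene Nmrk2, 14.6% of whose exon bases lie in another gene, by 2.46 (standard error 0.25, adjusted p = 0.00149). The largest difference was that of the heat shock gene Hspa1b, at 4.22, but its SD in ISO/PE hearts exceeded its mean (56.5 ± 89.1 CPM). Hspa1b was not called for ISO/PE vs. ISO without Ctr female1 (4.22, adjusted p = 0.0550), Ctr female2 (4.22, adjusted p = 0.0558), Ctr male1 (4.22, adjusted p = 0.0522), ISO female2 (3.92, adjusted p = 0.132), ISO male1 (4.39, adjusted p = 0.105), ISO male2 (4.40, adjusted p = 0.0760) or ISO/PE male2 (0.76, adjusted p = 0.174) or in limma-voom (2.46, adjusted p = 0.334) or with only 2 groups in the fit (4.21, adjusted p = 0.0793).
In all, 2309 genes were higher in ISO/PE than in Ctr hearts, 1502 in ISO than in Ctr and 525 in ISO/PE than in ISO. Of the higher genes in the authors' own deposited tests, 1398 for ISO vs. Ctr and 504 for ISO/PE vs. ISO were among these. The count for ISO/PE vs. ISO fell to 279 without ISO female2 and to 319 without ISO/PE female2. Scaled to cardiomyocyte marker genes, which puts the median of all genes at 0.51, 0.25 and 0.26, the counts were 5989, 2533 and 1688, and without the fold threshold 3527, 2191 and 1076.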

ISO/PE hearts showed the highest number of upregulated genes compared to control (2249), followed by ISO vs. control (1403), and ISO/PE vs. ISO (594; Fig. 6A, Suppl. Fig. 5). 

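Genes of cell division rose together in ISO and in ISO/PE hearts. Mki67, which encodes the proliferation antigen Ki-67, lies on chromosome 7 of mm10 from 135689784 to 135716450 and was at 6.02 ± 2.47 CPM in Ctr, 44.0 ± 4.79 in ISO and 51.0 ± 11.1 in ISO/PE hearts (SD, n = 3). It rose by 2.88 on the log2 scale under ISO (standard error 0.24, adjusted p = 3.31e-05), and ISO/PE differed from ISO by 0.21 (standard error 0.20, adjusted p = 0.500). Cdk1, the kinase that drives entry into mitosis, rose by 3.27 under ISO (standard error 0.29, adjusted p = 4.18e-05) and by 3.72 under ISO/PE (standard error 0.28, adjusted p = 4.49e-06). Ccnb1, the cyclin partner of Cdk1, had 1 count in the 3 Ctr hearts together, 75 in ISO and 127 in ISO/PE hearts. Its ratio to Ctr per library size was 62.1 in ISO (exact 95% counting interval 10.8 to 2485).
Of 35 measured cell cycle genes, 33 rose under ISO (33 adjusted over the list alone, median log2 fold change 2.61; adjusted p = 6.97e-52 from camera at a preset correlation of 0.01 and adjusted p = 0.0700 with an estimated correlation). 30 of them were among the 1097 genes higher than Ctr under both treatments and not called between ISO/PE and ISO, where 2.66 would fall by chance (Fisher's exact test, 1-sided, adjusted p = 1.67e-27 over 40 lists). Only 2 of the 35 differed between ISO/PE and ISO, Bub1 and Tyms, and 0 adjusted over the list alone. The median of the list between ISO/PE and ISO was 0.35 (quartiles 0.24 to 0.45). As a set it was higher in ISO/PE with adjusted p = 0.00211 from camera at a preset correlation of 0.01. The adjusted p was 0.549 with an estimated correlation in camera and 0.238 in fry.
Inflammatory genes were also enriched in this matched set, with 14 of 33 in it against 2.51 expected (adjusted p = 4.14e-07; as a set under ISO, adjusted p = 0.240 with an estimated correlation in camera). The monocyte chemokine gene Ccl8 rose by 4.39 under ISO (standard error 0.46, adjusted p = 1.05e-04), the interleukin-1 antagonist gene Il1rn by 4.01 (standard error 0.50, adjusted p = 2.57e-04) and the chemokine gene Cxcl10 by 3.19 (standard error 0.47, adjusted p = 6.39e-04). Genes induced by interferon made up 17 of 22 in the set (adjusted p = 3.09e-14; under ISO adjusted p = 0.310 with an estimated correlation), such as Irf7, a transcription factor of that response, and Ifit3, an antiviral effector. Their mean log2 difference from Ctr was 0.47 in ISO/PE male2, against 1.39 and 1.97 in the other ISO/PE hearts. Macrophage and monocyte markers made up 11 of 20 (adjusted p = 4.14e-07; under ISO adjusted p = 0.192 with an estimated correlation), among them the lysosomal glycoprotein gene Cd68, at 26.3 ± 5.15 CPM in Ctr and 132 ± 46.5 in ISO hearts.
Both treated groups were compared with the same 3 Ctr hearts. Genes called higher in both numbered 1343. The log2 fold changes of the treatments correlated across genes by 0.892, where simulated groups with no effect against shared controls had a mean of 0.528. Their covariance was 0.521, against 0.0261 in those simulations.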

Pathway enrichment analysis revealed that a large part of genes which were comparably increased in both groups ISO and ISO/PE (975) are involved in cell cycle regulation (*Mki67, Cdk1, Ccnb1*) and inflammatory responses, indicating that these processes are mainly ISO-dependent (Fig. 6b).

**Fig. 6:**
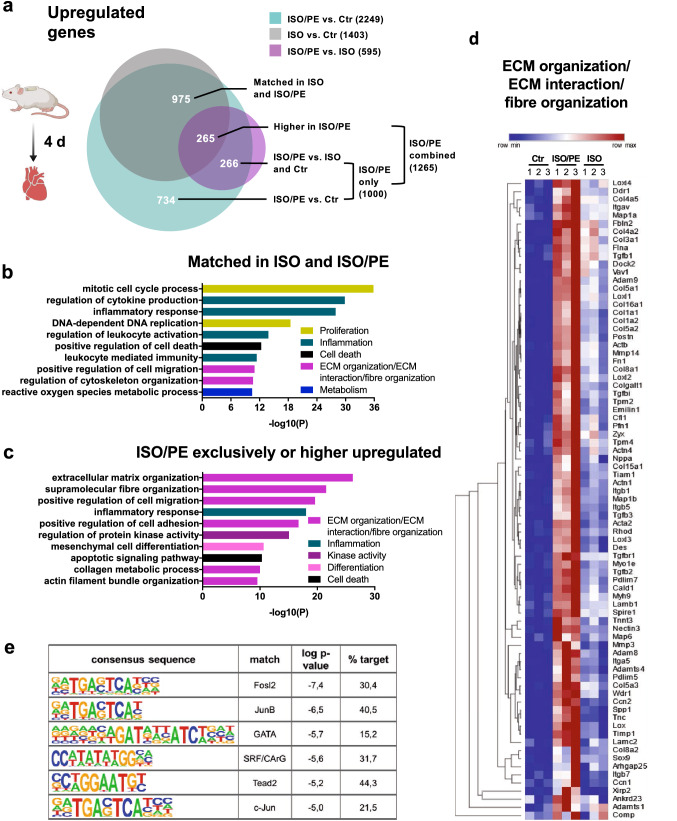
Upregulated genes (log2FC > 0.6, *q* value < 0.05) assessed by bulk RNAseq analysis of cardiac tissue from control (0 d), isoprenaline (ISO) and isoprenaline/phenylephrine (ISO/PE) treated mice 4 d after osmotic minipump implantation. **a** BioVenn diagram to visualize the overlap of the comparisons ISO/PE vs Ctr, ISO vs. Ctr and ISO/PE vs. ISO, and the composition of the two analyzed subgroups labeled “ISO and ISO/PE matched” indicating similar transcriptional upregulation in both comparisons ISO and ISO/PE vs. Ctr and “ISO/PE combined” indicating significantly higher gene expression compared to control, control and ISO, or the ISO-treated group. **b, c** GO terms identified by pathway enrichment analysis of the indicated subgroups using Metascape software. **d** Hierarchically clustered heatmap of a curated gene list taken from the indicated GO terms summarized as extracellular matrix (ECM) organization, ECM interaction and fiber formation using Morpheus software. **e** Curated list of transcription factor motifs based on the 76 genes depicted in the heatmap and analyzed with Homer software

To visualize the specific impact of additional PE stimulation, genes significantly upregulated under ISO/PE treatment either vs. control (734) or vs. both ISO and control (266), or significantly higher upregulated under ISO/PE compared to ISO stimulation (265) were combined for the analysis. 

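Itgb1, the beta subunit shared by most matrix-binding integrins, was among the 736 genes called higher only for ISO/PE vs. Ctr. It rose by 0.72 on the log2 scale (standard error 0.09, adjusted p = 8.92e-05). Its value for ISO vs. Ctr was 0.25 (standard error 0.09, adjusted p = 0.0697), and for ISO/PE vs. ISO it was 0.47 (standard error 0.09, adjusted p = 0.00886), below the fold threshold. Nppb, the gene of the natriuretic peptide BNP, was among the 230 called higher vs. both Ctr and ISO but not for ISO vs. Ctr, with 243 ± 94.5 CPM in Ctr, 186.2 ± 83.6 in ISO and 647 ± 195 in ISO/PE hearts (SD, n = 3). Col12a1, a collagen of fibril surfaces, was among the 246 called higher in all 3 comparisons and differed by 1.62 between ISO/PE and ISO (standard error 0.24, adjusted p = 0.00340).
With the 49 genes called between ISO/PE and ISO alone, 1261 genes formed the combined set. A call in one comparison and not in another is not a test of the difference. Of the 736 genes called for ISO/PE vs. Ctr only, 157 differed from ISO at an adjusted p under 0.05 in edgeR. All were higher than Ctr in ISO hearts as well (median 0.48), and 251 of them had an adjusted p under 0.05 there. That shared sign is largely fixed by leaving out genes called between ISO/PE and ISO, so it is not evidence of an effect of ISO. Of the 230 genes called vs. both Ctr and ISO, 192 were higher than Ctr in ISO hearts. Without ISO female2, 103 genes were called vs. both Ctr and ISO and 150 in all 3 comparisons, and without ISO/PE female2 141 and 141.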

Most identified GO terms were associated with the closely interconnected processes of ECM organization, cell adhesion, and fiber organization (Fig. 6c, d; Suppl Fig. 6). This group comprised genes encoding for different collagens (*Col*), ECM modulators (*Loxl1/3/4*, *Mmp14*, *Adam8/9*), the pro-fibrotic master regulator *Sox9* [55], integrins (*Itg*), structural elements (*Actb*, *Actn1/4*, *Acta2, Cfl1*, Zyx, *Flna*, *Myh9, Myo1e*) and regulators of the actin cytoskeleton (*Dock2*, *Tiam1*, *Vav1, Rhod*). In contrast to ISO alone, ISO/PE treatment also significantly induced the upregulation of genes allocated to structural remodeling of cardiac actin fibers (*Pdlim5, Wdr1, Xirp2, Ankrd23*), but not yet *Acta1* or *Myh7* (Fig. 5d). In addition, ISO/PE further promoted pro-inflammatory and pro-apoptotic genes and led to an enrichment of kinase-dependent gene transcription including ERK1/2, JNK, p38, and TGFβ associated GO terms. 

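Matrix genes and actin genes had the lowest p values for enrichment in the combined ISO/PE set. Both lists hold genes that the paper names as changed in these hearts, so their enrichment is not independent evidence. Of non-collagen matrix genes and matrix modulators, 28 of 45 were in the combined set against 3.93 expected (Fisher's exact test, 1-sided, adjusted p = 1.79e-17 over the 40 lists and 14426 genes; vs. ISO adjusted p = 0.202 with an estimated correlation in camera). Actin cytoskeleton genes followed with 26 of 40 against 3.50 (adjusted p = 3.32e-17; vs. ISO adjusted p = 0.202 with an estimated correlation in camera), then sarcomere and Z-disc stress genes with 15 of 21 against 1.84 (adjusted p = 5.37e-11; vs. ISO adjusted p = 0.202 with an estimated correlation in camera). Collagens had 13 of 20 against 1.75 (adjusted p = 5.67e-09; vs. ISO adjusted p = 0.202 with an estimated correlation in camera). Integrins had 6 of 22 in it (adjusted p = 0.0323; vs. ISO adjusted p = 0.325 with an estimated correlation in camera) and 7 in the matched set (adjusted p = 0.00509). Markers of activated fibroblasts had 10 of 11 (adjusted p = 2.55e-09), the highest odds ratio of these lists (105; vs. ISO adjusted p = 0.202 with an estimated correlation in camera), and genes of protein folding in the endoplasmic reticulum 12 of 22 (adjusted p = 3.56e-07; vs. ISO adjusted p = 0.202 with an estimated correlation in camera). Of these fibroblast markers, Postn, Cthrc1, Cilp, Comp, Thbs4 and Ltbp2 are also in the matrix list and Acta2 is in the actin list. Their enrichment is therefore largely that of the same genes.
Compared directly with ISO, 11 of 20 collagens rose (12 adjusted over the list alone; median 0.68; adjusted p = 0.202 with an estimated correlation), with Col8a1, a short-chain collagen of remodelling tissue, at 1.20 (standard error 0.18, adjusted p = 0.00364) and the fibrillar Col5a2 at 1.20 (standard error 0.18, adjusted p = 0.00387). Of the 45 other matrix genes, 23 rose (23 adjusted over the list alone; median 0.61; adjusted p = 0.202 with an estimated correlation), and 15 rose without ISO/PE female2. Of the 40 actin genes, 7 rose (9 adjusted over the list alone; median 0.48; adjusted p = 0.202 with an estimated correlation), and 13 rose with libraries scaled by total counts. The endoplasmic reticulum oxidoreductase gene Pdia4 differed by 1.07 (standard error 0.15, adjusted p = 0.00277), and P4hb, a subunit of collagen prolyl hydroxylase, by 0.70 (standard error 0.12, adjusted p = 0.00580). P4hb was not called for ISO/PE vs. ISO without ISO female2 (0.58). Of 11 markers of activated fibroblasts, 9 rose vs. ISO (9 adjusted over the list alone), and the median of 13 general fibroblast markers was -0.12.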

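Some enzymes that cross-link collagen rose under ISO/PE beyond their level under ISO. Loxl1 was at 134 ± 7.85 CPM in Ctr, 355 ± 62.3 in ISO and 554 ± 51.4 in ISO/PE hearts (SD, n = 3), and the log2 difference between ISO/PE and ISO was 0.64 (standard error 0.13, adjusted p = 0.00932). It was 1.43 for Loxl3 (standard error 0.17, adjusted p = 0.00187), 13.1% of whose exon bases lie in another gene, and 0.68 for Loxl4 (standard error 0.18, adjusted p = 0.0304). Among proteases of the cell surface, Mmp14, an activator of other matrix metalloproteinases, differed by 0.78 (standard error 0.20, adjusted p = 0.0276) and Adam8 by 1.68 (standard error 0.34, adjusted p = 0.00980). Adam9 rose vs. Ctr by 1.01, with a difference from ISO of 0.50 (standard error 0.09, adjusted p = 0.00580), below the fold threshold. Sox9, on chromosome 11 of mm10 from 112782210 to 112787757, rose by 1.17 under ISO (standard error 0.27, adjusted p = 0.00800) and by 1.81 under ISO/PE (standard error 0.26, adjusted p = 2.05e-04). Its difference between ISO/PE and ISO was 0.64 (standard error 0.24, adjusted p = 0.0974).
Many structural actin genes rose vs. Ctr. These were Actb (1.09) and Acta2 (1.39), which encode actins of non-muscle and smooth muscle cells, the cross-linkers Actn1 (1.83), Actn4 (0.61) and Flna (0.86), the filament-severing Cfl1 (1.07), the adhesion protein gene Zyx (0.87) and the myosins Myh9 (0.94) and Myo1e (0.74). Of these, Acta2 and Actn1 also passed the test between ISO/PE and ISO, at 1.01 (standard error 0.13, adjusted p = 0.00235) and 0.89 (standard error 0.13, adjusted p = 0.00340). Regulators of small GTPases rose too, with Tiam1 at 0.76, Vav1 at 2.18 and the GTPase Rhod at 1.13 vs. Ctr. Dock2, an exchange factor of leukocytes, rose by 1.46 under ISO and 2.06 under ISO/PE, and the difference of 0.60 (adjusted p = 0.0463) was just under the fold threshold.
Of 40 actin genes, 34 rose under ISO/PE (34 adjusted over the list alone; adjusted p = 2.29e-19 from camera at a preset correlation of 0.01 and adjusted p = 0.200 with an estimated correlation) and 12 under ISO (12 adjusted over the list alone). Of 22 integrins, 13 rose under ISO/PE and 1, Itgb6, fell (13 and 1 adjusted over the list alone; adjusted p = 0.210 with an estimated correlation), with Itga5, a fibronectin receptor subunit, at 1.23 and Itgb5 at 0.94. Itgax (2.96) and Itgb2 (2.32), subunits of leukocytes, rose with the macrophage and monocyte markers, whose mean log2 fold change was 1.74. Calls vs. ISO ended for Loxl1 (0.51) and Mmp14 (0.55) without ISO female2, for Loxl4 without ISO male1 and male2 (0.69 and 0.56) and ISO/PE male1 (0.68), and for Loxl1 (0.56), Loxl4 (0.66) and Mmp14 (0.63) without ISO/PE female2. Sox9 was called for ISO/PE vs. ISO without ISO/PE male2 (0.86, adjusted p = 0.0227) and in DESeq2 (0.64, adjusted p = 0.0485). Actn4 was not called for ISO/PE vs. Ctr without Ctr female2 (0.54), ISO male1 (0.60) or ISO/PE female2 (0.58) or with a term for sex (0.60). Dock2 was called vs. ISO without ISO male1 (0.79) and without ISO/PE male2 (0.72), and, close to the fold threshold, with DESeq2 size factors (0.61), total counts (0.66), both other filters on low counts (0.60 and 0.61) and limma-voom (0.63). Scaled to cardiomyocyte markers it was called at 0.88.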

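Many genes of the Z-disc and of the stressed sarcomere rose under ISO/PE. Xirp2, an actin-binding protein of the intercalated disc, was at 541 ± 17.9 CPM in Ctr, 489.6 ± 41.9 in ISO and 938 ± 238 in ISO/PE hearts (SD, n = 3), 0.79 higher than Ctr on the log2 scale (standard error 0.15, adjusted p = 0.00142) and 0.94 higher than ISO (standard error 0.15, adjusted p = 0.00471). The Z-disc scaffold gene Pdlim5 rose by 0.90 vs. Ctr (standard error 0.15, adjusted p = 5.41e-04), and Wdr1, a cofactor of actin disassembly, by 0.76 (standard error 0.10, adjusted p = 8.57e-05). Their differences from ISO were 0.43 (adjusted p = 0.0734) and 0.46 (adjusted p = 0.0116, below the fold threshold). Ankrd23, a titin-associated repeat protein gene that shares 88.8% of its exon bases with another gene, rose by 0.60 vs. Ctr (standard error 0.21, adjusted p = 0.0316). Under ISO, the values of these 4 genes were -0.14, 0.46, 0.30 and 0.03.
Acta1, the skeletal muscle actin expressed in the fetal heart, rose by 1.53 under ISO/PE (standard error 0.45, adjusted p = 0.0158) and was 0.82 under ISO (standard error 0.44, adjusted p = 0.205). Acta1 was not called for ISO/PE vs. Ctr without Ctr female1 (1.20, adjusted p = 0.0511) or ISO/PE male1 (0.91, adjusted p = 0.0828) or in DESeq2 (1.54, adjusted p = 0.0527). Myh7, the beta myosin heavy chain, was at 421 ± 160.1 CPM in Ctr, 111 ± 21.8 in ISO and 911 ± 909 in ISO/PE hearts. Its log2 fold change was 1.11 vs. Ctr (standard error 0.65, adjusted p = 0.177) and 3.04 vs. ISO (standard error 0.69, adjusted p = 0.0165). Myh7 was not called for ISO/PE vs. ISO without ISO female2 (3.00, adjusted p = 0.0629), ISO male1 (3.22, adjusted p = 0.0509) or ISO/PE female2 (1.90, adjusted p = 0.0621). Myh7 was called for ISO/PE vs. Ctr without ISO/PE male1 (1.63, adjusted p = 0.00581).
Of 21 such stress genes, 14 rose under ISO/PE (14 adjusted over the list alone; adjusted p = 1.83e-04 from camera at a preset correlation of 0.01 and adjusted p = 0.274 with an estimated correlation). Under ISO, 2 rose, Fhl1 and Nppa (61.5% of its exon bases lie in another gene), and 1 fell, Synpo2l (2 and 2 adjusted over the list alone). Vs. ISO, 10 were higher under ISO/PE (10 adjusted over the list alone; 6 without ISO female2), among them Ankrd2, a mechanosensing repeat protein gene, at 2.58 (standard error 0.38, adjusted p = 0.00340) and the LIM protein gene Pdlim7 at 0.69 (standard error 0.09, adjusted p = 0.00249). Xirp2 was not called for ISO/PE vs. Ctr without ISO/PE male2 (0.58). Ankrd23 was not called for ISO/PE vs. Ctr without Ctr female2 (0.47), Ctr male1 (0.55), ISO male1 (0.59), ISO/PE male1 (0.58) or ISO/PE male2 (0.49) or with a term for sex (0.47) or with the longest transcript (0.60).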

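Some genes of inflammation, of the p53 response and of MAPK signalling rose further when phenylephrine was added. Among inflammatory genes, Spp1, the cytokine and matrix protein osteopontin (18.8% of its exon bases lie in another gene), was at 65.6 ± 51.7 CPM in ISO and 429.7 ± 107 in ISO/PE hearts (SD, n = 3), a log2 difference of 2.72 (standard error 0.61, adjusted p = 0.0156). The receptor gene Tnfrsf12a differed by 1.16 (standard error 0.20, adjusted p = 0.00530), the prostaglandin synthase gene Ptgs2 by 1.46 (standard error 0.36, adjusted p = 0.0219) and the cytokine feedback gene Socs3 by 0.89 (standard error 0.19, adjusted p = 0.0137). Of 33 inflammatory genes, 11 rose vs. ISO (15 adjusted over the list alone; adjusted p = 2.45e-07 from camera at a preset correlation of 0.01 and adjusted p = 0.242 with an estimated correlation), and 3 did so without ISO female2. Of 20 macrophage and monocyte markers, 3 rose vs. ISO, Ccr2, Trem2 and Mpeg1, and 1, the resident macrophage gene Timd4, fell (5 and 1 adjusted over the list alone). Without ISO female2, 1 of these markers rose.
Of 24 genes of apoptosis and p53, 15 rose and 2 fell under ISO/PE vs. Ctr (as many adjusted over the list alone; adjusted p = 0.210 with an estimated correlation), and under ISO 7 rose (7 adjusted over the list alone). Of this list, 2 rose vs. ISO, the cell cycle inhibitor gene Cdkn1a (0.82; 10.0% of its exon bases lie in another gene) and the stress gene Gadd45b (0.98), and 1 fell, Gadd45a (-0.85; 19.5% in another gene). Adjusted over the list alone, 4 rose and 1 fell, and without ISO female2 1 and 2.
Of 30 genes of MAPK feedback and AP-1, 10 rose vs. ISO (10 adjusted over the list alone; adjusted p = 1.16e-07 from camera at a preset correlation of 0.01 and adjusted p = 0.202 with an estimated correlation). The immediate early genes Egr2 and Egr3 differed by 1.64 (standard error 0.29, adjusted p = 0.00592) and 1.04 (standard error 0.22, adjusted p = 0.0125), Myc by 1.11 (standard error 0.16, adjusted p = 0.00340), the growth factor gene Hbegf by 1.07 (standard error 0.14, adjusted p = 0.00235) and the AP-1 subunit gene Junb by 0.63 (standard error 0.13, adjusted p = 0.00975). In the combined ISO/PE set, inflammatory genes had an adjusted p of 1.35e-06 for enrichment (Fisher's exact test), MAPK genes of 1.11e-04, genes of apoptosis of 4.51e-04 and TGF-beta genes of 1.03e-05. As sets vs. ISO, these lists had adjusted p = 0.242, 0.202, 0.242 and 0.202 in that order, with an estimated correlation in camera. Calls vs. ISO ended for Spp1 (2.56), Cdkn1a (0.87) and Gadd45a (-0.77) without ISO/PE female2, for Socs3 (0.72) and Cdkn1a (0.60) without ISO female2, for Cdkn1a without ISO/PE male2 (0.61) and for Ptgs2 without ISO male1 (1.31).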

Consistently, increased MAPK and RhoGTPase activity under ISO/PE challenge was also reflected by the enriched motifs of transcription factors fos, c-jun, GATA, Tead2, and SRF (Fig. 6e).

### ISO/PE promotes the downregulation of genes associated with oxidative energy generation, contractility, and cardiac action potential

ISO/PE treatment had also a more pronounced effect on transcriptional downregulation, exceeding ISO affected genes by threefold (1330 vs. 421, respectively, Fig. 7a). 

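The desaturase gene Scd4 had one of the largest decreases under both treatments, at 35.4 ± 13.7 CPM in Ctr, 3.63 ± 2.05 in ISO and 2.19 ± 0.596 in ISO/PE hearts (SD, n = 3). Under ISO/PE it fell by 4.02 on the log2 scale (standard error 0.40, adjusted p = 1.80e-05). Ucp3, a mitochondrial uncoupling protein, fell by 3.61 under ISO/PE (standard error 0.47, adjusted p = 9.26e-05) and by 1.76 under ISO (standard error 0.41, adjusted p = 0.00963). The lipid hydrolase gene Ces1d fell by 3.29 under ISO/PE (standard error 0.66, adjusted p = 0.00180), and Timp4, an inhibitor of metalloproteinases expressed in the heart, fell by 2.38 under ISO (standard error 0.34, adjusted p = 5.27e-04). Vs. ISO, the myosin light chain kinase gene Mylk4 differed under ISO/PE by -1.80 (standard error 0.29, adjusted p = 0.00448) and the potassium channel subunit gene Kcnv2 by -1.71 (standard error 0.34, adjusted p = 0.00912).
In all, 1463 genes were lower in ISO/PE than in Ctr hearts, 431 in ISO than in Ctr and 405 in ISO/PE than in ISO (edgeR). The genes lower vs. Ctr in both groups numbered 376. Of these, 320 were not called between ISO/PE and ISO (190 without ISO male2). Of the 830 genes called lower for ISO/PE vs. Ctr only, 258 differed from ISO at an adjusted p under 0.05 and 828 were also lower than Ctr in ISO hearts. The shared sign of these 828 is again largely fixed by leaving out genes called between ISO/PE and ISO.
The count for ISO/PE vs. ISO was 201 without ISO female2 and 221 without ISO/PE female2. With libraries scaled to cardiomyocyte markers the 3 counts were 348, 166 and 166, and without the fold threshold 3269, 1385 and 1003.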

A major part of genes negatively regulated under both ISO and ISO/PE perfusion encoded components of fatty acid metabolism (Fig. 7b), comprising transporters (*Cd36, Slc27a, Cpt1a*) as well as enzymes involved in mitochondrial fatty acid degradation (*Acadl, Acadm, Eci1, Hadha, Hadhb, Ech1, Mlycd*). 

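Many genes that bring fatty acids into the cell and oxidize them fell under both treatments. Ech1, an isomerase for unsaturated fatty acids, lies on chromosome 7 of mm10 from 28825338 to 28832239 and was at 2123 ± 194 CPM in Ctr, 782 ± 126 in ISO and 586 ± 92.3 in ISO/PE hearts (SD, n = 3). It fell by 1.44 on the log2 scale under ISO (standard error 0.15, adjusted p = 1.02e-04) and by 1.86 under ISO/PE (standard error 0.15, adjusted p = 6.26e-06). The medium-chain and long-chain acyl-CoA dehydrogenase genes Acadm and Acadl fell by 1.11 (standard error 0.16, adjusted p = 6.13e-04) and 0.66 (standard error 0.13, adjusted p = 0.00379) under ISO. Both subunits of the mitochondrial trifunctional protein fell as well, Hadha by 1.07 (standard error 0.15, adjusted p = 5.33e-04) and Hadhb by 1.13 (standard error 0.15, adjusted p = 4.27e-04). Eci1, another isomerase of the pathway, fell by 0.92 (standard error 0.15, adjusted p = 0.00130), and Mlycd, which removes the inhibitor malonyl-CoA, by 0.97 (standard error 0.12, adjusted p = 3.02e-04).
Of the transporters, the fatty acid translocase gene Cd36 fell by 0.66 under ISO (standard error 0.13, adjusted p = 0.00432) and Slc27a1 by 0.99 (standard error 0.13, adjusted p = 3.85e-04), whereas Slc27a4 was at 0.21 (standard error 0.08, adjusted p = 0.0689). Cpt1a, the liver isoform of the carnitine palmitoyltransferase of the outer membrane, was at -0.34 under ISO (standard error 0.18, adjusted p = 0.185) and -0.43 under ISO/PE (standard error 0.18, adjusted p = 0.0630), and was called in ISO/PE without ISO/PE male1 (-0.70, adjusted p = 0.00130).
Of 35 genes of fatty acid uptake and oxidation, 26 fell under ISO (26 adjusted over the list alone; median -0.74; adjusted p = 4.19e-22 from camera at a preset correlation of 0.01 and adjusted p = 0.236 with an estimated correlation) and 33 under ISO/PE (33 adjusted over the list alone). In the set lower than Ctr under both treatments and not called between them were 21, against 0.776 expected (Fisher's exact test, 1-sided, adjusted p = 6.71e-25). Some of the 35 genes are ones the paper names as lower in these hearts, so this enrichment is not independent evidence. Vs. ISO, 7 fell under ISO/PE (8 adjusted over the list alone), and 2 without ISO female2. The median of 15 cardiomyocyte markers under ISO was -0.29, and with libraries scaled to these markers 14 of the 35 genes fell under ISO. Acadl was not called for ISO vs. Ctr without ISO male2 (-0.54) or scaled to cardiomyocyte markers (-0.40). Cd36 was not called for ISO vs. Ctr scaled to cardiomyocyte markers (-0.41).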

The switch from fatty acids as an energy substrate to glucose metabolism is a typical feature of pathological hypertrophy and described for heart failure patients [19] as well as numerous cardiac disease models including chronic ISO exposure [24].

**Fig. 7:**
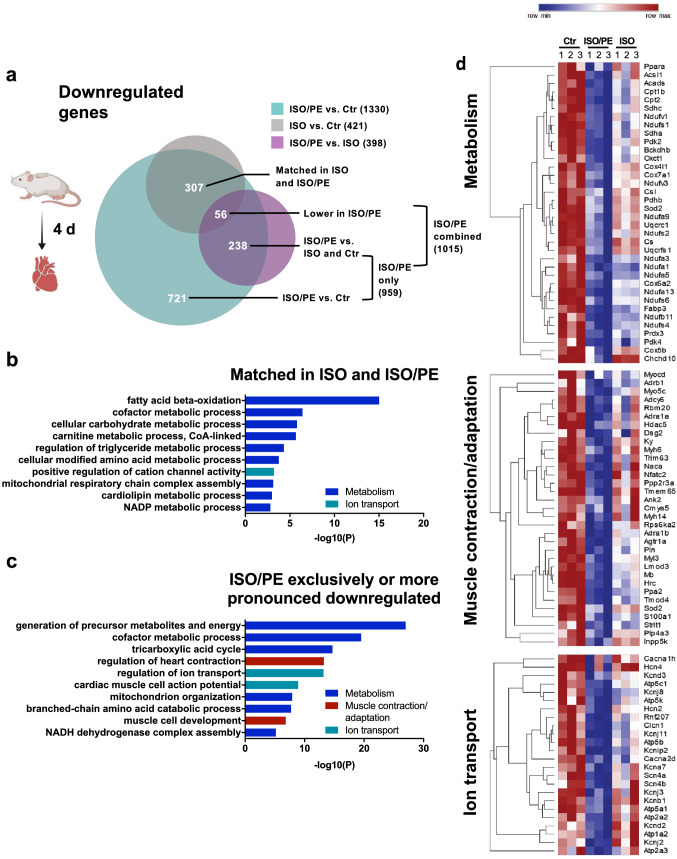
Downregulated genes (log2FC < − 0.6, *q* value < 0.05) assessed by bulk RNAseq analysis of cardiac tissue from control (0 d), isoprenaline (ISO) and isoprenaline/phenylephrine (ISO/PE) treated mice 4 d after osmotic minipump implantation. **a** BioVenn diagram to visualize the overlap of the comparisons ISO/PE vs Ctr, ISO vs. Ctr and ISO/PE vs. ISO, and the composition of the two analyzed subgroups labeled “ISO and ISO/PE matched” indicating similar transcriptional downregulation in both comparisons ISO and ISO/PE vs. Ctr and “ISO/PE combined” indicating significantly lower gene expression compared to control, control and ISO, or the ISO-treated group. **b, c** GO terms identified by pathway enrichment analysis of the indicated subgroups using Metascape software. **d** Hierarchical clustered heatmap of a curated gene list taken from the indicated GO terms summarized as metabolism, muscle contraction and adaptation, and ion transport using Morpheus software

The genes affected by additional PE treatment could be clustered into three groups: metabolism, muscle contraction and adaptation, and ion transport (Fig. 7c, d; Suppl. Fig. 7). ISO/PE perfusion led to more pronounced transcriptional alterations in metabolism by downregulating genes coding for enzymes involved in branched amino acid catabolism (*Bckdhb*), oxidative energy generation i.e. enzymes of the tricarboxylic acid cycle (*Pdh, Cs, Csl*), and mitochondrial respiratory chain (*Sdh, Nudf, Cox, Uqcrc1*), and hence to a profile rather associated with progressive HF than compensation [19, 33]. Likewise, genes involved in contraction and muscle development were stronger affected under ISO/PE treatment than under ISO alone (Fig. 7d, middle). 

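Many genes of branched-chain amino acid breakdown, of the tricarboxylic acid (TCA) cycle and of the respiratory chain fell under ISO/PE. Bckdhb, a subunit of the branched-chain ketoacid dehydrogenase, was at 77.6 ± 3.72 CPM in Ctr, 58.1 ± 4.61 in ISO and 42.8 ± 3.78 in ISO/PE hearts (SD, n = 3). It fell by 0.86 on the log2 scale (standard error 0.09, adjusted p = 2.49e-05). Pdha1 (21.2% of its exon bases lie in another gene) and Pdhb, subunits of pyruvate dehydrogenase, fell by 0.63 (standard error 0.11, adjusted p = 7.13e-04) and 0.75 (standard error 0.13, adjusted p = 5.95e-04). The citrate synthase gene Cs fell by 0.70 (standard error 0.11, adjusted p = 4.80e-04) and Csl, a citrate synthase-like gene, by 0.80 (standard error 0.15, adjusted p = 0.00129). Of the succinate dehydrogenase subunits, Sdha, Sdhb and Sdhc fell by 0.91, 0.66 and 0.83, and Sdhd was at -0.45 (standard error 0.12, adjusted p = 0.00960), short of the fold threshold. Uqcrc1, a core subunit of complex III, fell by 0.83 (standard error 0.13, adjusted p = 3.85e-04), and the muscle forms of cytochrome c oxidase subunits Cox6a2 (10.3% in another gene) and Cox8b by 1.09 (standard error 0.13, adjusted p = 4.43e-05) and 1.14 (standard error 0.13, adjusted p = 4.88e-05). Uqcrc1 lies on chromosome 9 of mm10 from 108936648 to 108949641.
Of 62 respiratory chain genes, 30 fell under ISO/PE (30 adjusted over the list alone; median -0.60; adjusted p = 6.65e-18 from camera at a preset correlation of 0.01 and adjusted p = 0.249 with an estimated correlation). Under ISO, 2 fell, Ndufa1 and Ndufb4 (as many adjusted over the list alone; median -0.29). Of 25 TCA cycle genes, 19 fell under ISO/PE (19 adjusted over the list alone; adjusted p = 0.249 with an estimated correlation) and 2 under ISO, Idh2 and Suclg2 (2 adjusted over the list alone). Of 17 genes of branched-chain amino acid catabolism, 15 fell under ISO/PE (15 adjusted over the list alone; adjusted p = 0.200 with an estimated correlation) and 3 under ISO, Bckdha, Dbt and Ivd (3 adjusted over the list alone). Tested directly between ISO/PE and ISO, 2 respiratory chain genes fell, Cox7a1 and Cox8b, 1 of the branched-chain genes, Ivd, and 0 of the TCA cycle genes in edgeR (2, 1 and 0 adjusted over the list alone), with medians of -0.36, -0.41 and -0.37.
In the combined set of genes lower under ISO/PE were 29 of 62 respiratory chain genes (Fisher's exact test, 1-sided, adjusted p = 8.26e-14), 17 of 25 TCA cycle genes (adjusted p = 4.78e-12) and 13 of 17 branched-chain genes (adjusted p = 1.72e-10). Cardiomyocyte markers moved in the same direction, with 4 of 15 lower under ISO/PE, among them Myl2, Tnni3 and Tnnt2 (4 adjusted over the list alone), and a median of -0.45. With libraries scaled to them, 1 respiratory chain gene, 1 TCA cycle gene and 2 branched-chain genes passed the test, with Cox6a2 at -0.59, Pdha1 at -0.12 and Sdhd at 0.05. Without ISO/PE female2, Pdha1 (-0.56), Cs (-0.59) and Sdhb (-0.57) did not reach the fold threshold. With 1 library left out at a time, 21 to 43 respiratory chain genes fell.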

Apart from structural components (*Myh6, Trim63, Myl3, Lmod3, Tmod4*), this group contained genes involved in transcription and RNA processing (*Myocd, Nfatc2, Cmya5, Rbm20*), conduction (*Dsg2, Ank2*), and Ca^2+^-handling (*Pln, Hrc, S100a1, Strit1*). 

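Some genes of the contractile apparatus and of calcium handling fell under ISO/PE. Myh6, the alpha myosin heavy chain of the adult mouse heart, lies on chromosome 14 of mm10 from 54941921 to 54968017 and was at 14910.1 ± 1436 CPM in Ctr, 11767 ± 2324 in ISO and 5472 ± 2193 in ISO/PE hearts (SD, n = 3). It differed from ISO by -1.10 on the log2 scale (standard error 0.27, adjusted p = 0.0214). Hrc, a calcium-binding protein of the sarcoplasmic reticulum, fell by 0.84 under ISO (standard error 0.17, adjusted p = 0.00441) and by 1.80 under ISO/PE (standard error 0.18, adjusted p = 1.58e-05). Myl3, the ventricular essential light chain, fell by 1.19 under ISO/PE (standard error 0.15, adjusted p = 7.11e-05), and the thin filament genes Tmod4 and Lmod3 by 1.75 (standard error 0.19, adjusted p = 2.80e-05) and 0.94 (standard error 0.10, adjusted p = 2.35e-05). The ubiquitin ligase gene Trim63 fell by 0.93 (standard error 0.11, adjusted p = 5.27e-05).
Among regulators, the coactivator gene Myocd fell by 0.75, the splicing factor gene Rbm20 by 0.95 and Cmya5, 20.7% of whose exon bases lie in another gene, by 0.77. Nfatc2, a transcription factor activated by calcineurin, was at -0.59 (standard error 0.13, adjusted p = 0.00312), just short of the fold threshold. Nfatc2 was called for ISO/PE vs. Ctr without Ctr female1 (-0.65, adjusted p = 0.00552), Ctr male1 (-0.63, adjusted p = 0.00640), ISO male1 (-0.60, adjusted p = 0.00227) and ISO/PE female2 (-0.66, adjusted p = 0.00557). The desmosomal cadherin gene Dsg2 fell by 0.75 and the membrane adaptor gene Ank2 by 0.68. Pln, the inhibitor of the calcium pump (59.6% of its exon bases lie in another gene), fell by 0.89, S100a1 by 0.64, and Strit1, an activator peptide of the pump, by 1.62 under ISO/PE and 0.84 under ISO (standard error 0.28, adjusted p = 0.0454). Strit1 differed by -0.79 between ISO/PE and ISO (standard error 0.29, adjusted p = 0.0926).
The 15 genes were taken from the paper's text on these hearts, so their counts are not independent evidence of direction. Of them, 14 fell under ISO/PE (14 adjusted over the list alone; adjusted p = 7.31e-10 from camera at a preset correlation of 0.01 and adjusted p = 0.200 with an estimated correlation), 3 under ISO, Tmod4, Hrc and Strit1 (3 adjusted over the list alone), and 5 between ISO/PE and ISO, Myh6, Myl3, Tmod4, Cmya5 and Hrc (6 adjusted over the list alone). Without ISO female2, 2 fell between ISO/PE and ISO, and with libraries scaled to cardiomyocyte markers 5 fell under ISO/PE vs. Ctr. Under that scaling Lmod3, Trim63, Myocd, Rbm20, Cmya5, Dsg2, Ank2, Pln and S100a1 did not pass the test, with values of -0.43 (Lmod3) to -0.13 (S100a1). Myh6 was not called for ISO/PE vs. ISO without ISO female2 (-0.99, adjusted p = 0.0801) or ISO male1 (-1.05, adjusted p = 0.0712) or with only 2 groups in the fit (-1.11, adjusted p = 0.0564). Hrc was not called for ISO vs. Ctr scaled to cardiomyocyte markers (-0.59). Without ISO/PE female2, Ank2 (-0.54) and S100a1 (-0.55) fell short of the fold threshold. Strit1 was not called for ISO vs. Ctr without Ctr female1 (-0.83, adjusted p = 0.101), Ctr male1 (-0.64, adjusted p = 0.160), ISO female2 (-0.79, adjusted p = 0.0947), ISO male2 (-0.68, adjusted p = 0.156) or ISO/PE male1 (-0.84, adjusted p = 0.0563) or with total counts (-0.78, adjusted p = 0.0543) or scaled to cardiomyocyte markers (-0.60). Strit1 was called for ISO/PE vs. ISO without ISO/PE male2 (-1.05, adjusted p = 0.0460) and with a term for sex (-0.82, adjusted p = 0.0478).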

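Some genes of sodium, potassium and calcium currents were lower in ISO/PE than in ISO hearts. Scn4b, the beta4 subunit of sodium channels, lies on chromosome 9 of mm10 from 45138624 to 45154155 and was at 66.3 ± 19.5 CPM in Ctr, 54.7 ± 22.2 in ISO and 11.2 ± 7.25 in ISO/PE hearts (SD, n = 3). It differed from ISO by -2.31 on the log2 scale (standard error 0.43, adjusted p = 0.00724), and the skeletal muscle sodium channel gene Scn4a by -1.68 (standard error 0.26, adjusted p = 0.00394). The inward rectifier gene Kcnj2 differed by -0.71 (standard error 0.11, adjusted p = 0.00394). Atp2a2, the calcium pump of the sarcoplasmic reticulum, was at 11989 ± 1953 CPM in ISO and 7112 ± 827 in ISO/PE hearts, a difference of -0.75 (standard error 0.17, adjusted p = 0.0158), and its paralog Atp2a3 differed by -0.67 (standard error 0.16, adjusted p = 0.0174). Hcn2, a pacemaker channel, differed by -0.93 (standard error 0.15, adjusted p = 0.00435), Kcnd3, a pore subunit of the transient outward current, by -0.69 (standard error 0.20, adjusted p = 0.0382), and Kcnip2, its accessory subunit, by -0.89 (standard error 0.15, adjusted p = 0.00475). Rnf207, a regulator of a repolarizing potassium channel, differed by -0.95.
Others passed the test only against Ctr. Hcn4, the main pacemaker channel, fell by 0.74 (standard error 0.19, adjusted p = 0.00780) and was -0.59 vs. ISO (adjusted p = 0.0557). The T-type calcium channel gene Cacna1h fell by 0.72 (standard error 0.19, adjusted p = 0.00978) and was -0.44 vs. ISO. Cacna2d1, an accessory calcium channel subunit, fell by 0.67 (standard error 0.10, adjusted p = 3.16e-04) and was -0.23 vs. ISO.
Of 42 cardiac ion channel and pump genes, 18 were lower in ISO/PE than in ISO (18 lower and 1 higher adjusted over the list alone; adjusted p = 1.06e-11 from camera at a preset correlation of 0.01 and adjusted p = 0.202 with an estimated correlation). Against Ctr, 22 fell and 2, Kcnq1 among them, rose under ISO/PE (as many adjusted over the list alone), and 4 fell under ISO, Clcn1, Kcna4, Kcnip2 and Kcnv2, and 1 rose (as many adjusted over the list alone). In the combined lower set were 22 of 42, against 3.60 expected (Fisher's exact test, 1-sided, adjusted p = 4.78e-12). Some of the 42 genes are ones the paper names as lower in these hearts, so this enrichment is not independent evidence. Without ISO female2, 11 were lower than ISO and 7 lower under ISO than Ctr. The 15 cardiomyocyte markers had a median of -0.27 between ISO/PE and ISO, and with libraries scaled to them 9 of the channel genes were lower and 3 higher. Under that scaling the differences from ISO of Kcnj2 (-0.44), Atp2a2 (-0.50), Atp2a3 (-0.42) and Kcnd3 (-0.41) and the changes vs. Ctr of Hcn4 (-0.22), Cacna1h (-0.20) and Cacna2d1 (-0.16) did not pass. Atp2a2 was not called for ISO/PE vs. ISO without ISO female2 (-0.68, adjusted p = 0.0676) or ISO male1 (-0.68, adjusted p = 0.0667). Atp2a3 was not called for ISO/PE vs. ISO without ISO female2 (-0.54) or ISO/PE female2 (-0.67, adjusted p = 0.0616). Kcnd3 was not called for ISO/PE vs. ISO without Ctr male1 (-0.69, adjusted p = 0.0523), ISO female2 (-0.70, adjusted p = 0.0951), ISO male1 (-0.58), ISO/PE female2 (-0.70, adjusted p = 0.100) or ISO/PE male1 (-0.49) or with only 2 groups in the fit (-0.69, adjusted p = 0.0680) or with a term for sex (-0.69, adjusted p = 0.0501). Without ISO/PE male1, Hcn4 (-0.60) and Cacna1h (-0.54) did not pass vs. Ctr, and without ISO/PE male2 both were lower than ISO (-0.92 and -0.73). Cacna2d1 was not called for ISO/PE vs. Ctr without ISO/PE female2 (-0.59) or with total counts (-0.56).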

Finally, the group summarized as “ion channels” covers genes involved in cardiac action potential (*Scn4a/b, Cacnc2d, Atp1a2, Kcnj2*) and Ca^2+^-reuptake (*Atp2a2, Atp2a3*), pacemaker activity (*Cacn1h, Hcn4, Kcnd3, Hcn2*), and channel-associated proteins (*Kcnip, Rnf207*). 

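Some subunits of the mitochondrial ATP synthase fell under ISO/PE vs. Ctr. Atp5b, the catalytic beta subunit, lies on chromosome 10 of mm10 from 128083307 to 128090388 and was at 6107 ± 277 CPM in Ctr, 4803 ± 451 in ISO and 3768 ± 253 in ISO/PE hearts (SD, n = 3). It fell by 0.70 on the log2 scale (standard error 0.12, adjusted p = 6.10e-04). Atp5a1, the alpha subunit, fell by 0.81 (standard error 0.14, adjusted p = 5.94e-04), Atp5c1, the gamma subunit of the stalk, by 0.72 (standard error 0.10, adjusted p = 1.18e-04), and Atp5k, a membrane subunit, by 0.66 (standard error 0.10, adjusted p = 3.17e-04). Under ISO the values of these 4 genes were -0.35, -0.28, -0.32 and -0.33.
Of 13 ATP synthase genes, 7 fell under ISO/PE (7 adjusted over the list alone; adjusted p = 5.69e-06 from camera at a preset correlation of 0.01 and adjusted p = 0.249 with an estimated correlation). In edgeR none passed under ISO or between ISO/PE and ISO, where the medians were -0.32 and -0.34. With libraries scaled by total counts 2 fell under ISO/PE, and scaled to cardiomyocyte markers none. Scaled by total counts, Atp5b (-0.58) and Atp5k (-0.55) did not reach the fold threshold.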

Another subset within this group comprised mitochondrial ATPases, which act as proton pumps (*Atp5c1, Atp5k, Atp5b, Atp5a1*). Thus, compared to exclusive ISO stimulation, ISO/PE treatment more effectively recapitulated on a transcriptional level stress-induced metabolic alterations observed in failing hearts and consequent responses that are assumed to follow energy deprivation such as the activation of the fetal gene program [62].

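Averaged over its members, the respiratory chain list lay at -0.30 to -0.27 in the 3 ISO hearts and -0.83 to -0.50 in the 3 ISO/PE hearts, as log2 difference from the mean of the Ctr hearts. Fatty acid genes lay at -1.09 to -0.59 and -1.51 to -1.14, and cardiac ion channels and pumps at -0.38 to -0.10 and -0.83 to -0.62. Genes of the matrix were at 1.38 to 2.05 and 2.58 to 2.79, and genes of the actin cytoskeleton at 0.36 to 0.71 and 0.96 to 1.11, so that in each of these 5 lists no ISO heart overlapped an ISO/PE heart. Cardiomyocyte markers stood apart in the same way, at -0.31 to -0.20 in ISO and -0.67 to -0.37 in ISO/PE hearts. Cell cycle genes overlapped, at 2.25 to 2.52 and 2.24 to 2.90. Of genes of the fetal program, the natriuretic peptide gene Nppa, 61.5% of whose exon bases lie in another gene, rose by 0.94 under ISO (standard error 0.28, adjusted p = 0.0307) and 1.97 under ISO/PE (standard error 0.29, adjusted p = 2.30e-04), and Nppb differed by 1.80 between ISO/PE and ISO (standard error 0.35, adjusted p = 0.00870). Nppa was not called for ISO vs. Ctr without Ctr female1 (0.84, adjusted p = 0.107), Ctr female2 (0.97, adjusted p = 0.0791), Ctr male1 (1.01, adjusted p = 0.0590), ISO male1 (0.90, adjusted p = 0.0830) or ISO male2 (0.60) or in DESeq2 (0.94, adjusted p = 0.0625) or with a term for sex (0.83, adjusted p = 0.0783).
Glycolysis genes moved both ways. Of 21, 5 rose under ISO/PE, Slc2a1, Pfkp, Pgam1, Eno1 and Ldha, and 5 fell, Slc2a4, Hk2, Pfkm, Pfkfb1 and Ldhb (as many adjusted over the list alone), with a median of 0.07 and a mean of -0.02. The muscle form of phosphofructokinase, Pfkm, fell by 0.95 (standard error 0.11, adjusted p = 3.70e-05), and the platelet form Pfkp (17.4% of its exon bases lie in another gene) rose by 0.81 (standard error 0.12, adjusted p = 2.17e-04). With libraries scaled to cardiomyocyte markers, 9 rose and 1 fell, and Pfkm was at -0.43.
From such differences between the treatments, the paper concludes that at the level of transcripts ISO/PE reflects the metabolic changes of failing hearts, and the responses assumed to follow energy deprivation such as the fetal gene program, more effectively than ISO alone.

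**Figure D2:**
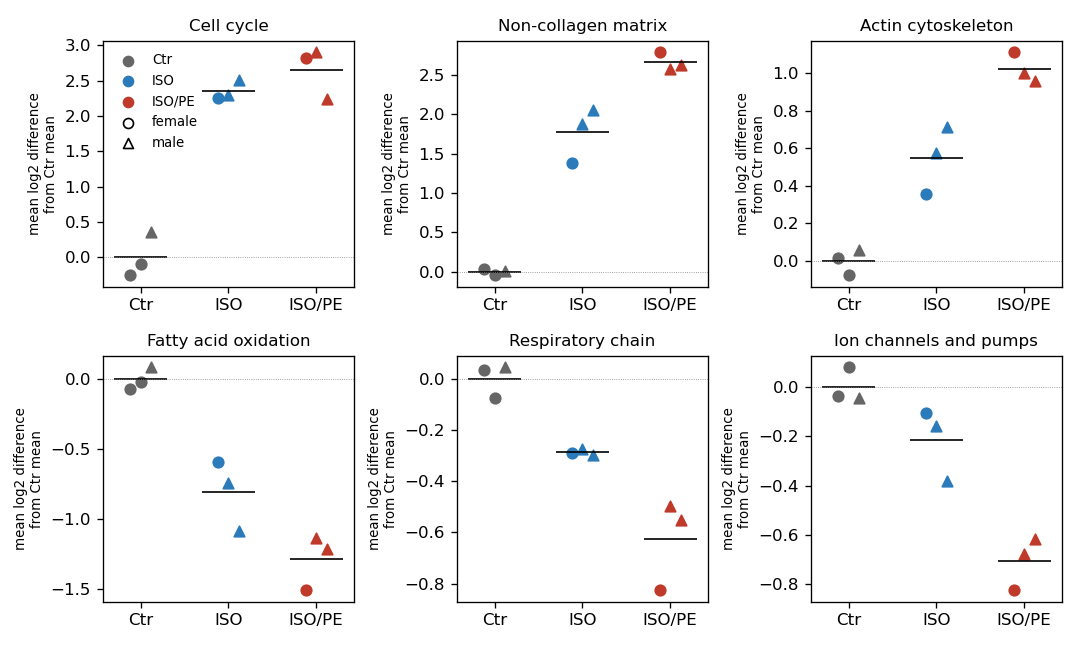
Mean log2 difference from the Ctr hearts over the members of 6 gene lists, 1 point per heart and a line at each group mean, by group. In the respiratory chain panel the ISO hearts sit at -0.30 to -0.27 and the ISO/PE hearts at -0.83 to -0.50, and in the cell cycle panel the 2 groups overlap.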

### Higher overlap between ISO/PE transcriptome and transcriptional alterations after TAC

To put the transcriptional characteristics of the ISO/PE and ISO models into perspective, we compared both adrenergic stress models to a mouse model of cardiac remodeling induced by transversal aortic constriction (TAC). This surgical model has similar neurohumoral features such as high SNS and RAAS activity, but with an additional mechanical stress due to pressure overload which was not observed under either ISO or ISO/PE conditions. To this end we used a published bulk transcriptome analysis derived from cardiomyocyte enriched fractions of sham and TAC-operated mice, 3 and 7 d post-surgery [49], and fused the genes that were regulated at the two time points to a single data set.

In terms of gene upregulation, ISO/PE and ISO treatment showed an overlap of 33% (222/681) and 14% (103/681) with TAC-operated mice, respectively (Fig. 8a). The GO terms included actin organization/ muscle formation, and ECM organization/ ECM interaction. Of note, 40% of the overlap between ISO/PE, ISO, and TAC (98 genes) contained the subset of genes that was significantly higher upregulated in response to ISO/PE compared to ISO treatment alone such as different collagens, *Postn*, *Spp1*, and *Ccn2*. However, despite allocated to the same pathways, not all genes enriched upon ISO/PE or ISO perfusion were also upregulated under TAC including different integrins, laminins, collagens, and genes involved in actin polymerization and branching. Conversely, TAC surgery induced a set of genes that was either not, or not yet (*Acta1, Myh7*) affect by 4 d of ISO/PE perfusion. Similarly, both TAC and ISO/PE-induced genes involved in protein folding but without a relevant overlap (Fig. 8a).

**Fig. 8:**
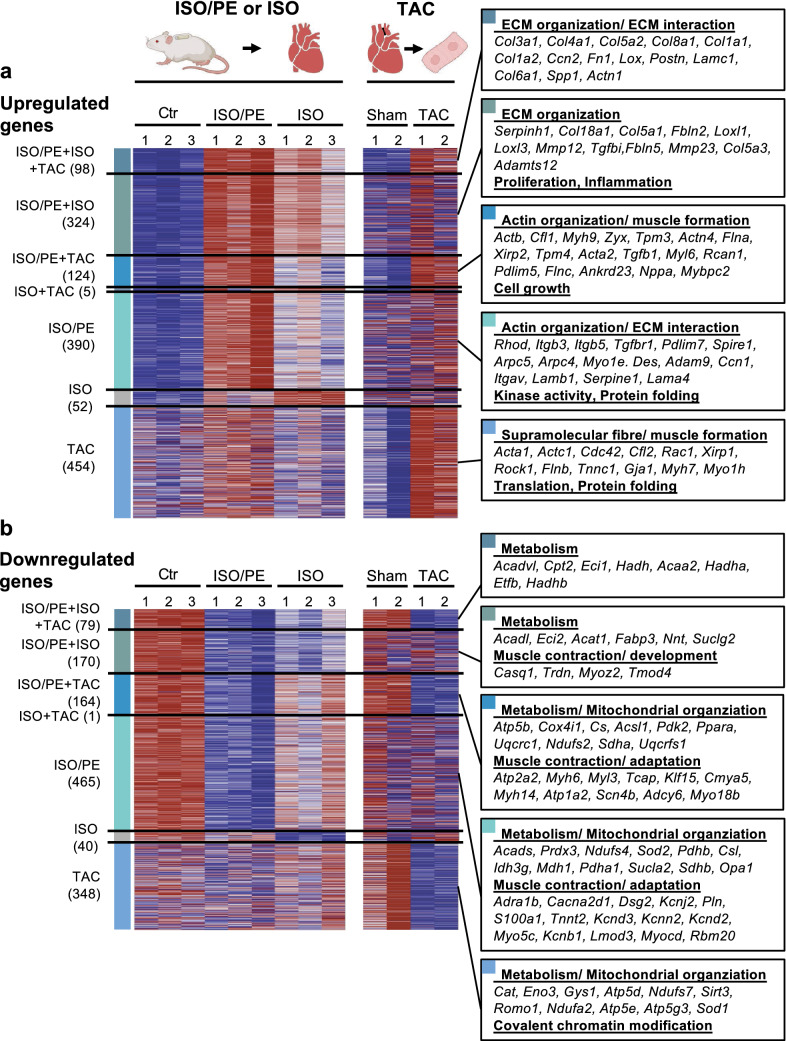
Comparison of isoprenaline (ISO) and isoprenaline/phenylephrine (ISO/PE)-induced transcriptome changes with RNAseq data from mice during the first week after transverse aortic contriction (TAC) including **a** upregulated (log2FC > 0.6; *q* value < 0.05 or *p* value < 0.05 for TAC), and **b** downregulated (log2FC < − 0.6, *q* value < 0.05 *p* value < 0.05 for TAC) genes assessed by bulk RNAseq analysis of cardiac tissue from ISO or ISO/PE-treated mice 4 d after osmotic minipump implantation, and cardiomyocyte enriched fractions taken from mice after 3 and 7 d of transaortic constriction (TAC). GO terms and representative genes were identified by pathway enrichment analysis using Metascape software

The transcriptome similarities between ISO/PE and TAC were also more pronounced regarding downregulated genes with an overlap of 41% (243/592) (Fig. 8b). In contrast, the ISO and TAC overlap remained at 13% (79/592), among those, 25% belonged to the subset of genes involved in fatty acid beta oxidation that were stronger affected under ISO/PE than under ISO treatment. The main overlapping GO terms included metabolism/ mitochondrial organization, and muscle contraction. ISO/PE and TAC shared similar GO terms regarding downregulation of genes involved in oxidative energy generation and muscle fiber remodeling, but, as demonstrated for the upregulated genes, they also showed a distinct pattern in enrichment composition. However, some of the genes that were regulated under ISO/PE but not under TAC (at the studied time points) are known factors of maladaptive cardiac remodeling such as the transcription factor myocardin (*Myocd*) [76], the Ca^2+^-binding protein S100a1 [53], and the RNA splicing factor RBM20 [22].

### Higher overlap between ISO/PE transcriptome and transcriptional alterations in human hypertrophic cardiomyopathy

Finally, we compared both the ISO/PE and ISO model to a bulk transcriptome analysis of whole heart tissue from patients with hypertrophic cardiomyopathy (HCM) which was recently published by Ren et al. [54]. Regarding upregulated genes, ISO/PE treatment showed a total overlap of 38% comprising GO terms associated with ECM organization and ECM interaction, inflammation, and actin fiber/muscle formation (Fig. 9a). Interestingly, in contrast to the comparison to TAC surgery, ISO alone already covered about 60% of these overlapping genes. Among those, 33% belonged to the subset of genes that were higher upregulated under ISO/PE including different collagens and other ECM components (*Postn, Tnc, Fn1, Spp1*), the transcription factor *Sox9*, and ECM modulators (*Lox1/2/4, Mmp14, Adam12, Timp1, Cthrc1, Tgfb3*). 

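In the mouse hearts, some matrix genes were higher under ISO/PE than under ISO. Postn, the periostin of activated fibroblasts, lies on chromosome 3 of mm10 from 54359267 to 54391041 and was at 72.9 ± 3.77 CPM in Ctr, 1528 ± 650.4 in ISO and 3559.7 ± 559 in ISO/PE hearts (SD, n = 3), a log2 difference between ISO/PE and ISO of 1.22 (standard error 0.27, adjusted p = 0.0138). It was 0.97 for the fibronectin gene Fn1 (standard error 0.22, adjusted p = 0.0170) and 2.77 for Tnc, which encodes the matricellular protein tenascin C. Lox, the founding collagen cross-linking enzyme, differed by 2.04 (standard error 0.40, adjusted p = 0.00873) and its relative Loxl2 by 0.93 (standard error 0.18, adjusted p = 0.00803). The protease gene Adam12 differed by 1.86 (standard error 0.31, adjusted p = 0.00539), the protease inhibitor gene Timp1 by 2.05 (standard error 0.36, adjusted p = 0.00607), Cthrc1 by 1.92 (standard error 0.36, adjusted p = 0.00754) and the cytokine gene Tgfb3 by 0.97 (standard error 0.15, adjusted p = 0.00411). Without ISO/PE female2, Postn (1.09, adjusted p = 0.0532) and Fn1 (0.81, adjusted p = 0.0661) did not pass the test. In ISO female2, non-collagen matrix genes reached a median of 54.1% of the rise in the ISO males (95% bootstrap interval 41.5 to 70.2 over 35 members). The data of the patients were not analysed here.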

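Of actin-binding genes, Fscn1, which bundles filaments, rose by 0.72 on the log2 scale under ISO/PE vs. Ctr (standard error 0.16, adjusted p = 0.00400), and Vill, a villin-like gene, by 1.84 (standard error 0.40, adjusted p = 0.00276). The genes of the monomer-binding proteins profilin and thymosin beta-4, Pfn1 and Tmsb4x, rose by 0.67 (standard error 0.11, adjusted p = 5.16e-04) and 0.66 (standard error 0.20, adjusted p = 0.0197). The tropomyosin gene Tpm3 rose by 0.69 (standard error 0.12, adjusted p = 8.08e-04), Cald1, a regulator of actomyosin in non-sarcomeric cells, by 0.98 (standard error 0.10, adjusted p = 1.85e-05) and the myosin light chain gene Myl6 by 0.76 (standard error 0.13, adjusted p = 7.07e-04). Of these, Myl6 also passed the test between ISO/PE and ISO, at 0.63 (adjusted p = 0.0112). The formin gene Fmn1 rose by 1.27 under ISO (standard error 0.33, adjusted p = 0.0151) and 1.99 under ISO/PE (standard error 0.31, adjusted p = 3.50e-04), with a difference of 0.72 (adjusted p = 0.0959). Fmn1 was not called for ISO vs. Ctr without Ctr male1 (1.17, adjusted p = 0.0531) or ISO male2 (0.92, adjusted p = 0.0628). Fmn1 was called for ISO/PE vs. ISO without ISO male2 (1.07, adjusted p = 0.0229). The transforming growth factor genes Tgfb1 and Tgfb2 rose by 0.78 (standard error 0.09, adjusted p = 6.37e-05) and 1.27 (standard error 0.10, adjusted p = 4.46e-06). Tmsb4x was not called for ISO/PE vs. Ctr without Ctr female2 (0.45) or ISO/PE female2 (0.59). Myl6 was not called for ISO/PE vs. ISO without ISO female2 (0.55) or ISO/PE female2 (0.55) or with the longest transcript (0.57). These are values of the mouse hearts, and the data of the patients were not analysed here.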

The other 40% of the overlap derived from an ISO/PE-induced upregulation of pro-fibrotic and inflammatory genes such as cytokines (*Tgfb1/2*), and the impact on genes associated with actin bundle organization (*Fscn1, Vill*), actin polymerization (*Fmn1, Pfn1, Tmsbx4*), actin stability (*Tpm3*), and non-sarcomere actin contraction (*Cald1, Myl6*).

**Fig. 9:**
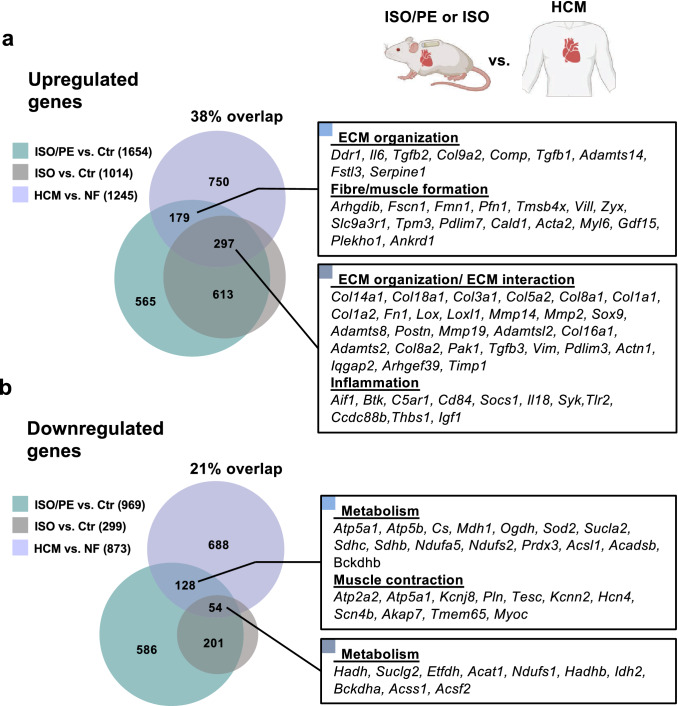
Comparison of isoprenaline (ISO) and isoprenaline/phenylephrine (ISO/PE)-induced transcriptome changes with RNAseq data from patients with hypertrophic cardiomyopathy (HCM) including **a** upregulated (log2FC > 0.6, *q* value < 0.05), and **b** downregulated (log2FC < − 0.6; *q* value < 0.05) genes assessed by bulk RNAseq analysis of cardiac tissue from ISO or ISO/PE-treated mice 4 d after osmotic minipump implantation, and 7 patients diagnosed with hypertrophic cardiomyopathy (HCM). GO terms were identified by pathway enrichment analysis using Metascape software

In contrast, the overlap of downregulated genes was lower between the ISO/PE model and HCM patients (21%, Fig. 9b). This could be at least in part attributed to the fact that the patients did not show any relevant alterations in genes involved in fatty acid beta oxidation, which was a major component regarding metabolic adaptation of all experimental models including TAC. 

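In the mouse hearts, Ndufs5, an accessory subunit of complex I, was at -0.28 on the log2 scale under ISO/PE vs. Ctr (standard error 0.11, adjusted p = 0.0472), short of the fold threshold. The TCA cycle genes Sucla2 and Ogdh, subunits of succinyl-CoA synthetase and of the oxoglutarate dehydrogenase, fell by 0.82 (standard error 0.13, adjusted p = 3.37e-04) and 0.83 (standard error 0.13, adjusted p = 3.16e-04). The alanine aminotransferase gene Gpt was at 40.8 ± 2.92 CPM in Ctr, 46.1 ± 3.11 in ISO and 21.9 ± 7.29 in ISO/PE hearts (SD, n = 3), a difference from ISO of -1.08 (standard error 0.19, adjusted p = 0.00647). The calcium pump gene Atp2a2 fell by 0.94 vs. Ctr (standard error 0.17, adjusted p = 9.15e-04). Pln was at 10785 ± 403 CPM in Ctr and 5814 ± 608 in ISO/PE hearts, though 59.6% of its exon bases lie in another gene. With libraries scaled to cardiomyocyte markers, Sucla2 (-0.32), Ogdh (-0.32) and Atp2a2 (-0.43) did not pass the test. The data of the patients were not analysed here.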

Consistently, 70% of the overlap contained ISO/PE regulated genes which were mainly involved in other metabolic pathways such as cellular respiration (*Ndufs2/5, Sucla2, Atp5a*), TCA cycle processes (*Sdhb/c, Ogdh, Gpt*), and cardiac contraction (*Atp2a2, Pln*).

In summary, 4 d of ISO/PE challenge more profoundly reflected key transcriptome features of human HCM including pro-fibrotic modulations, inflammation, and metabolism.

## Discussion

In this explorative study, we compared combined α_1_/β-adrenergic (ISO/PE) with exclusive β-AR (ISO) stimulation to investigate the additional effect of α_1_-AR activation on early cardiac functional, structural and transcriptional adjustments to chronic catecholamine stress. Despite the presence of vasoconstrictor PE, both ISO and ISO/PE stimulation equally caused hemodynamic changes such as an increase in heart rate and a RAAS-mediated increase in blood pressure. During β_1_-AR desensitization, ISO/PE but not ISO-treated animals partially re-established acute adrenergic responsiveness due to an increased contribution of α_1_-AR-mediated inotropy. ISO/PE-induced less concentric growth of cardiomyocytes which was accompanied by increased collagen deposition and more pronounced activation of genes related to ECM and actin fiber composition. Additional PE treatment further caused more profound alterations in transcriptional patterns comprising genes involved in metabolism and cardiac ion homeostasis. Consistently, transcriptome changes under ISO/PE challenge showed a higher overlap with an experimental model of pressure overload-induced cardiac remodeling and human hypertrophic cardiomyopathy than exclusive ISO stimulation, indicating a more effective recapitulation of the complex neurohumoral activation preceding the development of heart failure.

### Impact of RAAS activity and hemodynamics

Besides chronic elevation of catecholamines, increase in Ang II levels due to RAAS hyperactivity is another major driver of cardiac remodeling. RAAS activation is triggered when blood pressure/volume is insufficient to maintain organ perfusion, and by renal β-AR activity. Consistently, genes involved in AngII/TGFβ-induced remodeling processes were found to be upregulated under both chronic ISO and ISO/PE challenge, with higher impact of ISO/PE especially on pro-fibrotic gene expression. 

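Some genes of TGF-beta signalling were higher in ISO/PE hearts. Ccn2, the connective tissue growth factor, lies on chromosome 10 of mm10 from 24595442 to 24598683 (22.9% of its exon bases lie in another gene) and was at 89.1 ± 15.5 CPM in Ctr, 189.4 ± 27.4 in ISO and 649.9 ± 101 in ISO/PE hearts (SD, n = 3). It rose by 1.09 under ISO (standard error 0.15, adjusted p = 5.44e-04) and by 2.87 under ISO/PE (standard error 0.16, adjusted p = 1.12e-06). The activin subunit gene Inhba rose by 2.39 under ISO (standard error 0.22, adjusted p = 5.31e-05) and differed by 0.50 between the treatments (standard error 0.18, adjusted p = 0.0902).
Of 20 TGF-beta ligands and targets, 8 rose under ISO (8 adjusted over the list alone; adjusted p = 2.59e-10 from camera at a preset correlation of 0.01 and adjusted p = 0.0694 with an estimated correlation) and 13 under ISO/PE (13 adjusted over the list alone; adjusted p = 0.0713 with an estimated correlation). Vs. ISO, 7 rose under ISO/PE and 1, Ltbp4, fell (as many adjusted over the list alone; adjusted p = 0.202 with an estimated correlation in camera). Of 12 genes of the renin-angiotensin-aldosterone and endothelin systems, 3 rose under ISO, Agt, Ace and Hsd11b2, and 1, Edn3, fell (as many adjusted over the list alone). Under ISO/PE, 2 rose, Ace and Hsd11b2, and 3 fell, Agtr1a, Mas1 and Nr3c2 (as many adjusted over the list alone; median 0.01, mean -0.02; adjusted p = 0.670 with an estimated correlation). Ace, the angiotensin-converting enzyme, rose by 0.90 under ISO (standard error 0.24, adjusted p = 0.0161) and 0.76 under ISO/PE (standard error 0.23, adjusted p = 0.0204). Agtr1a, the angiotensin II type 1 receptor, fell by 1.22 under ISO/PE (standard error 0.10, adjusted p = 4.86e-06) and differed from ISO by -0.73 (standard error 0.10, adjusted p = 0.00235). Ace was not called for ISO vs. Ctr without Ctr female1 (0.75, adjusted p = 0.0663), Ctr female2 (0.72, adjusted p = 0.0722), ISO male1 (0.83, adjusted p = 0.0563) or ISO male2 (0.83, adjusted p = 0.0577) or in DESeq2 (0.90, adjusted p = 0.0593). Agtr1a was not called for ISO/PE vs. ISO scaled to cardiomyocyte markers (-0.46). Of 13 general fibroblast markers, 6 rose under ISO and 1, Gsn, fell (6 and 1 adjusted over the list alone).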

Despite the vasoconstrictive effects of PE, differences in BP regulation under ISO/PE stimulation compared with ISO alone were not observed and both models displayed an AT_1_R-dependent hemodynamic compensation of β-AR-mediated vasodilatation, suggesting similar systemic RAAS activation. In total, these findings argue against additional relevant PE-induced hemodynamic differences in the presence of ISO. Another potent trigger of fibroblast activation and hypertrophic growth is mechanotransduction [39]. Although α_1A_-AR-mediated contractility may add to mechanical strain of the heart [6], it remained part of a maximal stress response, whereas basal cardiac contractility in vivo was similarly elevated under both chronic ISO and ISO/PE perfusion. With hypertension basically absent and fibrosis not yet developed, the mechanical strain in the early stage of the ISO/PE model therefore seemed to mainly derive from ISO-induced increases in heart rate and contraction force and at that point is assumed to be similar in both adrenergic models. Thus, we conclude that neither transcriptional modulations nor the limited concentric growth observed under ISO/PE conditions was based on differences in systemic RAAS activity, hemodynamic alterations, or mechanical strain. This finding is therefore in line with the use of PE as an additional, and independent stressor during chronic Ang II perfusion [9].

### AR expression levels and inotropic responsiveness of α_1_-AR

Our data demonstrate that ISO/PE but not ISO challenged mouse hearts gained the capacity of acute adrenergic responsiveness through α_1_-AR-mediated positive inotropy, thus reflecting the described increase in contribution of α_1_-ARs to cardiac pump function during β_1_-AR desensitization and in human HF patients [16, 29, 58]. Pro-inotropic effects occurred despite the downregulation of α_1A/B_-AR mRNA levels, indicating a sufficient α_1A/B_-AR receptor reserve in mice. Interestingly, reduction in α_1_-AR mRNA expression was either similarly (α_1A/B_-AR) or exclusively (α_1D_-AR) affected by ISO alone, substantiating the concept that unlike β_1/3_-ARs, α_1_-AR expression levels might be independent of chronic agonist exposure [35]. Of note, while meanBP was similar in both models, lower expression of cardiac α_1D_-AR mRNA under ISO conditions may suggest that coronary blood flow could be differently affected [68], although the functional consequences of this reduction are yet to be further investigated.

α_1_-AR-mediated contraction is associated with both modulation in Ca^2+^-sensitivity and Ca^2+^-transients [16]. Over the last decades numerous targets were identified such as the Na^+^/H^+^-exchanger [60], myosin light chain kinase [1, 8, 21, 72, 79], the L-type Ca^2+^ channel [50], and TRPC6 [43]. 

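Mylk, the smooth muscle and non-muscle myosin light chain kinase, was at 64.3 ± 0.535 CPM in Ctr, 64.2 ± 3.32 in ISO and 63.7 ± 2.78 in ISO/PE hearts (SD, n = 3). Its log2 fold change was -0.01 for ISO/PE vs. Ctr (standard error 0.07, adjusted p = 0.895) and -0.01 for ISO/PE vs. ISO (standard error 0.07, adjusted p = 0.936). Rock1, a kinase that acts on non-muscle myosin, was at 0.03 under ISO (standard error 0.10, adjusted p = 0.872) and 0.13 under ISO/PE (standard error 0.10, adjusted p = 0.324). Among genes of the sarcomere, the LIM protein gene Fhl1 rose by 1.23 under ISO (standard error 0.16, adjusted p = 3.05e-04) and 1.85 under ISO/PE (standard error 0.16, adjusted p = 8.05e-06), and the difference of 0.61 passed the test (adjusted p = 0.0243).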

While at the early stage of cardiac adaptation none of these specified components were (yet) directly affected on a transcriptional level (i.e., *Mylk, Slc9a1*, *Rock1*), ISO/PE perfusion, either exclusively or more pronounced, induced a multitude of transcriptional alterations regarding genes involved in sarcomere structure and function, thereby most likely facilitating the positive inotropic response to α_1_-AR stimulation. Although the underlying mechanisms of α_1_-AR-mediated contractility and their proposed protective effects require further investigation in this model, chronic ISO/PE challenge seems to be a useful setting to capture the reported increase in α_1_-AR-mediated left ventricular inotropy during β_1_-AR (and possibly β_3_-AR) desensitization in mice.

### Transcriptional and morphological stress adaptations

Both ISO and ISO/PE perfusion led to an array of transcriptional changes including genes involved in processes such as ECM remodeling and interaction, inflammation, proliferation, apoptosis, reactive oxygen stress responses, metabolism, contractility, and conduction; all relevant features of deteriorating cardiac function [2, 7, 19, 45, 69]. The most prominent impact of additional PE stimulation centered on ECM organization, muscle or cytoskeletal fiber formation, oxidative phosphorylation, and conduction. While α_1_-AR-dependent activation of adaptational responses such as the re-expression of fetal genes e.g., involved in sarcomere structure and function (*Acta1*, *Myh7*, *Xirp2*, *Pdlim5*) is a long-standing concept, α_1_-ARs have been reported to mediate a much more global impact on cardiac stress responses including non-cardiomyocytes. This is especially interesting because apart from smooth muscle cells, α_1_-ARs were mostly reported absent in other non-cardiomyocyte cell populations [35]. However, cardiomyocyte-specific α_1A_-AR overexpression was shown to drive progressive fibrosis and reactivation of genes encoding matricellular proteins in the absence of pharmacological or surgical interventions [6], and angiogenesis after myocardial infarction [80], indicating a potential role for α_1_-AR signaling in cell–cell communication and organ homeostasis. If the early increase in fibroblast response in this study will also manifest in a more severe cardiac fibrosis under long-term ISO/PE challenge or lack relevant fibrotic cardiac remodeling as often reported from the ISO model [15, 17, 74] has yet to be investigated. Under both ISO and ISO/PE treatment, activation of fibroblast associated genes (*Tgfb1, Postn, Col1a1*) was no longer observed at 7 d of exposure, and thus might rather reflect the previously reported timely correlation between gene programs involved in fibroblast activity and hypertrophic growth than the onset of fibrosis [11, 54, 63]. Another notable feature of the ISO/PE model is the impact on genes involved in metabolic processes. In diseased and failing hearts metabolism is shifted to more glucose utilization for efficient energy production, while mitochondrial oxidation and electron transport chain activity are compromised [33]. Whereas reduction in fatty acid utilization is associated with chronic ISO exposure, ISO/PE stimulation had a more prominent impact on genes involved in oxidative phosphorylation and mitochondrial organization, and thus showed a higher overlap in transcriptional patterns with both experimental TAC and human HCM. To date, there is little known about α_1_-AR-mediated regulation of cardiac metabolism. In murine hearts, α_1_-AR activation is associated with increased glucose uptake, which may facilitate the switch in substrate utilization during cardiac stress conditions [57]. Together with the more pronounced impact on genes involved in cardiac contraction, combined α_1_/β-stimulation seems at least in this early stage to evoke compensatory responses to sustained adrenergic stress more efficiently, which may therefore explain the earlier termination of concentric hypertrophic growth in the ISO/PE model. Chronic α_1_-AR stimulation thus is an essential component of the adaptive as well as maladaptive processes associated with the development of heart failure (Fig. 10).

**Fig. 10:**
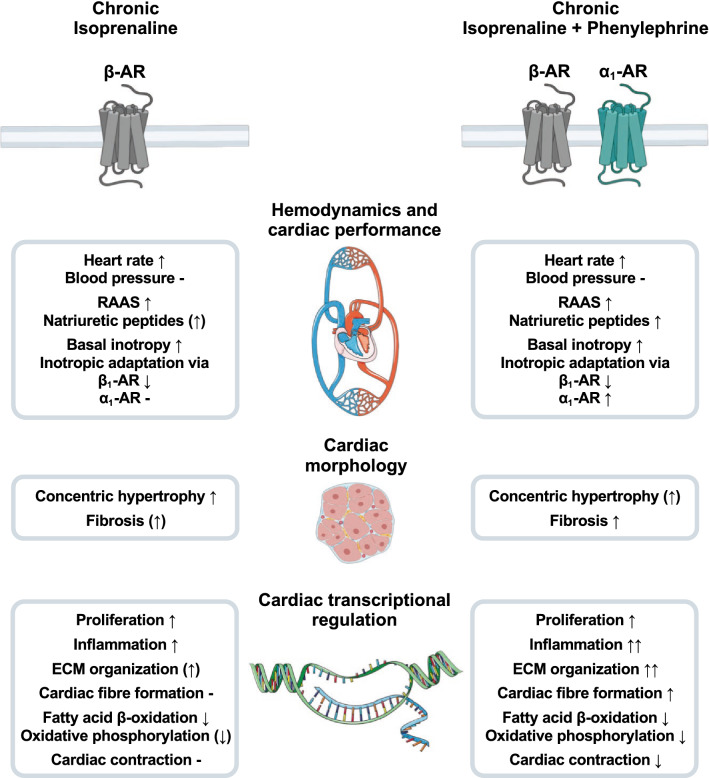
Schematic overview of the comparison between exclusive isoprenaline and combined isoprenaline + phenylephrine stimulation during the first 7 d of chronic perfusion. *RAAS* renin–angiotensin–aldosterone system, *AR* adrenoceptor, *ECM* extracellular matrix

### Limitations of the ISO/PE model and technical limitations

Pharmacological models such as ISO/PE can only partially reflect endogenous sympathetic activation. They lack the effects of released co-transmitters such as neuropeptide Y [64] and in case of ISO/PE, the impact on the coronary microvasculature where α_2_-ARs predominate [25, 26]. In addition, differences between species regarding the distribution, densitiy and function of adrenergic receptors may have to be considered [4, 35]. Lastly, the α_1_-AR agonist PE also shows affinity to β_2_-AR, but with fourtyfold higher EC_50_ values than ISO [52]. Since both substances were given in equal doses, we think it is highly unlikely that the β_2_-AR affinity of PE has a relevant impact in this model but cannot completely rule out that some effects are related to higher β_2_-AR and not α_1_-AR activity.

A major concern of bulk RNAseq data sets from whole cardiac tissue is that the downregulation of cardiomyocyte-specific genes might be overrepresented and at least partially derive from a shift towards non-cardiomyocyte gene expression. However, there is a high overlap between the respective GO terms enriched in the ISO/PE data set and the TAC data set which contained only mRNA from isolated cardiomyocytes and therefore a minimized dilution by non-cardiomyocytes. In addition, multiple cardiomyocyte marker genes such as *Ryr2* and *Ttn* were unchanged in the ISO and ISO/PE group vs. control, indicating no substantial change in the proportion of cardiomyocyte vs. non-cardiomyocyte gene expression in the heart at the time point used for RNAseq analysis. 

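Ryr2, the calcium release channel of the sarcoplasmic reticulum, was at 1036 ± 53.7 CPM in Ctr, 1392 ± 288 in ISO and 948 ± 190.2 in ISO/PE hearts (SD, n = 3). Its log2 fold change was -0.13 for ISO/PE vs. Ctr (standard error 0.17, adjusted p = 0.558) and 0.43 for ISO vs. Ctr (standard error 0.17, adjusted p = 0.0882). Ttn, the giant spring protein titin, was at -0.45 (standard error 0.17, adjusted p = 0.0509) and -0.12 (standard error 0.17, adjusted p = 0.652). Other markers of cardiomyocytes spread widely. The cardiac actin gene Actc1 was at -0.01 for ISO/PE vs. Ctr and the alpha-actinin gene Actn2 at 0.08, while Myl2, the ventricular regulatory light chain, fell by 1.41 (standard error 0.12, adjusted p = 8.70e-06) and the cardiac troponin I gene Tnni3 by 1.17 (standard error 0.14, adjusted p = 5.97e-05).
Ryr2 was called for ISO vs. Ctr scaled to cardiomyocyte markers (0.68, adjusted p = 0.00256). Over 15 markers, the 95% bootstrap interval of the median for ISO/PE vs. Ctr was -0.64 to -0.13. Of them, 4 were called lower (4 adjusted over the list alone). Tpm1 (-0.43), Mybpc3 (-0.54), Tnnc1 (-0.50) and Myom1 (-0.53) were also lower at an adjusted p under 0.05 in edgeR, short of the fold threshold. As a set, the markers were lower with adjusted p = 2.81e-04 from camera at a preset correlation of 0.01. The adjusted p was 0.342 with an estimated correlation in camera and 0.00201 in fry. In the Ctr hearts Actc1 held 21.0%, Myl2 16.8% and Tnni3 10.3% of the counts of these markers. Of 14 endothelial markers, 2 fell under ISO/PE (as many adjusted over the list alone; median -0.36, interval -0.50 to -0.27; adjusted p = 0.461 with an estimated correlation). Macrophage and monocyte markers had a median of 1.91 (interval 1.31 to 2.60).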

For higher transparency, we exemplarily visualized the normalized reads of cardiomyocyte and fibroblast marker genes, and regulated genes from the major pathways in Suppl. Figs. 6 and 7.

Finally, since this study focused on early events of chronic catecholamine challenge, the manifestation of ISO/PE-induced heart failure and associated transcriptional alterations remains yet to be investigated.

## Conclusion

Neurohumoral interventions are easy to apply with a low inter-individual variability in functional and molecular responses but may lack some characteristics expected from a cardiac disease model. α_1_/β-adrenergic activation via chronic ISO/PE perfusion delivers critical characteristic features of pathological hypertrophy and adaptational stress responses that are absent or less pronounced under exclusive β-AR stimulation, without differentially interfering with the essential impact of RAAS activity on cardiac remodeling processes. Despite the absence of pressure overload, the ISO/PE model therefore seems in many regards a more suitable intervention to analyze the pleiotropy of molecular and structural changes associated with chronic sympathetic overdrive that are preceding the development heart failure.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

# Supplementary material for: Chronic isoprenaline/phenylephrine vs. exclusive isoprenaline stimulation in mice: critical contribution of alpha1-adrenoceptors to early cardiac stress responses
**Source:** Basic Res Cardiol. 2022 Mar 14;117(1):15. doi: 10.1007/s00395-022-00920-z
**Supplement:** Supplementary file 1 — Supplementary file1

Suppl. Table 1

Parameter basal	NaCl	ISO	ISO/PE	ISO vs. NaCl p-value	ISO/PE vs. NaCl p-value	ISO/PE vs. ISO p-value
HR (bpm)	355±67	532±51	552±46	<0,0001	<0,0001	0,7989
FS (%)	32±6	50±6	48±3	<0,0001	<0,0001	0,8384
SV (µl)	47±4	50±9	38±6	0,7027	0,0658	**0,0164**
EF (%)	61±8	81±6	80±3	<0,0001	<0,0001	0,9603
CO (ml/min)	17±4	26±4	21±3	**0,0002**	0,0835	**0,0500**
LVDd (mm)	4.2±0.3	3.8±0.3	3.4±0.2	**0,0387**	**0,0004**	0,0953
LVVd (µl)	79±14	62±12	48±8	**0,0309**	**0,0004**	0,1226
LV mass (mg)	87±18	131±35	95±5	**0,0374**	0,5590	0,0862
LVAWd (mm)	0.73±0.10	1.24±0.21	1.05±0.10	<0,0001	**0,0023**	0,0839
LVPWd (mm)	0.67±0.13	0.90±0.19	0.88±0.10	**0,0235**	**0,0471**	0,9756

Parameter DOBU	NaCl	ISO	ISO/PE	ISO vs. NaCl p-value	ISO/PE vs. NaCl p-value	ISO/PE vs. ISO p-value
HR (bpm)	473±51	533±40	543±37	**0,0391**	**0,0144**	0,8917
FS (%)	59±9	49±7	58±6	0,0597	0,9733	0,1233
SV (µl)	46±5	52±9	37±7	0,2028	0,0941	**0,0034**
EF (%)	75±5	80±7	84±3	0,2127	**0,0137**	0,3369
CO (ml/min)	19±5	28±4	20±4	**0,0059**	0,9218	**0,0222**
LVDd (mm)	3.8±0.2	3.9±0.4	3.3±0.3	0,8684	**0,0077**	**0,0034**
LVVd (µl)	64±7	66±14	45±10	0,8884	**0,0084**	**0,0041**

Suppl. Table 1 Echocardiographic parameters assessed in control (NaCl), isoprenaline (ISO, 30 mg/kg*d) or isoprenaline/phenylephrine (ISO/PE, 30 mg/kg*d each) groups after 6 d of chronic perfusion. Mean ± SD of n = NaCl: 4 males/4 females, ISO: 4 males/3 females; ISO/PE: 3 males/3 females) are shown. P-values were determined by ordinary 1-way ANOVA followed by Tukey`s multiple comparison test or Brown-Forsythe and Welch ANOVA Dunnett T3 Multiple Comparison (for LV mass comparison).

Suppl. Table 2

Parameter	NaCl	ISO	ISO/PE	ISO vs.<br>NaCl<br>p-value	ISO/PE vs.<br>NaCl<br>p-value	ISO/PE vs.<br>ISO<br>p-value
BW 0d (g)	22.2±2.9	23.3±2.7	22.3±2.7	0,7559	0,9942	0,8137
BW 7d (g)	22.3±2.6	24.5±2.4	20.7±2.0	0,3632	0,5809	0,0596
HW 7d (mg)	108.9±13.3	152.0±25.5	133.4±12.4	**0,0013**	0,0788	0,2282
Tibia length 7d (mm)	17.0±0.5	16.8±0.6	17.4±0.3	0,7840	0,4085	0,1693

Suppl. Table 2 Biometric data assessed in control (NaCl), isoprenaline (ISO, 30 mg/kg*d) or ISO/phenylephrine (ISO/PE, 30 mg/kg*d each) groups either before (0 d) or after 7 d of chronic perfusion. Mean ± SD of n = NaCl: 4 males/4 females, ISO: 4 males/3 females; ISO/PE: 3 males/3 females) are shown. P-values were determined by 1-way ANOVA followed by Tukey`s multiple comparison test.

Suppl. Fig. 1

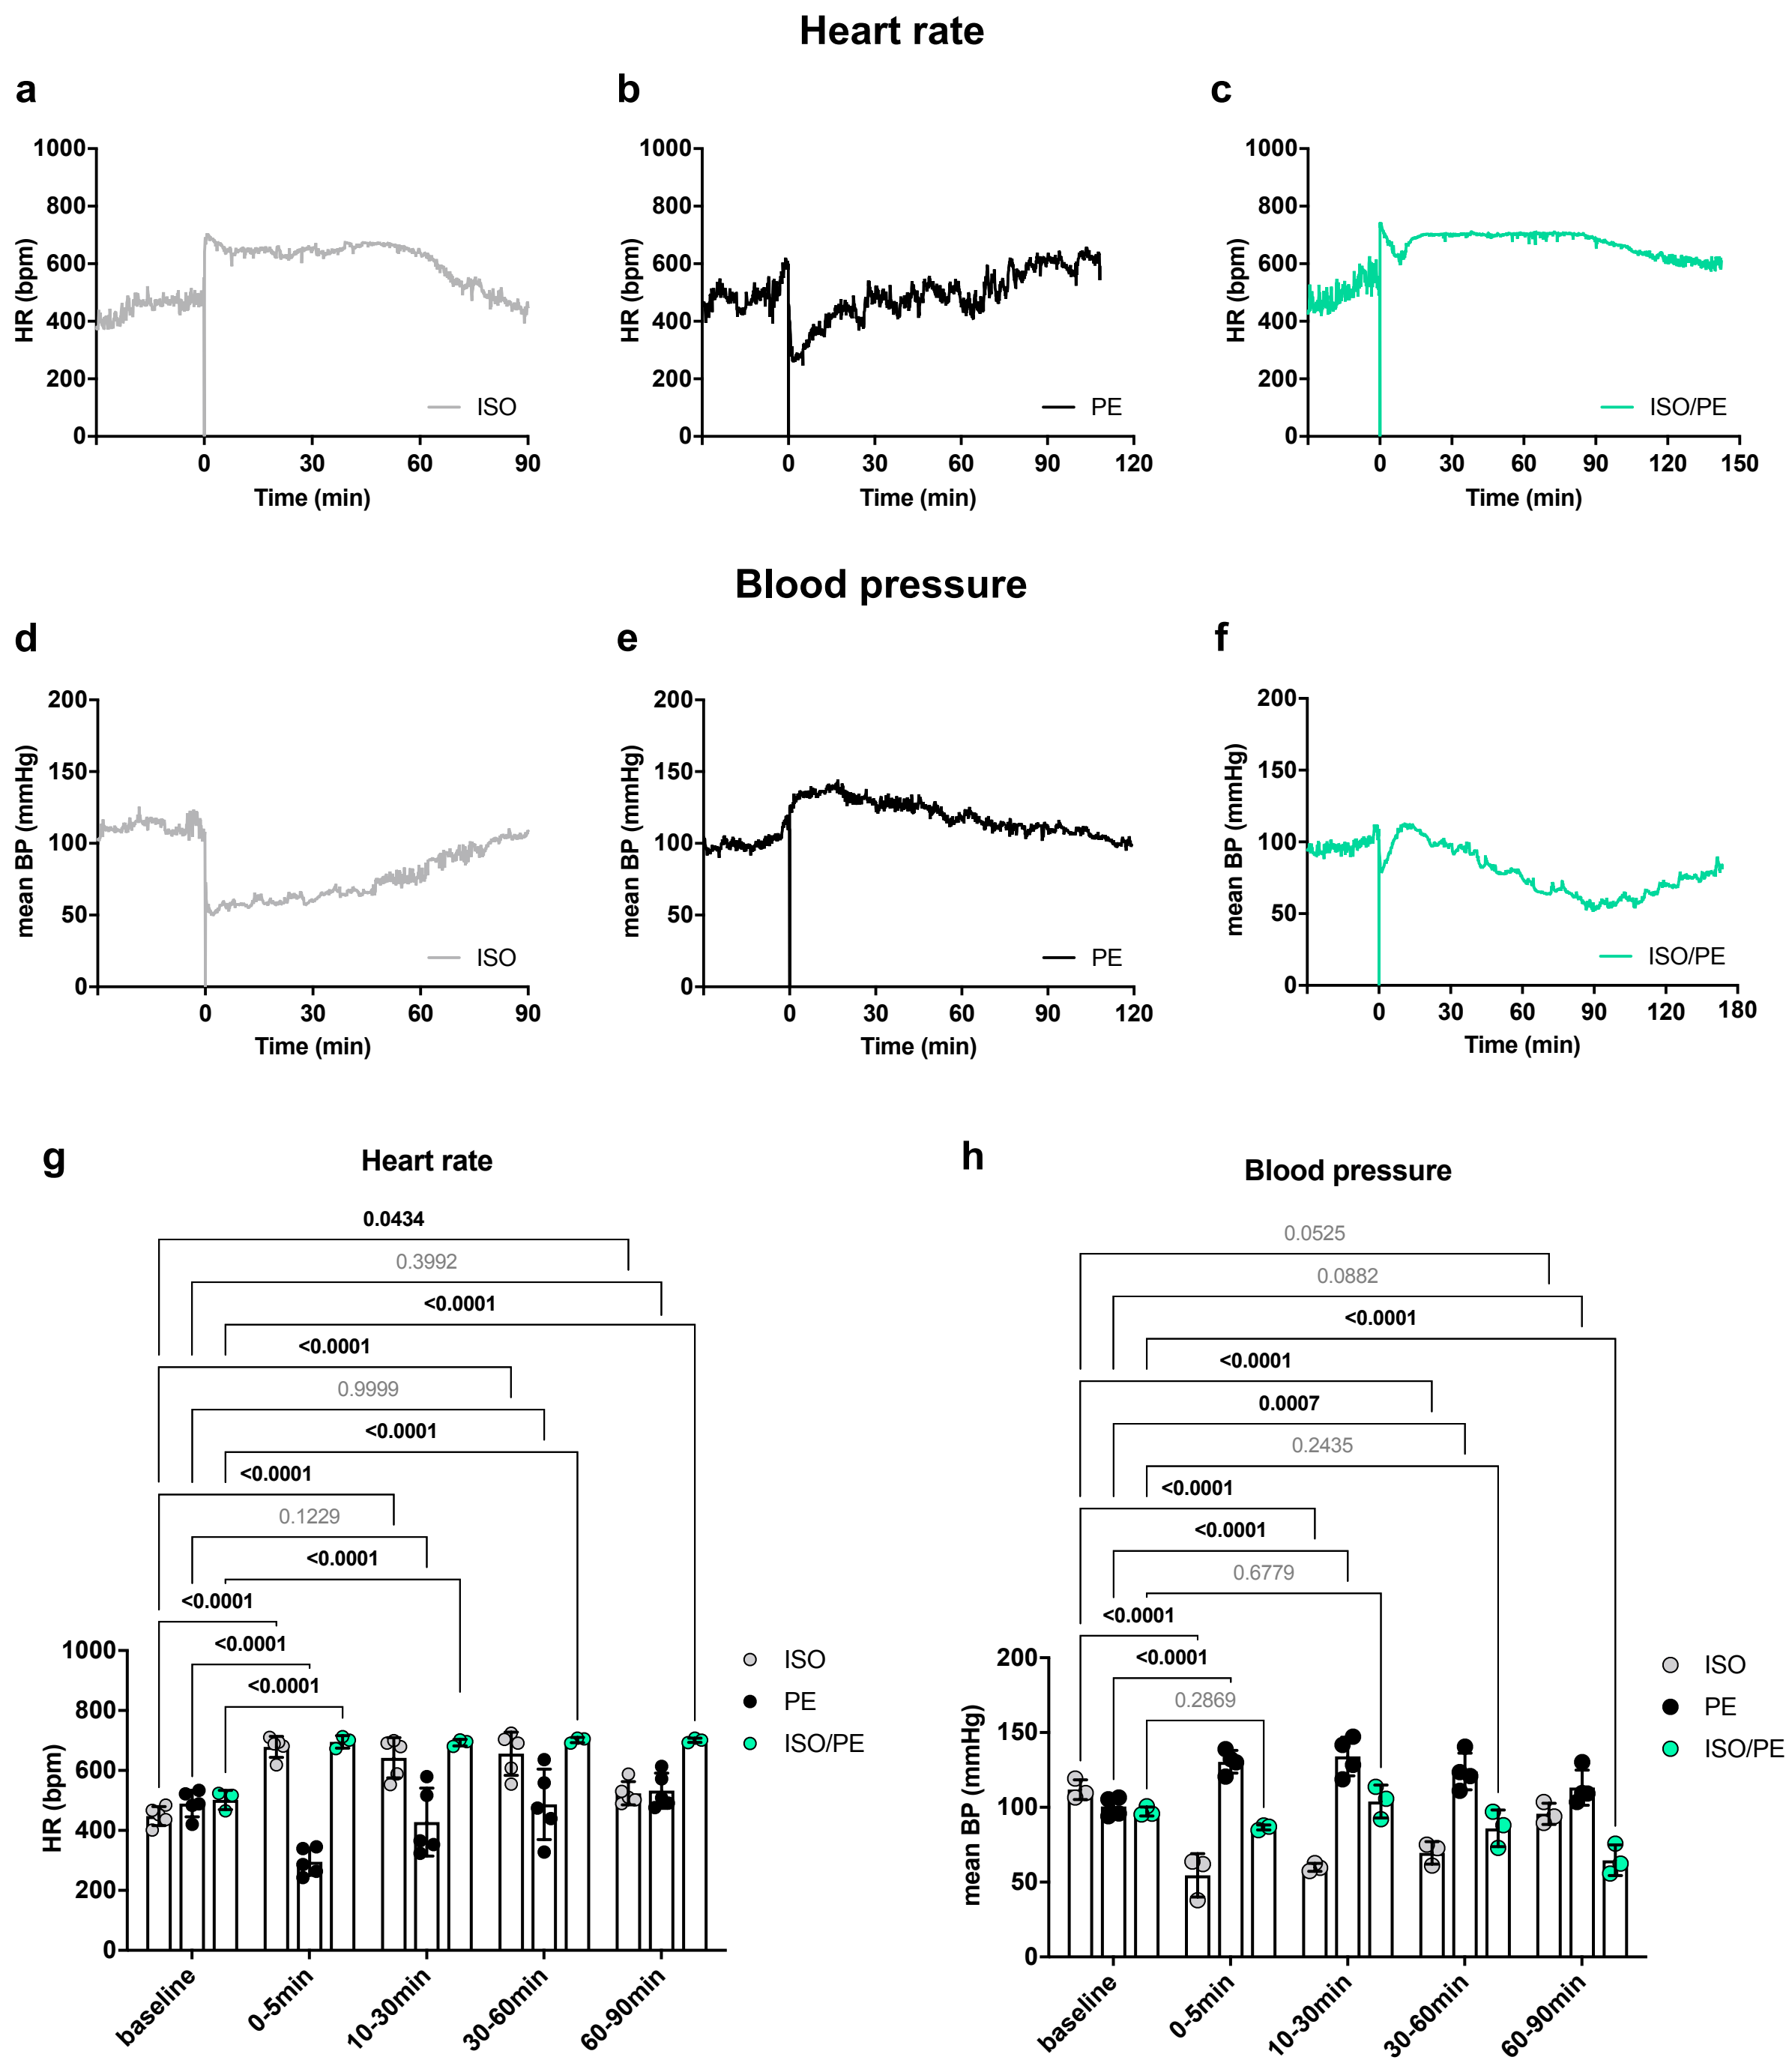

Suppl. Fig. 1 Hemodynamic profile of acute isoprenaline (ISO 3 mg/kg), phenylephrine (PE 3 mg/kg) or ISO/PE (3 mg/kg each) treated mice. **a-c** Heart rate (HR, upper panel) and **d-f** mean blood pressure (BP, lower panel) were monitored by ECG and BP telemetry in freely moving mice and presented as averages of 5 s intervals. Calculations of average values for **g** HR and **h** BP at the indicated time points. Individual data, mean $\pm$ SD of $n = 3-5$ male animals are shown. P-values were determined by repeated measures 2-way ANOVA followed by Dunnett's multiple comparison test (vs. baseline).

Suppl. Fig. 2

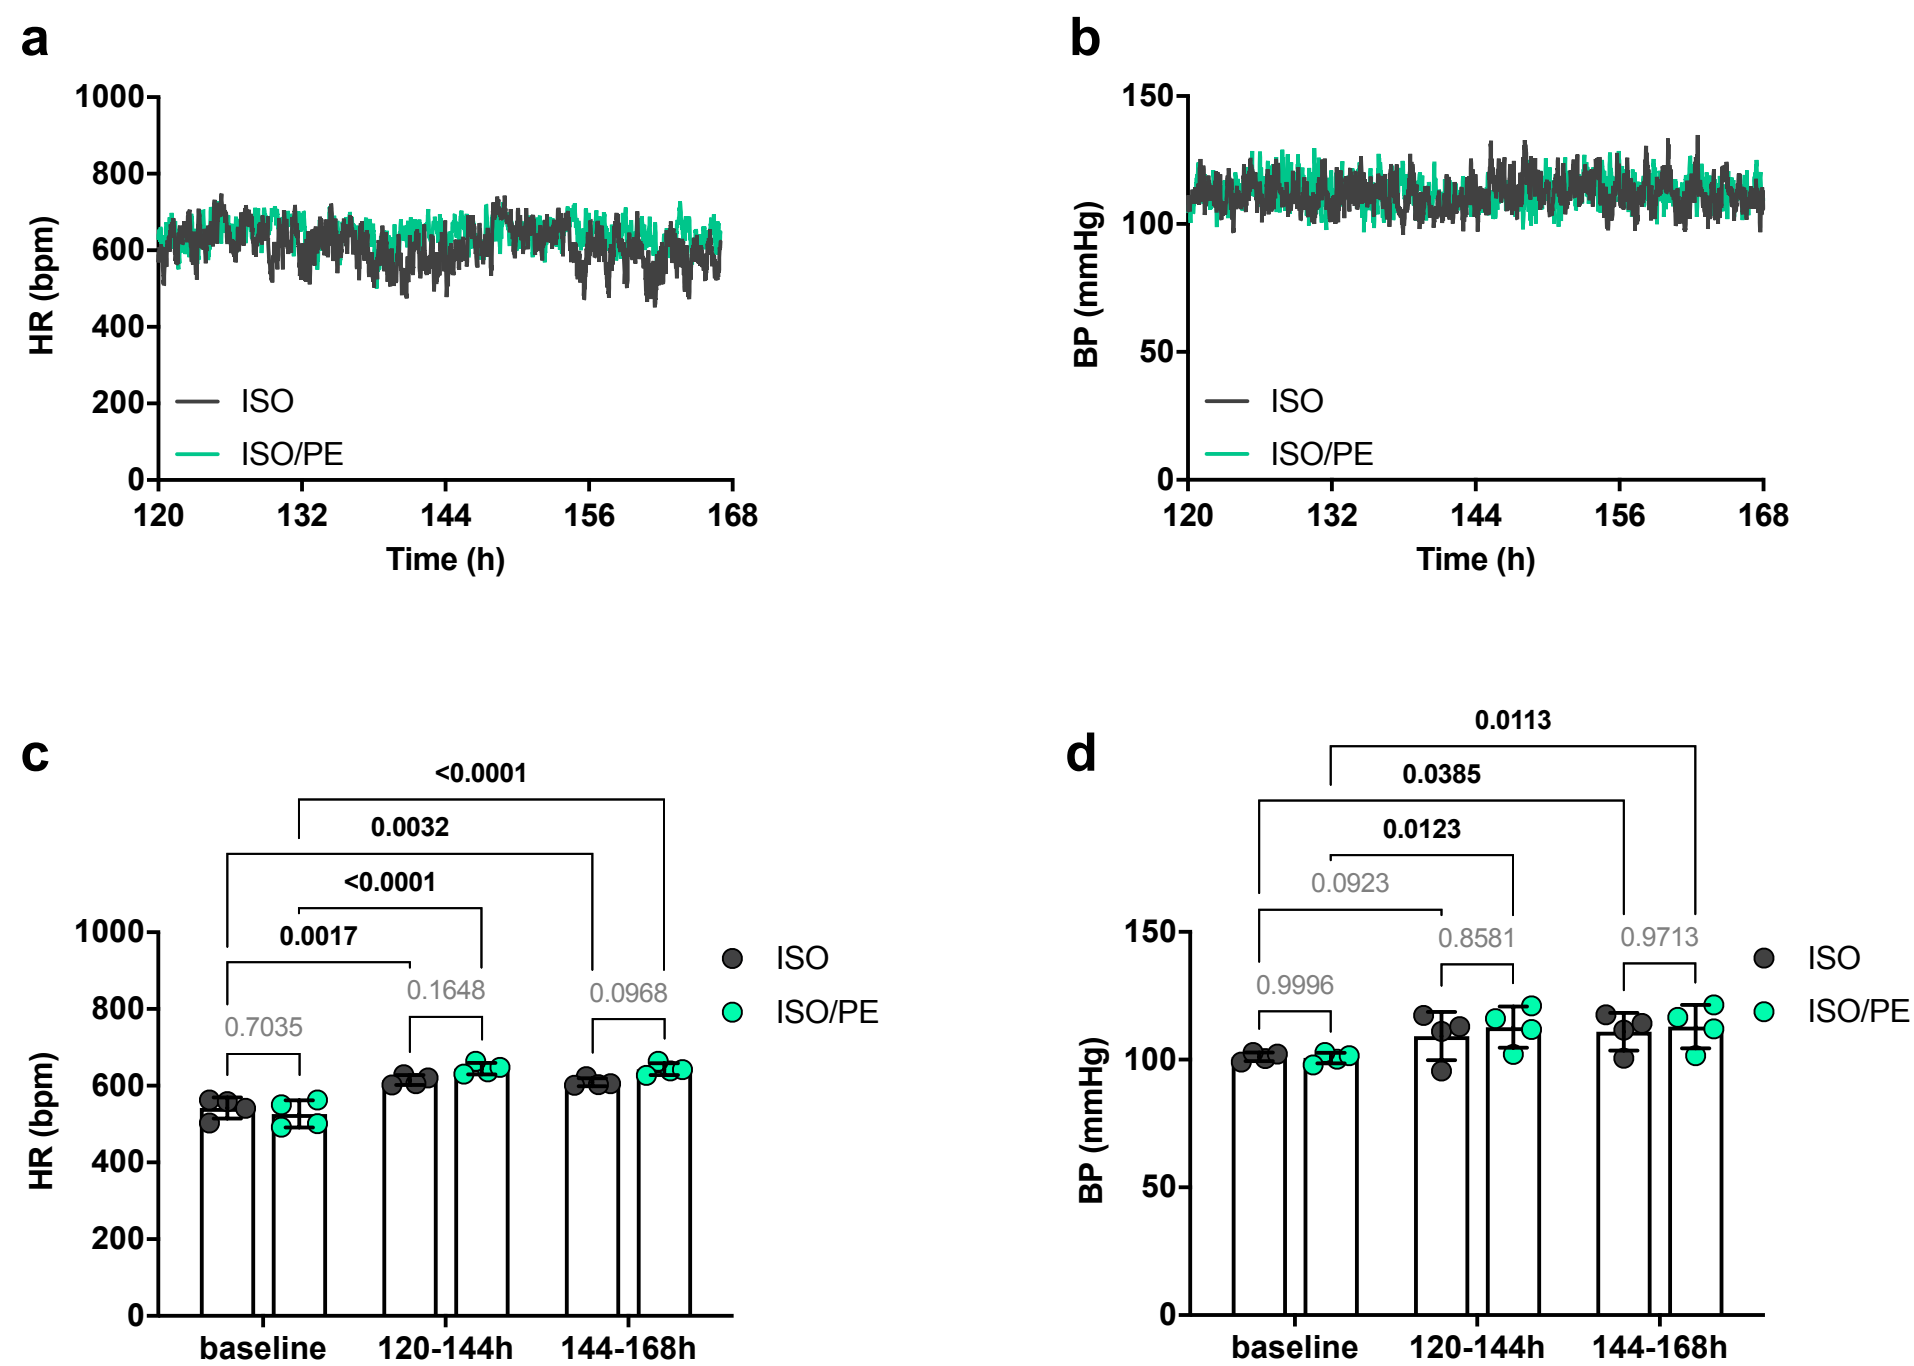

Suppl. Fig. 2 Hemodynamic profile of isoprenaline (ISO) or isoprenaline/phenylephrine (ISO/PE) treated mice between 5 d and 7 d after osmotic minipump implantation. **a** Heart rate (HR) and **b** mean blood pressure (BP) were monitored by ECG and BP telemetry in freely moving mice and presented as averages of 1 min intervals. Calculations of average values for **c** HR and **d** BP at the indicated time points are given including an average of 3 d baseline recordings. Individual data, mean $\pm$ SD of $n = 4$ animals (2 males and 2 females per group) are shown. P-values were determined by repeated measures 2-way ANOVA followed by Dunnett's multiple comparison test (vs. baseline) and Sidak's multiple comparisons of means (ISO/PE vs. ISO).

Suppl. Fig. 3

CT values of *Ppia*

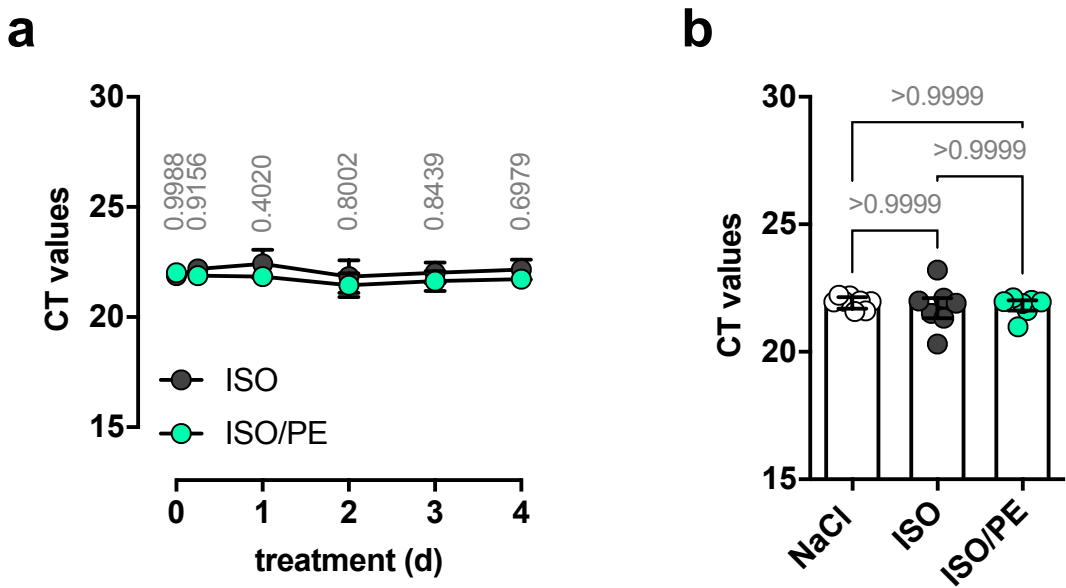

Suppl. Fig. 3 Average CT values of the reference gene peptidylprolyl isomerase A (*Ppia*) used for quantitative PCR during time-course experiments and after 7d of isoprenaline (ISO) or isoprenaline/phenylephrine (ISO/PE) exposure. **a** Mean $\pm$ SD, p-values were determined by 2-way ANOVA followed by Sidak's multiple comparison of means (ISO/PE vs. ISO) for each time point, **b** Individual data, median $\pm$ IQR, p-values were determined by Kruskal-Wallis Test followed by Dunn's multiple comparison.

Suppl. Fig. 4

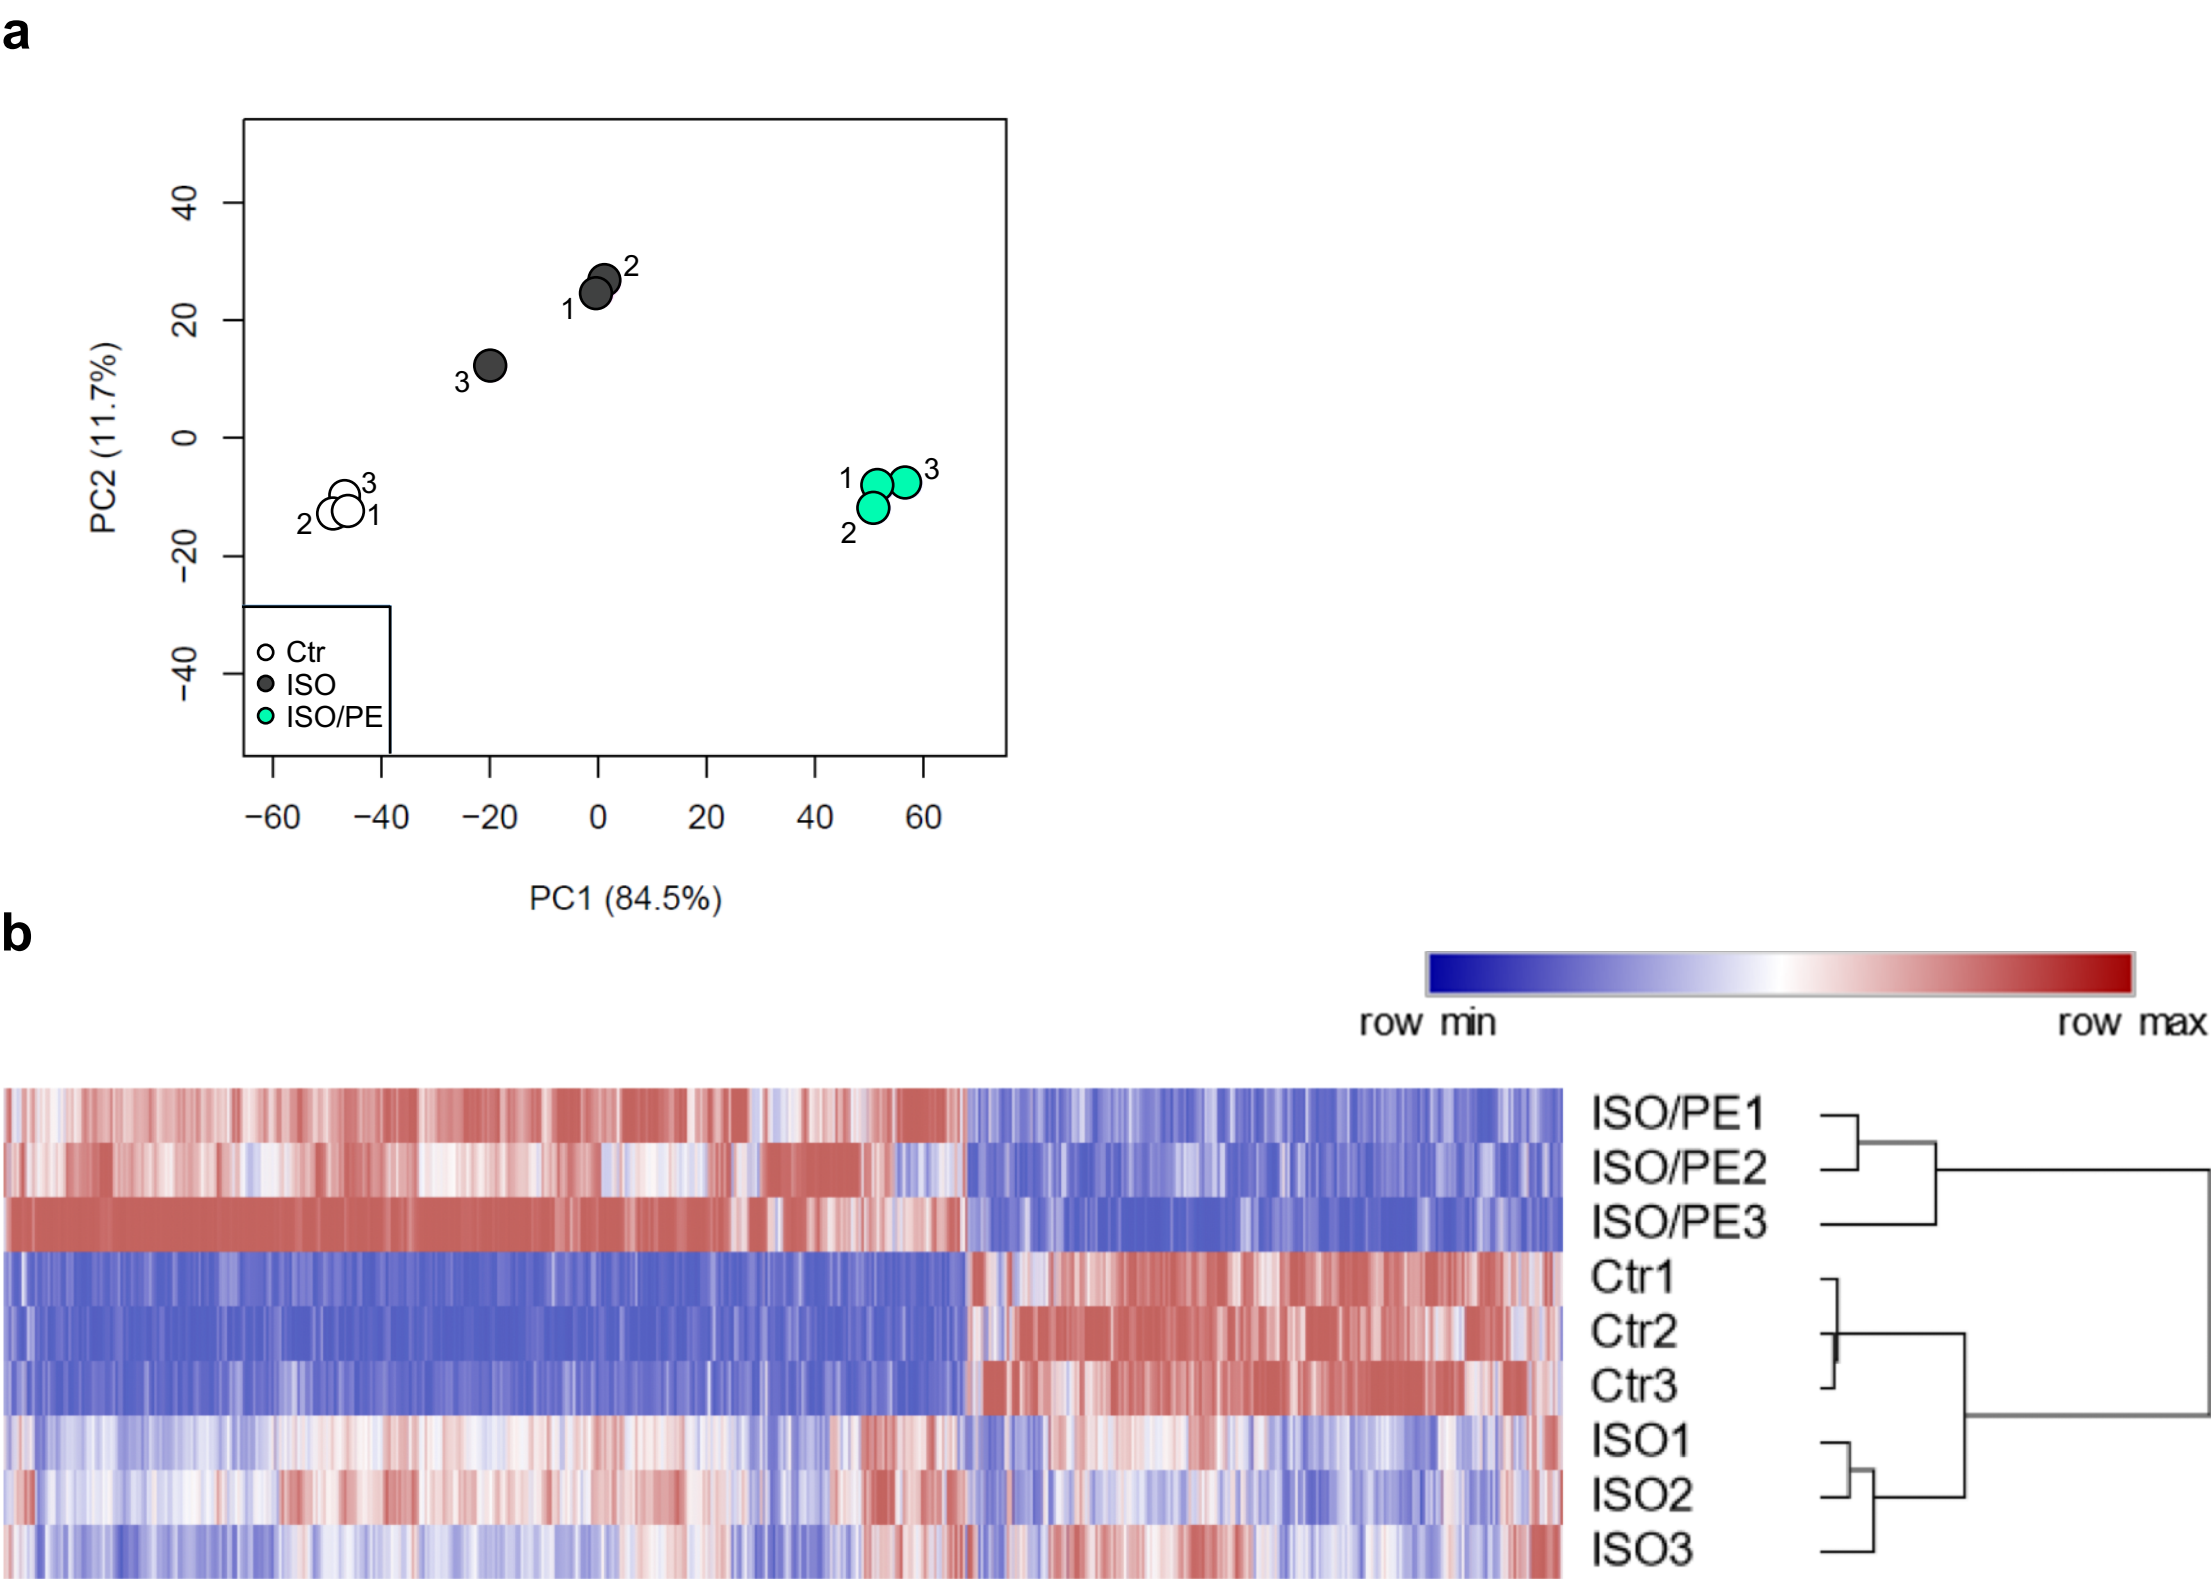

Suppl. Fig. 4 Correlation between RNAseq data sets of control animals (Ctr), and animals treated for 4 days with either isoprenaline (ISO) or isoprenaline/phenylephrine (ISO/PE). **a** Principal component analysis (PCA) of the top 1000 RPKM. **b** Heatmap and hierarchical clustering of all genes significantly regulated under ISO/PE treatment.

Suppl. Fig. 5

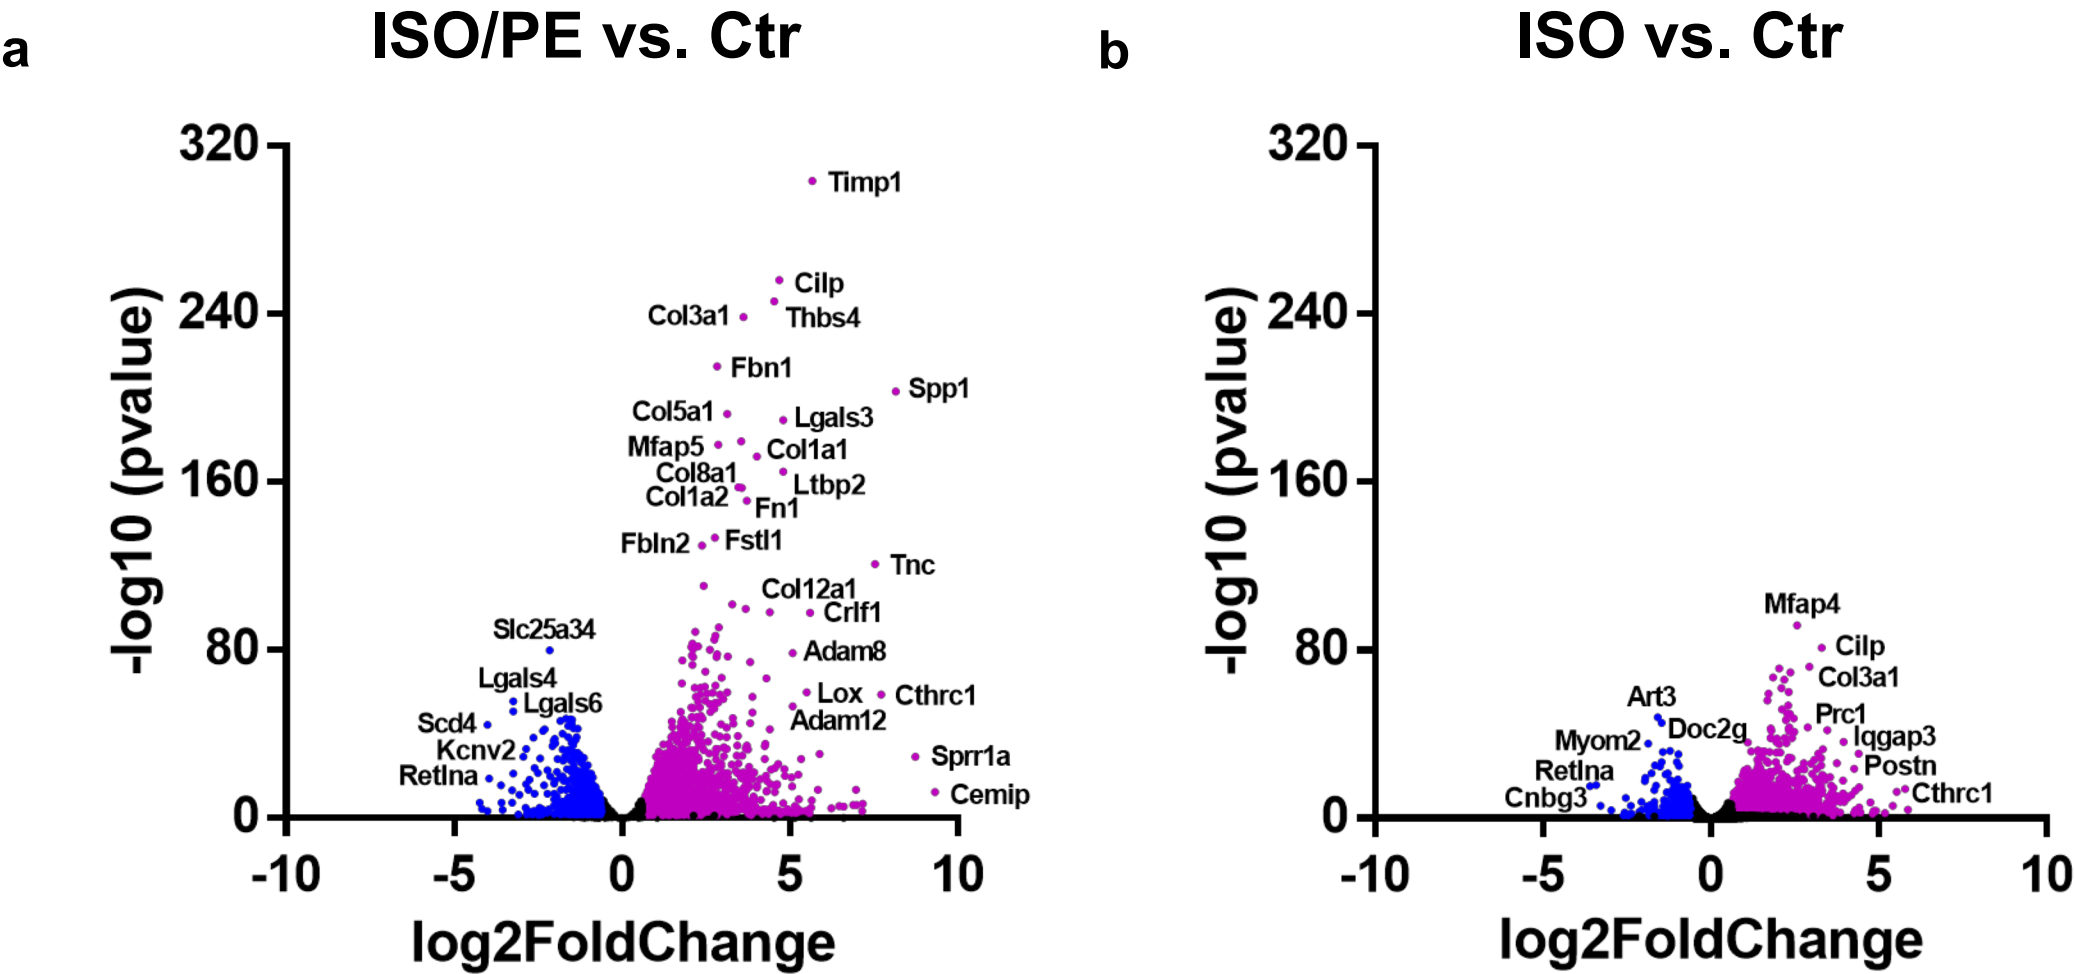

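In such a plot each gene is 1 point, with its log2 fold change on the horizontal axis and the negative logarithm of its adjusted p on the vertical axis. Genes far to the left or right changed by the largest factor, and genes high up changed by an amount that is large relative to the spread between hearts. For example, Myh9, a non-muscle myosin heavy chain gene, was at 0.48 for ISO vs. Ctr in edgeR with a standard error of 0.10. In a plot of that comparison it would lie above the limit for the adjusted p (0.00457) but inside the fold threshold, as a gene with a small difference and a small spread does. Phlda1, a pleckstrin homology gene induced by growth signals (37.3% of its exon bases lie in another gene), fell by 1.48 (standard error 0.15, adjusted p = 9.33e-05) and would pass both.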

Suppl. Fig. 5 Volcano plot of > 14000 genes identified in the RNAseq data set of animals treated for 4 days with either **a** isoprenaline plus phenylephrine (ISO/PE) or **b** ISO. Upregulated gene are shown in magenta ($\log_2\text{FoldChange} > 0.6$; $\text{padj} < 0.05$), downregulated genes in blue ($\log_2\text{FoldChange} < -0.6$; $\text{padj} < 0.05$), and non-regulated genes in black. Prominently regulated genes are individually marked.

Suppl. Fig. 6

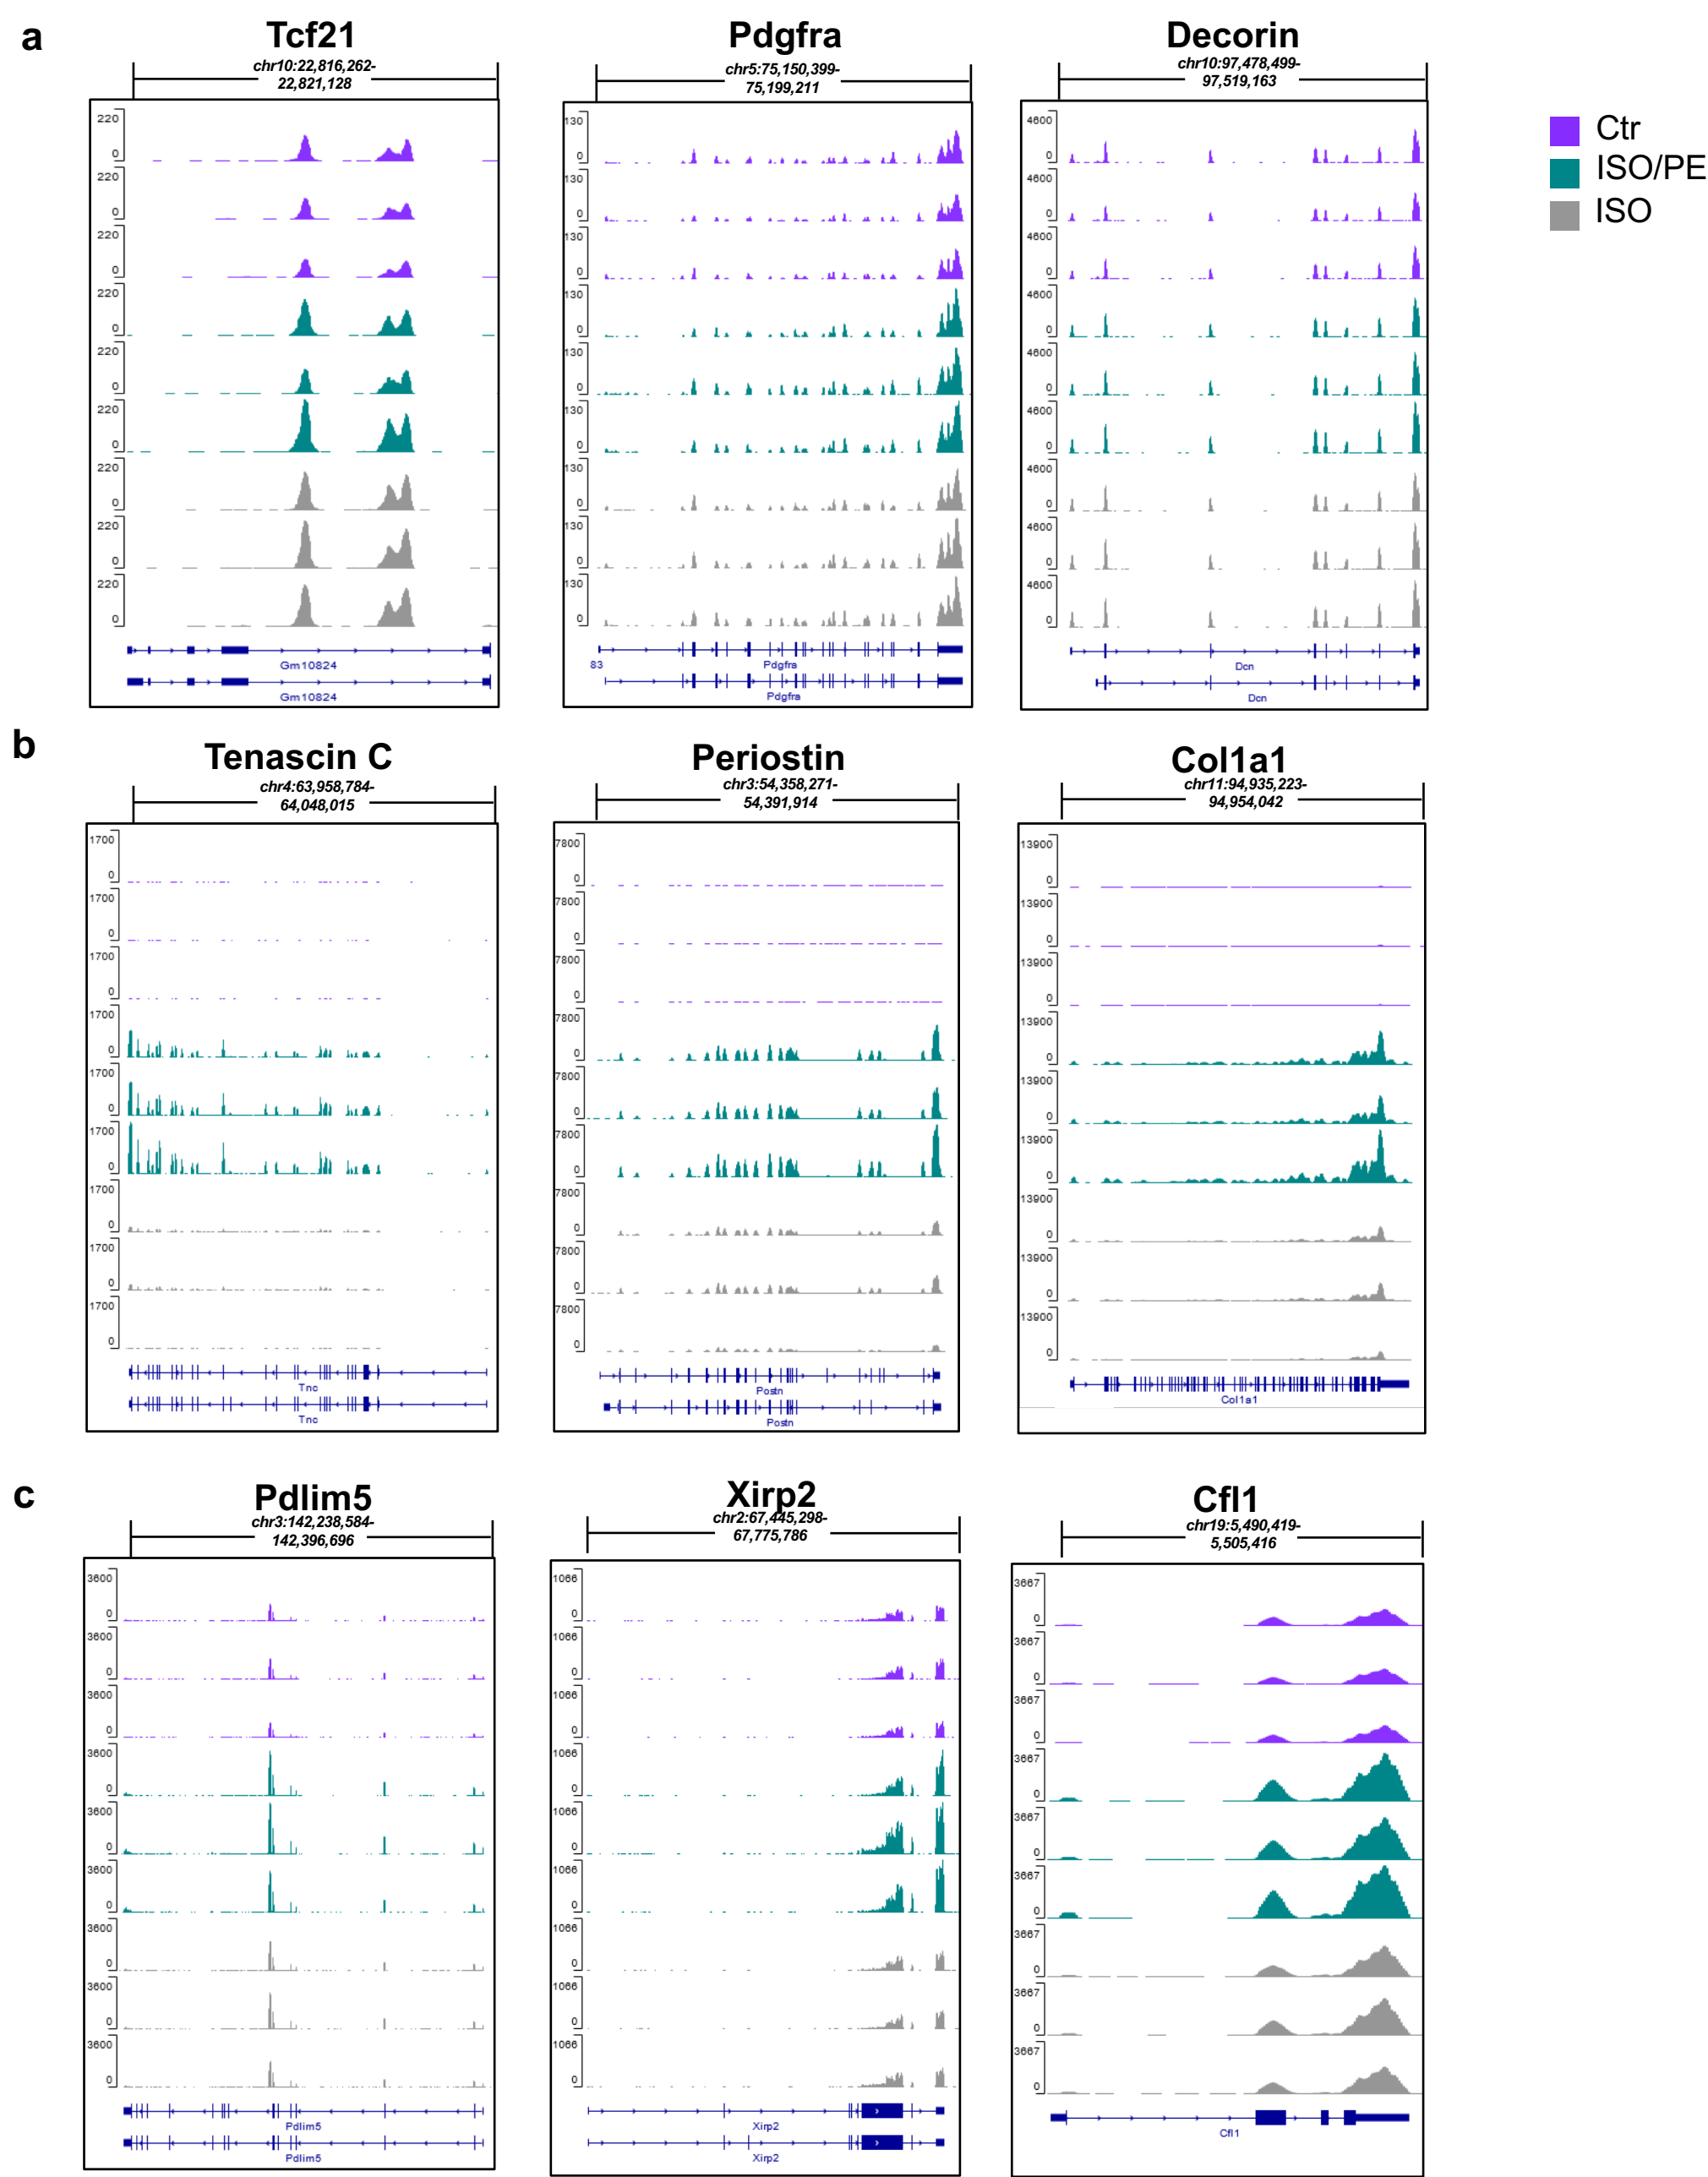

Suppl. Fig. 6 Visualization of RPKMs by Integrative Genomics Viewer. Examples of **a** fibroblast marker genes, and upregulated genes from **b** ECM related, and **c** actin fibre formation related GO terms.

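General fibroblast markers went both ways under ISO/PE, and most markers of activated fibroblasts rose. A difference between these lists was not tested. Dcn, a proteoglycan abundant in cardiac fibroblasts, was at 1314 ± 199 CPM in Ctr, 1478 ± 90.3 in ISO and 1361 ± 45.5 in ISO/PE hearts (SD, n = 3), with a log2 fold change of 0.05 for ISO/PE vs. Ctr (standard error 0.12, adjusted p = 0.746). Pcolce, an enhancer of procollagen processing, rose by 1.61 (standard error 0.15, adjusted p = 1.06e-05), while Gsn, the filament-severing protein gelsolin, fell by 1.54 (standard error 0.19, adjusted p = 6.38e-05). Of 13 general fibroblast markers, 5 rose under ISO/PE, Col15a1, Lamb1, Lum, Pcolce and Pi16, and 2 fell, Gsn and Scara5 (as many adjusted over the list alone; adjusted p = 0.378 with an estimated correlation). Cilp, a matrix protein of activated fibroblasts, lies on chromosome 9 of mm10 from 65265180 to 65280614 and was at 19.1 ± 0.943 CPM in Ctr, 187.6 ± 51.8 in ISO and 485 ± 75.1 in ISO/PE hearts. It rose by 4.67 (standard error 0.21, adjusted p = 9.04e-07), and the transcription factor gene Meox1 by 2.60 (standard error 0.16, adjusted p = 1.66e-06). Of 11 markers of activated fibroblasts, 10 rose under ISO/PE (10 adjusted over the list alone; adjusted p = 1.77e-20 from camera at a preset correlation of 0.01 and adjusted p = 0.0713 with an estimated correlation) and 7 under ISO (8 adjusted over the list alone). Dcn and Meox1 take their values from the mixed tissue, which holds all cell types of the ventricle. Dcn was chosen for its abundance after its values were seen.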

Suppl. Fig. 7

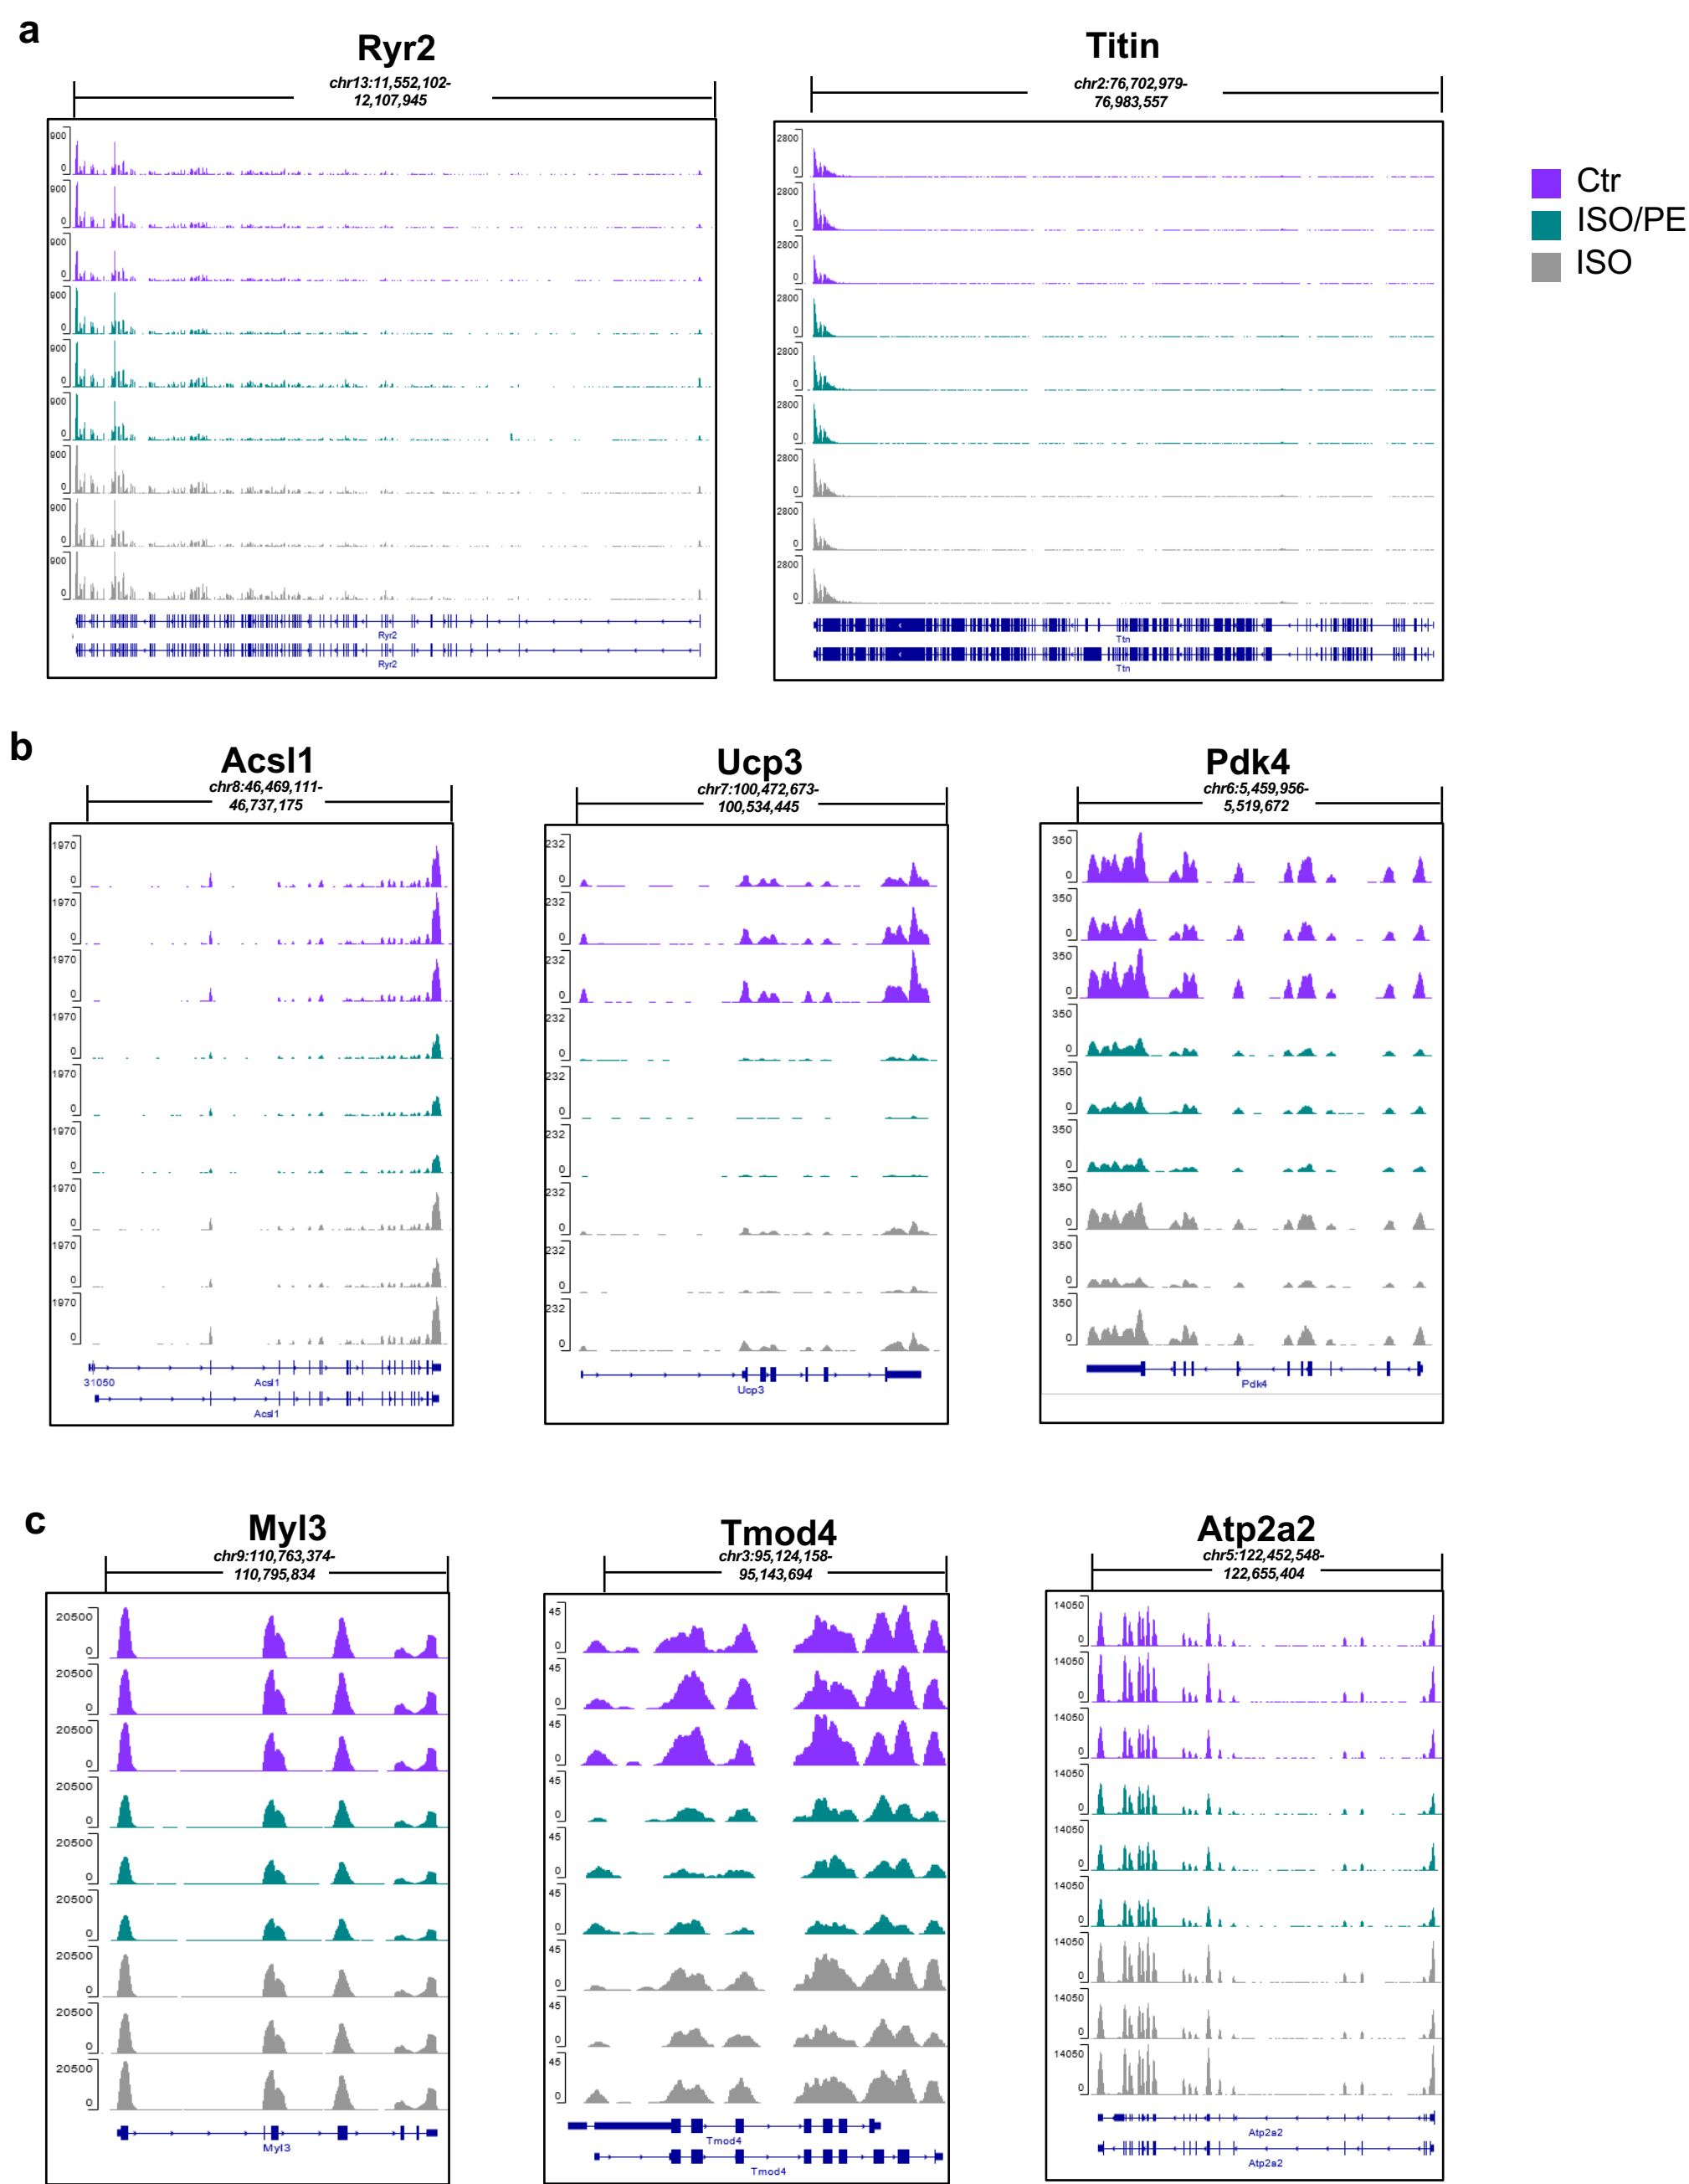

Suppl. Fig. 7 Visualization of RPKM values by Integrative Genomics Viewer. Examples of **a** stably expressed cardiomyocyte marker genes, and downregulated genes from **b** metabolic, and **c** muscle related GO terms.

How the deposited data were processed for this re-analysis (not part of the article)

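RNA from whole ventricles of 9 mice was sequenced, with 3 hearts in each of the groups Ctr, ISO and ISO/PE (4 d of treatment). The values came from a pair of tables of the authors, one of ISO/PE and ISO hearts and one of ISO and Ctr hearts. The first is named for a comparison of ISO/PE with Ctr, but its columns and the sign of its fold changes are those of ISO/PE vs. ISO. No table of ISO/PE vs. Ctr was used here, and that comparison was computed from the counts of both tables.
The counts are raw counts per RefSeq transcript, made by the authors before deposit by aligning the reads to mm10 with STAR and counting exons without regard to strand. The paper names analyzeRepeats.pl for the counting and the submitters' notes also name featureCounts. Versions of these tools are not given in the sources used here. Replicates were not pooled, and transcripts with a sum of 20 or fewer counts over the 6 hearts of a table are not in it. The signal values in columns named TMM were made by the authors by dividing the counts by 1 factor per sample, and their mean over the 6 hearts equals the base mean of DESeq2, so they are DESeq2 normalized counts. The RPKM values were made by the authors with edgeR from the counts, scaled by transcript length in kilobases and by the total count. The log2 fold changes as deposited were made by the authors with DESeq2. The p values and adjusted p values as deposited were made by the authors with DESeq2 on the same counts. The score values, per the file headers, are standard errors of the log2 fold changes from DESeq2. Of these columns, the counts were used for every test, the RPKM for an alternative principal component analysis, the transcript lengths for an alternative choice of transcript and the authors' tests for a count of shared genes.
The 3 ISO libraries have equal counts in both tables, so the tables were joined on the 29889 transcripts they share. Another 544 transcripts are in the ISO/PE vs. ISO table alone and 110 in the other alone, and were left out. Transcripts of a gene share reads, so the transcript with the highest total count was kept for each of 15149 genes. Total counts per heart over these genes were 10172248 to 14477054. The filterByExpr function of edgeR (minimum count 10, minimum total count 15, by group) left 14426 genes. Sex labels were checked on sex-linked genes. Xist was at 300.1 to 436 CPM in the hearts labelled female and 0.873 to 7.04 in those labelled male, and Ddx3y at 0.379 to 2.44 and 61.7 to 96.0.
Tests used edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest with TMM normalization) in 1 fit over the 9 hearts, without covariates, with a contrast for each pair of groups. A gene was called at an adjusted p (Benjamini-Hochberg) under 0.05 and an absolute log2 fold change above 0.6. Sets of genes shared between comparisons followed the legends of Fig. 6 and Fig. 7. Log2 fold changes are those of the fit, standard errors were taken from the fold change and its test statistic, and levels are CPM on the TMM-normalized library sizes. The test, the list tests and the interaction of sex and treatment were tested on simulated data with the depth and spread of these libraries. A first look at the real counts had been taken before these simulations. Genes with 1 to 3 counts in the Ctr hearts together are given as a ratio with an exact 95% counting interval.
Genes were grouped in 40 lists of pathways and cell types, written before the values were seen but after the paper's text and figures had been read. For each list, members past both thresholds were counted, with the p values adjusted over all genes and over the list alone. The list was tested as a set with camera from limma 3.58.1 (preset correlation of 0.01 and estimated correlation) and with fry. Enrichment in the sets of genes used Fisher's exact test (1-sided, background 14426 genes, adjusted over the lists). The lists were actin cytoskeleton, activated fibroblast markers, adipocyte markers, adrenoceptors, apoptosis and p53 targets, atrial cardiomyocyte markers, B cell markers, branched-chain amino acid catabolism, cardiac ion channels and pumps, cardiomyocyte markers, cell cycle, circadian clock, collagens, cytosolic ribosomal proteins, endothelial markers, epicardial and mesothelial markers, ER protein folding, erythroid genes, extracellular matrix and its modulators (non-collagen), fatty acid uptake and oxidation, fibroblast markers, glycolysis, inflammatory response, integrins, interferon response, macrophage and monocyte markers, MAPK feedback and AP-1 genes, mast cell markers, mitochondrial ATP synthase, muscle contraction, transcription and calcium handling (paper's text), neutrophil markers, renin-angiotensin-aldosterone and endothelin, respiratory chain complexes I to IV, sarcomere and Z-disc stress genes, Schwann cell and neuron markers, smooth muscle and pericyte markers, T and NK cell markers, TCA cycle and pyruvate dehydrogenase, TGF-beta ligands and targets and YAP/TEAD targets. Members were picked from general knowledge for most lists, and the muscle list was picked from the paper's text on these hearts. The actin, matrix, ion channel and metabolic lists, among others, also hold genes that the paper names as changed in these hearts. Their counts and enrichment are therefore not independent of the paper's results. Some genes are in several lists, so the lists are not independent of each other either. The heart expresses genes of many cell types, so a marker list is a guide to a cell type and not a measure of cell number.
Genes named in the text followed a rule set before the tables were seen: every gene the paper names for these hearts, the 10 genes with the largest change in each direction of each comparison (past both thresholds, a mean of at least 5 CPM and no overlap between groups), and up to 4 members of each list with the smallest adjusted p in the comparison described. Genes labelled in the paper's figures had been seen by then. This gave 388 genes, some of which are not reported here. Members named because 5 or fewer of a list passed, and Actc1, Actn2 and Dcn, were chosen after their values were seen where the rule does not cover them. Family names in the paper were read as Slc27a1 and Slc27a4, Pdha1 and Pdhb, Sdha to Sdhd, Cacna2d1, Cacna1h, Kcnip2, Tmsb4x, Lox, Loxl2 and Loxl4, and Atp5a1. Coordinates are from the RefSeq gene table for mm10. Overlap of exons with other genes was taken from the GENCODE annotation for mm10, in which 33 of the named genes share at least 10% of their exon bases with another gene. Strand was not used in the counting, so such a gene can hold reads of its neighbour, and the share is given beside its values.
Alternatives were DESeq2 size factors, total counts, scaling to the summed counts of 15 cardiomyocyte markers, no low-count filter, at least 10 counts in every heart, DESeq2 1.42.0 on 2 groups, limma-voom, only 2 groups in the fit, a term for sex, a term for the replicate label, no fold threshold, and leaving out each heart. Added after the tables were seen were the longest transcript of each gene, every transcript tested on its own, and DESeq2 after the low-count filter. Where a heart is left out, its group keeps 2 hearts and shares the spread of the other groups. Principal components used log2 CPM of the 1000 genes with the highest variance, with the 1000 of the highest mean and unlogged RPKM as alternatives. Medians of lists have 95% bootstrap intervals over members (10000 draws). The share of a rise reached by a library was computed per gene on CPM. Members were kept if they rose in the males of that group by more than 0.6 on the log2 scale, with 0.125 added to CPM for this choice. Counts of changed genes were compared with those of all 10 splits of 6 hearts into 3 and 3. Human, cell and functional data of the study were not analysed here.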

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

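The tests on ISO female2, on metabolic genes and on red cell genes, the test of an interaction with sex and the share of members at which a list is taken up here were chosen only after the results were seen, as was which lists count as not discussed by the paper.
Between ISO/PE and ISO, 11 genes were called for an effect between the pair of female hearts unlike that between the males (edgeR, interaction of sex and treatment, adjusted p under 0.05), with 1464 genes at an unadjusted p under 0.05 and 721.3 expected. The genes were Lgals3, Tnc, Spp1, Cthrc1, Serpinb1a, Sprr1a, Clu, Ccr2, Timp1, Lrrc17 and Postn, and the fitted effect was higher between the female hearts for each of them. For Lgals3 it was 2.49 between the females and 0.58 between the males (adjusted p = 0.0141), for Spp1 (18.8% of its exon bases lie in another gene) 6.06 and 2.03 (adjusted p = 0.0141) and for Cthrc1 3.70 and 1.27 (adjusted p = 0.0141). Each treatment has 1 female, with 3 residual degrees of freedom in the fit. In simulated counts this test called 57 of 100 genes whose effects differed by 1.6 and 88 of 100 that differed by 3, with 11 false calls. Those false calls came beside many true ones, so they do not give the number to expect among the genes called here. With 1 female per treatment, a difference between the sexes is not shown, since it cannot be told apart from one between single animals.
B cell markers fell in 6 of 8 measured under ISO/PE (among them Cd79a, Cd79b, Fcer2a, Ms4a1 and Pax5) and in 5 under ISO (Fcer2a not among them; 3 without ISO female2), with 6 and 5 adjusted over the list alone, medians of -1.56 and -1.40, and adjusted p = 0.00275 and 0.00534 in fry (adjusted p = 0.254 with an estimated correlation under ISO/PE and adjusted p = 0.236 with an estimated correlation under ISO in camera). Ms4a1 was at 1.90 CPM in Ctr and 0.529 in ISO hearts.
Genes induced by interferon rose in 17 of 22 under ISO/PE and 19 under ISO (17 without ISO female2), with 17 and 21 adjusted over the list alone, medians of 1.28 and 1.45, and adjusted p = 0.0277 and 0.0153 in fry (adjusted p = 0.461 with an estimated correlation under ISO/PE and adjusted p = 0.310 with an estimated correlation under ISO in camera). The mean of the list was 1.54 to 1.57 above Ctr in the ISO hearts, and 1.39, 1.97 and 0.47 in ISO/PE female2, male1 and male2.
Macrophage and monocyte markers rose in 16 of 20 under ISO/PE and 14 under ISO, with 16 and 15 adjusted over the list alone, medians of 1.91 and 1.40, and adjusted p = 5.51e-04 and 0.00477 in fry (adjusted p = 0.200 with an estimated correlation under ISO/PE and adjusted p = 0.192 with an estimated correlation under ISO in camera), while Timd4 fell under ISO/PE by 1.77 (standard error 0.36, adjusted p = 0.00209).
ISO female2 lay nearer to the Ctr hearts than the ISO males did, and a lower total count is not the cause, since its 13182114 counts were above those of both ISO males. A mixture with Ctr RNA would lower every rise of that heart by 1 factor. The library kept 87.4% of the males' rise in cell cycle genes (95% bootstrap interval 79.9 to 93.2) and 54.1% in matrix genes (41.5 to 70.2). These shares argue against a mixture as the only difference from the males. The levels of this heart without a mixture are unknown, so a partial mixture in an animal that also differed from the males is not excluded. Both shares are over members that rose by more than 0.6 on the log2 scale in the males, a choice that can lower a share. A weaker response of females to both treatments cannot be told apart from a difference of single animals, since ISO/PE female2 reached 117% of the males' rise in matrix genes (109 to 124) but each group has 1 female. A response to ISO alone that differs between the sexes may also be at work, and the interaction test found 0 genes in edgeR for ISO vs. Ctr (795 at an unadjusted p under 0.05, 721.3 expected; 62 of 100 simulated differences of 1.6 were found). A count of 0 had been set as the result that would exclude it, but the lowest adjusted p was 0.0675 and the ISO female is 1 animal, so it stays open.
Genes of oxidative metabolism were lower in ISO/PE than in Ctr hearts, as were some cardiomyocyte markers, so a lower share of cardiomyocyte RNA was weighed against a change within these cells. Scaled to the markers, the fatty acid list kept a median of -0.72 (-0.96 to -0.51) with 22 of 35 genes lower. Its median lay -0.78 from that of the markers (-1.16 to -0.55), so it fell by more than the median marker did. Unscaled, however, its median of -1.23 lies within the range of single markers. The markers do not settle how far the share fell, so a lower share is not excluded as the cause here. For the respiratory chain the median was -0.0912 (-0.15 to -0.06) with 1 of 62 lower, and the call ended because the median went from -0.60 (-0.66 to -0.57) to near 0. There both explanations cannot be told apart, although the result set as a sign of a lower share was met, since the markers themselves range from -1.41 (Myl2) to 0.08 (Actn2) and may be regulated by the treatment. The effect of phenylephrine on cardiomyocytes was not tested apart from the tissue.
All 9 measured red cell genes were lower in ISO/PE than in ISO hearts (9 adjusted over the list alone; adjusted p = 0.0187 in fry; adjusted p = 0.202 with an estimated correlation), and 9 were lower than in Ctr (9 adjusted over the list alone; adjusted p = 0.0742 in fry; adjusted p = 0.542 with an estimated correlation), with 3 called with total counts and 0 with scaling to cardiomyocyte markers in edgeR. As mean log2 difference from Ctr, the list was at -0.65 in Ctr female2 and -0.60 in ISO/PE male2, so Ctr and ISO/PE hearts overlapped. Hbb-bs was at a mean ± SD of 724 ± 238, 897 ± 242 and 438 ± 59.1 CPM in Ctr, ISO and ISO/PE hearts, paralogous globin genes share reads, and 2 of the list, Alas2 among them (15.3% of its exon bases lie in another gene), rose under ISO. Dilution by other RNA would lower them no more than cardiomyocyte markers, but their median vs. ISO was -1.24 (-2.55 to -1.02), against -0.27 (-0.33 to -0.06). Less blood left in the tissue may be the cause, but B cell markers were at 0.13 (-0.31 to 0.29) and neutrophil markers at 1.11 (0.83 to 1.51), and infiltrating cells bring them as well, so it cannot be told apart from a change in the vessels or in red cell formation under phenylephrine, which was not tested.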

How the results depend on the processing

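The longest transcript of each gene, every transcript tested on its own, and DESeq2 after the low-count filter were chosen after seeing the data, and the other alternatives were set before the data were examined.
The 10 counts of genes and the 6 counts of list members stayed within 1.5 times their values with DESeq2 size factors, total counts, both filters, DESeq2, limma-voom, only 2 groups in the fit, a term for sex, a term for the replicate label, and the 3 added alternatives. Higher genes ranged over these settings from 1881 to 2730 for ISO/PE vs. Ctr, 1079 to 1677 for ISO vs. Ctr and 371 to 646 for ISO/PE vs. ISO, and lower genes from 1049 to 1482, 296 to 452 and 275 to 417. Matched and combined genes ranged from 841 to 1212 and 1070 to 1566 (higher) and 233 to 335 and 906 to 1250 (lower). For the lists the ranges were 24 to 33 (cell cycle, ISO), 10 to 12 (collagens, vs. ISO), 20 to 23 (other matrix genes, vs. ISO), 18 to 26 (fatty acids, ISO), 20 to 41 (respiratory chain, ISO/PE) and 20 to 23 (ion channels and pumps, ISO/PE).
Scaled to cardiomyocyte markers, 5989 genes were higher and 348 lower for ISO/PE vs. Ctr, 2533 and 166 for ISO vs. Ctr, and 1688 and 166 for ISO/PE vs. ISO. The combined genes were 4454 higher and 318 lower, with 107 matched lower genes, and 14 fatty acid, 1 respiratory chain and 10 ion channel genes fell. This scaling raises every gene against Ctr where the markers fell. Without the fold threshold, the counts were 3527 and 3269 for ISO/PE vs. Ctr, 2191 and 1385 for ISO vs. Ctr and 1076 and 1003 for ISO/PE vs. ISO, with 2171 combined higher, 2494 combined lower, 912 matched lower and 61 respiratory chain genes, since a threshold is dropped.
With 1 heart left out, ISO/PE vs. ISO had 279 to 654 higher and 201 to 547 lower genes, both lowest without ISO female2 and highest without ISO male2. Matched lower genes were 190 to 417 (lowest without ISO male2, highest without ISO female2), and other matrix genes vs. ISO 15 to 25 (lowest without ISO/PE female2). Higher genes were 2096 to 2400 for ISO/PE vs. Ctr and 1185 to 1620 for ISO vs. Ctr, and lower genes 1262 to 1571 and 298 to 517. Matched higher genes were 822 to 1322, combined higher genes 981 to 1574 and combined lower genes 994 to 1398. The lists were at 32 to 33 (cell cycle), 9 to 11 (collagens), 20 to 28 (fatty acids), 21 to 43 (respiratory chain) and 21 to 24 (ion channels and pumps).
With the replicate label as a term, 1990 genes were higher and 1260 lower for ISO/PE vs. Ctr, 1079 and 296 for ISO vs. Ctr, and 371 and 275 for ISO/PE vs. ISO. The label female1 occurs in Ctr alone, so the term takes that heart out of the comparisons, and the label male2 is absent from Ctr. Lower counts under this term therefore also reflect fewer hearts to compare. Deviations from the group mean correlated by 0.01 for female2, -0.05 for male1 and -0.12 for male2 between ISO and ISO/PE hearts. Over all pairs of groups, with Ctr included, they correlated by -0.12 to 0.18 between hearts with the same label, highest for Ctr female2 with ISO female2, and by -0.21 to 0.16 between hearts with different labels.
Total counts put the median of all genes at 0.105 for ISO/PE vs. Ctr in place of -0.01, and of the called genes 72.2% were higher in place of 61.2%. Under that scaling 1 circadian gene fell under ISO/PE in place of 4, 8 ribosomal protein genes rose in place of 5, and 1 glycolysis gene was lower than ISO in place of 4.
With an estimated correlation between genes, no list reached an adjusted p under 0.05 in camera (lowest 0.0694). In fry the adjusted p was 8.89e-04 for cell cycle and 0.00534 for fatty acid genes under ISO, 5.68e-04 and 7.68e-04 for respiratory chain and ion channel genes under ISO/PE, and 0.0125 and 0.0125 for collagens and other matrix genes vs. ISO.
Of 788 results for named genes, 489 were called. With 11 alternatives (all except cardiomyocyte scaling, the replicate label, no fold threshold and left-out hearts), 0 to 31 of these lost their call and 1 to 15 others gained one, where 712 results and 443 of the called ones could be compared with at least 10 counts in every heart. These numbers were 102 and 83 with cardiomyocyte scaling, 66 and 3 with the replicate label, 0 and 124 without the fold threshold, and 11 to 61 and 2 to 29 with a heart left out. The direction reversed for Mbp alone, when every transcript was tested on its own: -0.71 for ISO vs. Ctr and -0.98 for ISO/PE vs. Ctr, in place of 0.85 and 0.90, because that setting takes another transcript of the gene.
Requiring 10 counts in every heart left 13055 genes, and 1806 of the 2309 genes higher and 1263 of the 1463 lower in ISO/PE than in Ctr were still called. Genes with few counts are measured less well, such as Cemip, with 1 count in the 3 Ctr hearts together, 151 in ISO and 937 in ISO/PE hearts (ratio to Ctr in ISO 125, interval 22.1 to 4971).
The 10 splits of 6 hearts into 3 and 3 are too few for a share under 0.05. With 2 groups in the fit, the real split gave 3670 changed genes for ISO/PE vs. Ctr (highest other 5), 1901 for ISO vs. Ctr (7) and 788 for ISO/PE vs. ISO (0). The list counts of the real splits were 33, 26, 10, 21, 30 and 22 in the order cell cycle, fatty acids, collagens, other matrix genes, respiratory chain and ion channels, with a highest other of 0 in edgeR for each. Every other split mixes hearts of both groups, so a difference between the groups widens the spread within it and lowers its counts. The size of the gap between real and other splits is therefore not a measure of support.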

Differences from the paper's values

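The test of every transcript on its own was chosen after seeing the values.
The second principal component held 7.12% of the variance here (1000 genes with the highest variance of log2 CPM), and the paper's value is about 12% in Suppl. Fig. 4, read by eye. Of the alternatives set before the data were examined, the 1000 genes with the highest mean log2 CPM gave 10.8%, which does not differ by the same criteria, and unlogged RPKM gave 7.27% for the highest variance and 7.27% for the highest mean, which do. The paper's legend names the top 1000 RPKM, and its Methods name rowVars, a function for the variance of each gene.
The paper states in its transcriptome section, citing its quantitative PCR time course, that ISO/PE did not yet raise Acta1 or Myh7. Acta1 was higher than Ctr here by 1.53 (adjusted p = 0.0158; 1.27e-04 to 0.0828 over the alternatives), and was not called in DESeq2 (1.54, adjusted p = 0.0527), with the replicate label (1.04, adjusted p = 0.0750), without Ctr female1 (1.20, adjusted p = 0.0511) or without ISO/PE male1 (0.91, adjusted p = 0.0828). Myh7 was not called against Ctr (1.11, adjusted p = 0.177; 0.00581 to 0.973 over the alternatives) but was higher than ISO by 3.04 (adjusted p = 0.0165; 0.00108 to 0.0693 over the alternatives), a call that ended with the replicate label (2.56, adjusted p = 0.0693) and without ISO female2 (3.00, adjusted p = 0.0629), ISO male1 (3.22, adjusted p = 0.0509) or ISO/PE female2 (1.90, adjusted p = 0.0621).
The paper lists Cpt1a among genes lower under both treatments. It was not called here under ISO (-0.34, adjusted p = 0.185; 0.0347 to 0.736 over the alternatives) or ISO/PE (-0.43, adjusted p = 0.0630; 0.00130 to 0.740 over the alternatives), except under ISO/PE without ISO/PE male1 (-0.70, adjusted p = 0.00130). It also lists Slc27a, and of its readings Slc27a1 was lower under both while Slc27a4 was not called under ISO (0.21) or ISO/PE (0.33). The other 8 fatty acid genes it lists were lower under both.
Sox9, Dock2 and Fmn1 are listed by the paper among genes specific to or higher in ISO/PE. Here they were higher than Ctr under both treatments and not called between ISO/PE and ISO: Sox9 0.64 (adjusted p = 0.0974; 0.0172 to 0.399 over the alternatives), Dock2 0.60 (adjusted p = 0.0463; 0.00555 to 0.157) and Fmn1 0.72 (adjusted p = 0.0959; 0.0187 to 0.290). Sox9 was called between ISO/PE and ISO in DESeq2 (0.64, adjusted p = 0.0485), with cardiomyocyte scaling (0.95, adjusted p = 0.0172) and without ISO/PE male2 (0.86, adjusted p = 0.0227). Dock2 was called with DESeq2 size factors (0.61), total counts (0.66), cardiomyocyte scaling (0.88), no low-count filter (0.60), at least 10 counts (0.61), limma-voom (0.63), no fold threshold, without ISO male1 (0.79) and without ISO/PE male2 (0.72), and with every transcript tested on its own (0.60). Fmn1 was called between ISO/PE and ISO with cardiomyocyte scaling (1.00, adjusted p = 0.0187) and without ISO male2 (1.07, adjusted p = 0.0229), and its call for ISO vs. Ctr ended with the replicate label (1.00) and without Ctr male1 (1.17) or ISO male2 (0.92).
Nfatc2 and Strit1 are listed by the paper among muscle genes lower specifically or more strongly under ISO/PE. Nfatc2 was at -0.59 against Ctr (adjusted p = 0.00312; 2.22e-04 to 0.776 over the alternatives), and was called without the fold threshold, without Ctr female1 (-0.65), Ctr male1 (-0.63), ISO male1 (-0.60) or ISO/PE female2 (-0.66), and with every transcript tested on its own (-1.11). Strit1 was lower than Ctr under both treatments and was not called between ISO/PE and ISO (-0.79, adjusted p = 0.0926; 0.0460 to 0.291 over the alternatives), except with a term for sex (-0.82, adjusted p = 0.0478) and without ISO/PE male2 (-1.05, adjusted p = 0.0460). Its call for ISO vs. Ctr also ended with total counts (-0.78), cardiomyocyte scaling (-0.60) and the replicate label (-0.83), and without Ctr female1, Ctr male1, ISO female2, ISO male2 or ISO/PE male1. The other 13 of the 15 muscle genes fell in the combined set of the paper.
Ndufs5 and succinate dehydrogenase are listed by the paper among genes lower under ISO/PE. Ndufs5 was at -0.28 against Ctr (adjusted p = 0.0472; 0.0414 to 0.237 over the alternatives) and Sdhd at -0.45 (adjusted p = 0.00960; 0.00222 to 0.713), and both were called without the fold threshold alone, while Sdha, Sdhb and Sdhc were called.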

Other observations

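The test on the number of fibroblasts was chosen only after the result was seen. Where no count is given beside it, a count of list members was the same when adjusted over the list alone. Of the genes named here, Tagln (55.0%), Nppa (61.5%), Kcnj3 (31.1%), Ccn2 (22.9%) and Pfkp (17.4%) have exon bases that lie in another gene.
Some chaperones of the endoplasmic reticulum were lower under ISO than in Ctr hearts and higher under ISO/PE than under ISO. Hspa5 was at 569 ± 196 CPM in Ctr, 325 ± 25.0 in ISO and 580.4 ± 139.5 in ISO/PE hearts, with -0.81 for ISO vs. Ctr (adjusted p = 0.0201), 0.03 for ISO/PE vs. Ctr (adjusted p = 0.924) and 0.84 for ISO/PE vs. ISO (adjusted p = 0.0283). Hspa5 was not called for ISO vs. Ctr without Ctr female2 (-0.51), ISO female2 (-0.75, adjusted p = 0.0524) or ISO male2 (-0.82, adjusted p = 0.0581) or scaled to cardiomyocyte markers (-0.54). Its adjusted p for that comparison ranged from 0.00951 to 0.0680 over the alternatives. Of 22 folding genes, 11 (12 adjusted over the list alone) rose vs. ISO, with 8 without ISO female2, 8 rose vs. Ctr under ISO/PE, and 2 fell under ISO, Hsp90b1 and Hspa5, of which none fell with cardiomyocyte scaling in edgeR. As a set in camera, they had adjusted p = 0.202 with an estimated correlation vs. ISO and adjusted p = 0.469 with an estimated correlation under ISO/PE.
Some genes of the receptors for the drugs themselves fell under ISO/PE. The alpha1A receptor gene Adra1a was at 20.6 ± 0.955 CPM in Ctr, 12.2 ± 3.54 in ISO and 6.62 ± 0.318 in ISO/PE hearts, a fall by 0.75 under ISO (adjusted p = 0.0113) and 1.64 under ISO/PE (adjusted p = 4.63e-05), with -0.88 vs. ISO (adjusted p = 0.0138). Adra1b fell by 1.34 under ISO/PE (adjusted p = 6.00e-06) and was -0.81 vs. ISO (adjusted p = 0.00242), and against Ctr Adra1d was at -0.26 (adjusted p = 0.224) and Adrb1 fell by 0.96 (adjusted p = 3.96e-04). Adra1a was not called for ISO vs. Ctr without ISO male2 (-0.53) or scaled to cardiomyocyte markers (-0.50). Adra1a was not called for ISO/PE vs. ISO without ISO female2 (-0.77, adjusted p = 0.0581) or ISO male1 (-0.74, adjusted p = 0.0592) or scaled to cardiomyocyte markers (-0.61, adjusted p = 0.0535). The adjusted p of that call ranged from 0.00158 to 0.0592 over the alternatives. Adra1b was not called for ISO/PE vs. ISO scaled to cardiomyocyte markers (-0.55). Of 12 genes of adrenoceptors and their signalling, 5 fell under ISO/PE, Adcy6, Adra1a, Adra1b, Adra2c and Adrb1 (10.0% of the exon bases of Adcy6 lie in another gene), and 1 rose, Grk5, with adjusted p = 0.210 with an estimated correlation. Under ISO 1 fell, Adra1a, and vs. ISO 2 fell, Adra1a and Adra1b, with 1 of the list called without ISO female2. With cardiomyocyte scaling 2 fell and 2 rose under ISO/PE.
Of 17 YAP/TEAD targets, 5 rose vs. ISO, Ankrd1, Ccn1, Ccn2, Fjx1 and Tgfb2. Against Ctr 7 rose and 1, F3, fell under ISO/PE, and 2 rose, Axl and Ccn2, and 1, F3, fell under ISO (medians vs. ISO, under ISO/PE and under ISO 0.00, 0.03 and 0.03; means 0.29, 0.44 and 0.15). Of 13 smooth muscle and pericyte markers, 3 rose under ISO/PE, Acta2, Cnn1 and Tagln, and 2 fell, Abcc9 and Kcnj8. Under ISO 2 rose, Cnn1 and Tagln, and vs. ISO 3 rose, Acta2, Cnn1 and Tagln, and 1 fell, Abcc9. With cardiomyocyte scaling none of these markers fell in edgeR.
Of 21 glycolysis genes, 2 rose vs. ISO, Pfkp and Pgam1, and 4 fell, Eno3, Pfkfb1, Pfkm and Slc2a4, with none falling without ISO female2 in edgeR. Under ISO 1 rose, Gapdh, and 1 fell, Pfkfb1. Of 18 clock genes, 1 (0 adjusted over the list alone) rose under ISO/PE, Arntl, and 4 (0 adjusted over the list alone) fell, among them Nr1d1, Nr1d2 and Tef. Under ISO 1 (0 adjusted over the list alone) fell (6 without ISO female2), and the mean of the list ranged from -0.83 to 0.44 in the Ctr hearts. Of 31 cytosolic ribosomal protein genes, 5 rose under ISO/PE, among them Rpl10a, Rpl13, Rpl3 and Rps6, and 3 (4 adjusted over the list alone) rose vs. ISO, among them Rpl13 and Rpl3 (1 without ISO female2), with medians of 0.41 and 0.40, and none rose under ISO in edgeR (median -0.01).
Of 8 neutrophil markers, 3 (4 adjusted over the list alone) rose under ISO/PE, Csf3r, Lcn2 and Mmp8, 2 under ISO, Csf3r and Mmp8, and 1 (5 adjusted over the list alone) vs. ISO, Mmp8 (0 without ISO female2 in edgeR). Mmp8 had 3 counts in the Ctr hearts together, 29 in ISO and 90 in ISO/PE hearts (ratio to Ctr in ISO/PE 22.1, exact 95% counting interval 7.32 to 109). Of 3 measured T and NK cell markers, 2 rose under ISO/PE, Cd4 and Il7r, and 1 under ISO, Cd4 (2 rose and 1 fell adjusted over the list alone). Of 9 Schwann cell and neuron markers, 3 rose under ISO/PE and under ISO, Mbp, Ncam1 and Tubb3, and 1 fell under both, Dbh. Mbp fell instead under both when every transcript was tested on its own. Of 9 atrial markers, 1 rose under ISO/PE, Nppa, and 2 fell, Kcnj3 and Stard10, and under ISO 1 rose, Nppa, and 1 fell, Stard10. Of 7 epicardial and mesothelial markers 1 fell under ISO/PE and under ISO, Gpm6a. Of 7 adipocyte markers 1 fell under ISO, Plin1, and none was called under ISO/PE (edgeR, median vs. ISO 1.05). Of 6 mast cell markers 1 rose under ISO, Hdc, and none was called under ISO/PE. Under ISO, 2 of 14 endothelial markers fell, Aqp1 and Fabp4, and 2 of 15 cardiomyocyte markers, Myl2 and Tnni3. Of 22 integrins, 8 rose under ISO, and 3 rose vs. ISO, Itga5, Itgb5 and Itgb7, and 2 fell, Itgb4 and Itgb6.
The higher matrix genes in ISO/PE than in ISO could come from a larger number of fibroblasts, in which case markers kept by resting fibroblasts would rise too. Their median vs. ISO was -0.12 (-0.38 to 0.31), against 0.61 (0.48 to 1.01) for the matrix genes, but the markers went both ways and can change with activation, so this does not decide between cell number and activation. Dcn, Lum and Lamb1 are in both lists.
In the authors' own deposited tests, 1464 gene symbols were higher and 433 lower for ISO vs. Ctr, and 599 and 406 for ISO/PE vs. ISO at the same thresholds, and of the lower ones 392 and 369 were also called here. The sex by treatment test found 0 genes in edgeR for ISO/PE vs. Ctr, with 722 at an unadjusted p under 0.05. The simulation changed genes in the ISO female alone, so it does not show which differences could be found in that comparison.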
